# PRRX1 is a master transcription factor of stromal fibroblasts for myofibroblastic lineage progression

**DOI:** 10.1038/s41467-022-30484-4

**Published:** 2022-05-19

**Authors:** Keun-Woo Lee, So-Young Yeo, Jeong-Ryeol Gong, Ok-Jae Koo, Insuk Sohn, Woo Yong Lee, Hee Cheol Kim, Seong Hyeon Yun, Yong Beom Cho, Mi-Ae Choi, Sugyun An, Juhee Kim, Chang Ohk Sung, Kwang-Hyun Cho, Seok-Hyung Kim

**Keywords:** Cancer microenvironment, DNA methylation, Cancer microenvironment

## Abstract

Although stromal fibroblasts play a critical role in cancer progression, their identities remain unclear as they exhibit high heterogeneity and plasticity. Here, a master transcription factor (mTF) constructing core-regulatory circuitry, *PRRX1*, which determines the fibroblast lineage with a myofibroblastic phenotype, is identified for the fibroblast subgroup. *PRRX1* orchestrates the functional drift of fibroblasts into myofibroblastic phenotype via TGF-β signaling by remodeling a super-enhancer landscape. Such reprogrammed fibroblasts have myofibroblastic functions resulting in markedly enhanced tumorigenicity and aggressiveness of cancer. PRRX1 expression in cancer-associated fibroblast (CAF) has an unfavorable prognosis in multiple cancer types. Fibroblast-specific *PRRX1* depletion induces long-term and sustained complete remission of chemotherapy-resistant cancer in genetically engineered mice models. This study reveals CAF subpopulations based on super-enhancer profiles including *PRRX1*. Therefore, mTFs, including *PRRX1*, provide another opportunity for establishing a hierarchical classification system of fibroblasts and cancer treatment by targeting fibroblasts.

## Abstract (web summary)

Cancer associated fibroblasts are an important and highly heterogeneous component of the tumor microenvironment. Here the authors identify PRRX1 as a master transcription factor determining a fibroblast lineage with myofibroblastic phenotype, associated with unfavourable prognosis in several cancer types.

## Introduction

Cancer-associated fibroblasts (CAFs) are poorly understood mesenchymal cells that are abundant in activated tumor stroma. Growing evidence indicates that CAFs are not just passive bystanders but key players promoting cancer progression and resistance to treatment^1–4^. Such tumor-promoting activity of CAFs is mediated through various mechanisms, including synthesis and remodeling of extracellular matrix (ECM), secretion of a wide repertoire of soluble factors, extensive interactions with cancer cells, and regulation of angiogenesis and immunity^5–7^.

Although CAF treatment and inhibition is a promising new cancer treatment strategy^8–11^, the clinical application of CAF inhibitors is lacking due to several challenges. One such challenge is the lack of fundamental knowledge on the heterogeneity of CAF populations. CAFs differ in several aspects, including their origin and ability to promote tumors^12^. In terms of their ability to promote tumors, there exists a broad spectrum of cell types ranging from highly pro-tumorigenic subsets to less tumorigenic subsets as well as cancer-repressing subsets of CAFs (rCAFs)^13^. To selectively target only the highly pro-tumorigenic CAFs, without interfering with the rCAFs, the CAF subset that strongly promotes cancer should be identified.

Another challenge is the absence of a suitable innovative in vivo mouse model that recapitulates desmoplasia, a critical feature of the tumor microenvironment (TME) observed in human cancer tissues^14^. Desmoplasia, characterized by excessive fibroblast proliferation and extensive ECM deposition, is frequently observed in various cancers, including colorectal cancer. Recently, desmoplasia has been reported to be strongly associated with resistance to immuno- and chemotherapy^15^. Several studies have attempted to address these challenges, including the use of single-cell RNA sequencing (scRNA-seq)^16–18^, but have been unsuccessful for several reasons, such as CAF complexity, alterations in CAFs caused by in vitro culture, and lack of specific surface markers.

A powerful but untested solution is to identify master transcription factors (mTFs) for each CAF subset. mTFs are at the top of the gene regulation hierarchy and determine cell identity based on cell fate and differentiation. Specifically, a group of mTFs forms a core-regulatory circuitry (CRC) that controls the core transcriptional program governing cell identity. Canonical examples of mTFs include *NANOG*, *OCT4*, and *SOX2*, which maintain pluripotency in stem cells^19^. However, no mTF has yet been identified in CAFs. Therefore, identifying subset-specific mTFs in CAFs may enable accurate classification of the various subsets of CAFs with higher specificity than other known markers, including FAP, SMA, and FSP1^20^. Additionally, mTFs represent ideal therapeutic targets that would enable selective targeting of CAF subsets due to their high degree of cell-type specificity. Finally, identifying a CAF mTF would allow the development of a mouse model of cancer capable of recapitulating desmoplasia. Using genetically engineered mice, desmoplasia can be recapitulated by reprogramming fibroblasts into highly aggressive CAFs in vivo through forced expression of the CAF-specific mTF in fibroblasts. The discovery of CAF mTFs can help overcome current challenges in the study of CAF biology.

In this work, through extensive in vivo and in vitro studies and system biology approaches, including large-scale chromatin immunoprecipitation sequencing (ChIP-seq), RNA sequencing (RNA-seq), and scRNA-seq of fibroblasts, we identify the mTF, *PRRX1* (paired related homeobox 1), which may help determine the lineage of a fibroblast subgroup exhibiting myofibroblastic phenotype.

## Results

### *PRRX1* is a CAF lineage-specific TF that strongly correlates with unfavorable clinical outcomes

To identify CAF-specific and functionally important TFs, large-scale scRNA-seq data^21–27^ were analyzed with annotation using the CellAssign probabilistic model^28^ (Supplementary Fig. 1A). *PRRX1* was more highly expressed in CAFs than in fibroblasts of normal tissues, and *PRRX1* expression was strongly correlated with fibroblast-activation score in all six datasets from six organs, including cancer and normal tissues (lung, colon, pancreas, head and neck, ovary, and stomach) **(**Fig. 1A, B, Supplementary Fig. 1B**)**.

**Fig. 1:**
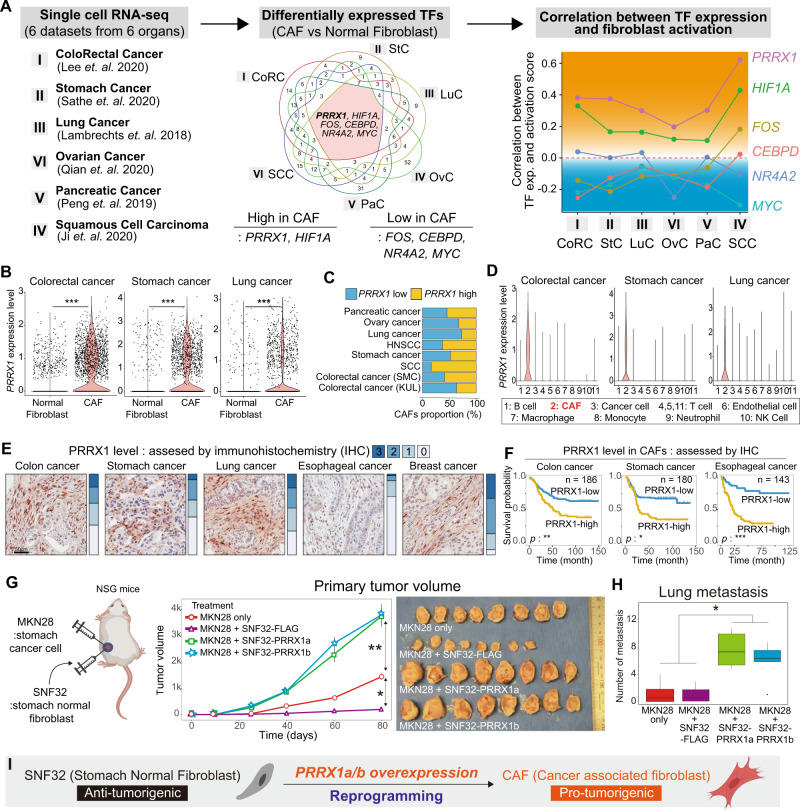
Discovery of PRRX1 as a highly CAF-specific TF with significant correlation with poor prognosis in diverse cancer types. **A** Schematic diagram showing the method used to identify activated CAF-specific TFs in six cancer tissues compared with that in normal fibroblasts using large-scale single-cell RNA sequencing (scRNA-seq) datasets. PRRX1 was identified as a CAF-specific TF and was highly correlated with the CAF activation score. **B** Level of PRRX1 expression in normal fibroblasts and CAFs in colorectal, stomach, and lung cancers (two-sided Wilcoxon rank-sum test, ***p < 2e−16, Colorectal cancer *n* = 2047, Stomach cancer *n* = 1821, Lung cancer *n* = 2002). Others are shown in Supplementary Fig. 1B. **C** Bar plots of the proportion of CAFs with high-PRRX1 expression in the eight scRNA-seq datasets. The criteria used for categorizing high (+)- and low (−)-PRRX1 CAFs are shown in Supplementary Fig. 1C. **D** Analysis of eight scRNA-seq datasets revealed that PRRX1 expression is highly restricted to CAFs across 11 cell types (two-sided Wilcoxon rank-sum test, ***p < 2e−16). Others are shown in Supplementary Fig. 2E. **E** Immunohistochemical analyses revealed that PRRX1 protein is specifically detected in CAFs in all five cancer types. Representative Images from five FFPE tumor microarray sections (TMA). **F** Kaplan–Meier (KM) survival analyses using immunohistochemistry revealed that a high level of CAF-specific PRRX1 expression is significantly associated with unfavorable overall survival in the colon, stomach, and esophageal cancers. *p* value was calculated using log-rank test: *p < 0.01, **p < 0.001, ***p < 0.0001. **G**, **H** (i) Human stomach cancer cells (MKN28) alone, (ii) mixed with SNF32 (human stomach normal fibroblasts)-FLAG (control), or either (iii) Prrx1a- or (iv) Prrx1b-overexpressing SNF32 were co-injected subcutaneously into NSG mice. Measurement of primary tumor volume and H&E images of tumors in each group. **G** Data are presented as the mean ± SEM, *n* = 8 tumors per group, two tailed *t* test: *p < 0.005, **p < 0.0001. **H** Box plot showing number of lung metastasis(*n* = 6 mice/group). *p* value was calculated using two tailed *t* test: *p < 0.05. Data are presented as box-and-whisker plots indicating median (middle line) and minimum and maximum values (whiskers). **I** Schematic summary of the results. Source data and exact p values are provided as a Source Data file.

Further analysis of these scRNA-seq data revealed that *PRRX1* is expressed in 30–90% of the total CAFs (Fig. 1C, Supplementary Fig. 1C) and is highly specific to CAFs (Fig. 1D, Supplementary Fig. 1D). Using copy number analysis (anueploidity) of the scRNA-seq and cell-type annotation, we confirmed that most *PRRX1*-expressing cells in the scRNA-seq data were not cancer cells (Supplementary Fig. 1E).

Next, PRRX1 expression was examined in various types of cancer, including colon, stomach, lung, esophageal, and breast cancers, using immunohistochemistry. PRRX1 protein was highly expressed in CAFs across the assessed tissues but not in nontumor fibroblasts and other cells (Fig. 1E, Supplementary Fig. 1F). In the colon, stomach, and esophageal cancers, patients with PRRX1 protein expression in CAFs showed unfavorable prognosis (Fig. 1F, Supplementary Data 1). The Cancer Genome Atlas (TCGA) and other independent public datasets were used to confirm these findings. We found a significant positive correlation between *PRRX1* expression and poor survival (Supplementary Fig. 2A, B). These data show that *PRRX1* is highly expressed mainly in CAFs and strongly correlates with poor survival across several cancer types.

### Prrx1 is essential for CAFs to facilitate tumorigenicity and metastasis of cografted tumors

The clinical implications of CAF-specific *PRRX1* expression prompted the investigation into the role of Prrx1 in the tumor-promoting ability of CAFs in vivo. Tumor cells were cografted with fibroblasts into immunodeficient mice, and the effect of *Prrx1* expression on fibroblast-driven tumor progression was evaluated. Due to the complexity and heterogeneity of tumor cells and fibroblasts, several cotransplantation experiments with various cancer cells and fibroblasts were repeatedly performed to avoid cell-dependent bias (Supplementary Figs. 3–5).

First, 168FARN breast cancer cells were cografted with MMTV-CAFs into NOD/SCID mice. MMTV-CAFs were established from MMTV-PyMT breast cancer mouse models^21^. As expected, MMTV-CAFs significantly enhanced tumor growth compared with tumor cells grafted alone. However, *Prrx1*-deleted MMTV-CAFs failed to completely enhance the growth of cografted tumors, indicating that Prrx1 is essential for the tumor-promoting ability of MMTV-CAFs (Supplementary Fig. 3A). Additionally, the 168FARN cancer cells became histologically poorly differentiated when cografted with MMTV-CAFs; however, this effect was not observed when cografted with *Prrx1*-deleted MMTV-CAFs (Supplementary Fig. 3A bottom).

Then, the systemic effect of MMTV-CAFs on tumor cells was explored by injecting MMTV-CAFs into the tail vein of NOD/SCID mice. In contrast, 168FARN cancer cells were implanted into a mammary fat pad (Supplementary Fig. 3B). Massive metastasis of 168FARN cancer cells to the lungs was observed, causing the death of four of five mice. These findings suggested that MMTV-CAFs in lungs moved from the tail vein were likely to induce metastasis of 168FARN cancer cells present in the fat pad through systemic effect. This interesting phenomenon was not observed in mice injected with Prrx1-deleted MMTV-CAFs. Immunostaining for cytokeratin and αSMA confirmed the metastasis of 168FARN cells to the lung (Supplementary Fig. 3C).

Similar experiments were repeated by cografting human colon cancer cells (HT29 and HCT116) and stomach cancer cells (MKN28) with MEF (mouse embryofibroblast). Then, identical results, which are presented in Supplementary Fig. 4 were obtained.

Next, we aimed to determine whether Prrx1 alone could reprogram normal fibroblasts into CAFs in vivo. Stomach normal fibroblast 32 (SNF32) was cografted with stomach cancer cells (MKN28) into NSG mice. SNF32 inhibited the tumor growth of MKN28 cells, confirming that normal fibroblasts, unlike CAFs, suppress tumor progression. In contrast, SNF32-Prrx1a and SNF32-Prrx1b, which express the Prrx1a and Prrx1b isoforms, respectively, significantly increased the growth of MKN28 cografted tumors (Fig. 1G, Supplementary Fig. 6A, B). Moreover, SNF32-Prrx1a and SNF32-Prrx1b promoted the formation of a micropapillary pattern characterized by a mixture of primitive stromal cells and stem cell-like cancer cells (Supplementary Fig. 5). Further, SNF32-Prrx1a and SNF32-Prrx1b significantly enhanced MKN28 lung metastasis (Fig. 1H). Notably, the metastasized cancer cells were surrounded by fibroblasts, mimicking desmoplasia (Supplementary Fig. 5).

These results and additional supporting findings (Supplementary Fig. 4) indicate that Prrx1 is essential for the tumorigenicity and metastasis-inducing capacity of CAFs and that Prrx1 alone can reprogram tumor-suppressive normal fibroblasts into CAFs (Fig. 1I).

### Fibroblast-specific *Prrx1* expression alone is sufficient to increase tumor recurrence after surgical removal in immunocompetent mice

The importance of Prrx1 in the pro-tumorigenic activity of CAFs was confirmed by cotransplanting cancer cells and CAFs into immunodeficient mice. To better understand *Prrx1* role in vivo, we generated genetically engineered mouse models that satisfied the following conditions: the mice should be immunocompetent, and Prrx1 expression could be turned on or off in indigenous fibroblasts within tumor-bearing mice.

Initially, a mouse model in which *Prrx1* was conditionally deleted only in the fibroblasts was generated by combining fibroblast-specific CAS9-expressing mice (FSP1;^cre^ CAS9^EGFP^) with CRISPR-CAS9 technology. Then, the effect of fibroblast-specific deletion of *Prrx1* on tumorigenicity in this mouse model was examined. *Prrx1* in fibroblasts was deleted by injecting single-guide RNA (sgRNA) against *Prrx1* into the FSP1;^cre^CAS9^EGFP^ mice, and LLC1-Luc-GFP cancer cells were subcutaneously transplanted. The LLC1 tumorigenicity in FSP1;^cre^CAS9^EGFP^ mice decreased from 6/6 in the control (treated by sgNS) to 2/10 in the fibroblast-specific *Prrx1*-deleted group (treated by sgPrrx1), indicating that *Prrx1* expression in fibroblasts is indispensable for tumorigenesis (Fig. 2A).

**Fig. 2:**
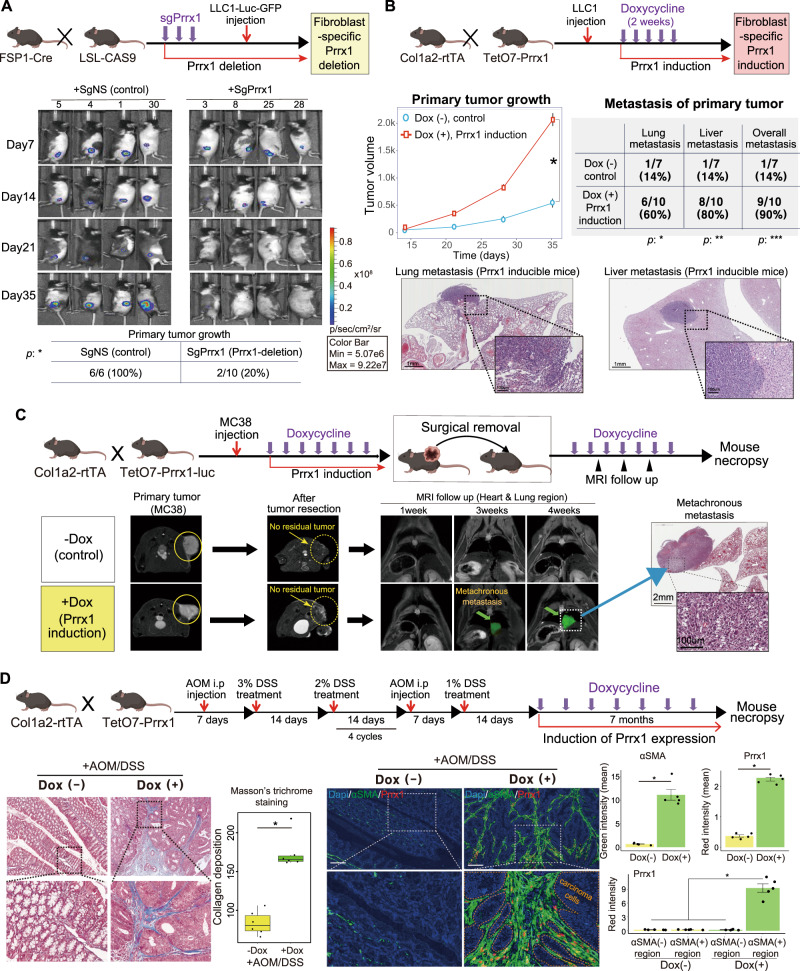
Prrx1 expression in fibroblasts is essential for in vivo tumorigenicity and metastasis in genetically engineered immunocompetent mice. **A** Mouse model in which fibroblast-specific Prrx1 was depleted using sgRNA against Prrx1 (sgPrrx1) before LLC1 transplantation. Bioluminescence imaging of representative mice in each group by date. sgNS was used as the control (*n* = 6 mice: sgNS group, *n* = 10 mice: sgPrrx1 group, *p < 0.005 by chi-squared test). **B** Transgenic mice (Col1a2;^rtTA^TetO7-Prrx1^Luc^) capable of fibroblast-specific Prrx1 induction at a desired time point using the Tet-on system. Tumor growth curves; Data are presented as the mean ± SEM; *n* = 7 mice: Dox- group, *n* = 10: Dox+ group (two tailed *t* test: *p < 0.005). Table comparing the incidence of secondary metastases. H&E staining of representative lung and liver metastasis in Prrx1-induced mice. *p < 0.05, **p < 0.01, ***p < 0.005 by chi-squared test. **C** Prrx1 induction in fibroblasts after cutaneous transplantation of mouse colon cancer cells MC38-Luc-GFP (tumor formation, skin incision, and tumor removal, followed by MRI for 4 weeks). Representative MRI (yellow arrow indicates metastatic growth near the lung) and H&E stained images of metachronous metastasis from Prrx1-induced mice (*n* = 10 mice: Dox− group, *n* = 15 mice: Dox+ group). **D** Timeline for in vivo model of AOM/DSS-induced colorectal cancer. (*n* = 8 mice: AOM/DSS+ Dox- group, *n* = 13 mice: AOM/DSS+ Dox− group) Masson’s trichrome staining for assessing desmoplasia in mice and quantification of collagen deposition. Box plots showing quantification of collagen deposition(*n* = 6 measurements, *p < 0.001 by two tailed *t* test). Data are presented as box-and-whisker plots indicating median (middle line) and minimum and maximum values (whiskers). Immunohistochemical staining was conducted using AOM/DSS treatment in WT and fibroblast-specific Prrx1-inducible (Col1a2;^rtTA^TetO7-Prrx1^Luc^) mouse tissues. Visualization using ImageJ Fiji (DAPI [hematoxylin]-blue, αSMA-green, Prrx1-red) and quantification of staining images. Scale bar, 100 μm. Bar plot showing quantification of aSMA and Prrx1 intensity. Data are presented as the mean ± SEM; *n* = 5 measurements (two tailed *t* test: *p < 0.0001). Source data and exact *p* values are provided as a Source Data file.

Next, we confirmed whether fibroblast-specific induction of *PRRX1* expression promotes cancer progression. A doxycycline (Dox)-inducible mouse model, Col1a2;^rtTA^TetO7-Prrx1^Luc^, was developed by crossing Col1a2-rtTA mice with TetO7-Prrx1-luciferase mice. In this mouse model, *Prrx1* expression was induced specifically in fibroblasts by Dox. LLC1-Luc-GFP cancer cells were transplanted into Col1a2;^rtTA^TetO7-Prrx1^Luc^ mice, and tumor growth and lung and liver metastases were found to be significantly enhanced in the fibroblast-specific *Prrx1*-expressing group [Dox (+)] (Fig. 2B, Supplementary Fig. 7A) compared with Dox (−) control group. These results suggest that the induction of *Prrx1* expression in fibroblasts alone could promote tumor progression and metastasis in vivo.

In addition to metastasis, tumor recurrence after surgical resection is also clinically important. An in vivo model of tumor recurrence was established using Col1a2;^rtTA^TetO7-Prrx1^Luc^ mice, and the effect of fibroblast-specific *Prrx1* expression on tumor recurrence was evaluated.

Specifically, colon cancer cells (MC38) were implanted subcutaneously in Col1a2;^rtTA^TetO7-Prrx1^Luc^ mice; once the tumor grew, it was surgically excised. These mice were treated with Dox to induce Prrx1 expression in fibroblasts activated by this surgical procedure. Notably, when Dox was administered, cancer recurrence was observed in the mediastinum around the heart 3 weeks after surgical resection of the tumor. However, no such recurrence was observed in the control group that was not treated with Dox (Fig. 2C). These results indicated that the induction of *Prrx1* expression in fibroblasts alone induces recurrence of cancer following the surgical resection of the primary tumor.

Next, the effect of fibroblast-specific *Prrx1* expression on de novo carcinogenesis in vivo was investigated. Col1a2;^rtTA^TetO7-Prrx1^Luc^ mice were treated with AOM/DSS to initiate de novo carcinogenesis in the colon. In the Dox-untreated control group of these mice, only one of eight mice developed carcinoma (early stage), whereas in the Dox-treated group, invasive carcinoma developed in all 13 mice, including two mice showing liver metastasis (Fig. 2D, Supplementary Fig. 7B, C). Increased fibroblast proliferation with stromal fibrosis around tumor cells, a characteristic of desmoplasia, was observed in almost all Dox-treated mice. Desmoplasia is an important feature of human colorectal cancer and causes resistance to immunotherapy with immune checkpoint inhibitors. These data suggest that fibroblast-specific *Prrx1* expression induces desmoplasia and promotes cancer progression.

### Prrx1 activates a wide spectrum of myofibroblast-like functions in CAFs

The clinical and in vivo significance of Prrx1 in CAFs shown above prompted the investigation into how Prrx1 induces the tumor-promoting activity of CAF. First, to gain a broad insight into the Prrx1 role in CAF in overall human tumors, the scRNA-seq data of seven cancer types were analyzed. Myofibroblast-related gene sets were remarkably enriched in the Prrx1-high CAF subpopulation across all seven cancer types (Fig. 3A left panel). 

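Bulk RNA-seq covered 21 fibroblast cultures in 7 groups of 3. Prrx1 mutant MEF were embryonic fibroblasts of mice that carry LacZ inside Prrx1, and MEF, wound-healing fibroblasts and MMTV-CAF labelled sgPrrx1 carried a CRISPR/Cas9 guide RNA against Prrx1. Each type had its own WT cultures, and the mutant and sgPrrx1 MEF shared the same 3 WT cultures. By the labels, the WT cultures of wound-healing fibroblasts and MMTV-CAF carried a control guide, sgNS. Whether WT MEF carried one is not stated. The authors trimmed the reads with Trimmomatic, aligned them to the mm10 genome with STAR and counted them per gene with HTSeq. The deposited values were whole-number counts per gene without normalization. They covered 24532 genes in MEF and 24455 genes in the other types, listed by symbol. Total counts per culture ranged from 73727411 to 88418420 in WT MEF, with a median of 73889673. In Prrx1 mutant MEF they ranged from 71250774 to 85183086 around a median of 74798699, and in sgPrrx1 MEF from 72754401 to 80605793 around 74489319. Wound-healing fibroblasts had between 81418082 and 91588690 counts in WT cultures (median 86119453) and between 69588655 and 86517644 in sgPrrx1 cultures (median 83170500). MMTV-CAF were sequenced deepest, from 109299030 to 134790440 counts in WT (median 115963012) and from 105097945 to 127706785 in sgPrrx1 cultures (median 105249028). Mutant and sgPrrx1 cultures were compared with the WT cultures of the same type by edgeR's quasi-likelihood test. Counts were scaled by TMM, which corrects for library size and composition, after genes with too few counts had been removed by edgeR's filterByExpr. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The gene set tested was Reactome's extracellular matrix (ECM) organization set for the mouse, with 265 genes, of which 262 were listed in the counts. The 44 listed genes for collagen chains were tested as a further set. Both sets were tested with limma's camera, a 2-sided test of whether the genes of a set changed more than the other genes, at an inter-gene correlation of 0.01. Its p was adjusted over all Reactome sets tested, or for collagen genes over 8 tests. The Gene Ontology and Hallmark sets were not used here. With 3 cultures against 3, an exact permutation test cannot give a p under 0.1. Smaller p-values come from models fitted across all genes or from tests that compare genes rather than cultures.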

To gain a deeper understanding of the function of Prrx1 in CAFs, the effect of Prrx1 knockdown in representative mouse fibroblasts, such as MEF, MMTV-CAF (CAF derived from MMTV-PyMT mouse cancer), and wound-healing fibroblasts (fibroblast derived from mouse wound-healing tissue), were investigated. Similarly, Prrx1 knockdown induced a significant decrease in the expression of a set of myofibroblast-associated genes common in these cells (Fig. 3A right panel).

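Prrx1 transcript was lower, and not absent, in every mutant or sgPrrx1 culture compared with every WT culture of the same type. The protein was not analysed here. In Prrx1 mutant MEF, its CPM, the counts relative to the scaled library size, were 14.5, 11.2 and 10.7% of the WT mean in replicates 1, 2 and 3. Prrx1 averaged 21.5 ± 3.65 CPM in these cultures (SD, n = 3) and 177 ± 13.2 in WT MEF (SD, n = 3). This was a log2 fold change of −3.04 (standard error 0.14, adjusted p = 6.83e-06 from edgeR). In wound-healing fibroblasts, the sgPrrx1 cultures were at 44.2, 43.6 and 44.3% of the WT mean, with 67.1 ± 0.609 CPM (SD, n = 3) against 153 ± 4.54 in WT (SD, n = 3). The log2 fold change was −1.18 (standard error 0.03, edgeR adjusted p = 1.72e-09). Prrx1 was most abundant in MMTV-CAF, with 651 ± 4.32 CPM in WT (SD, n = 3) and 311 ± 4.92 in sgPrrx1 cultures (SD, n = 3). The 3 sgPrrx1 cultures were at 48.2, 48.3 and 46.9% of the WT mean, and the log2 fold change was −1.06 (standard error 0.02, edgeR adjusted p = 7.22e-10).

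**Figure D1:**
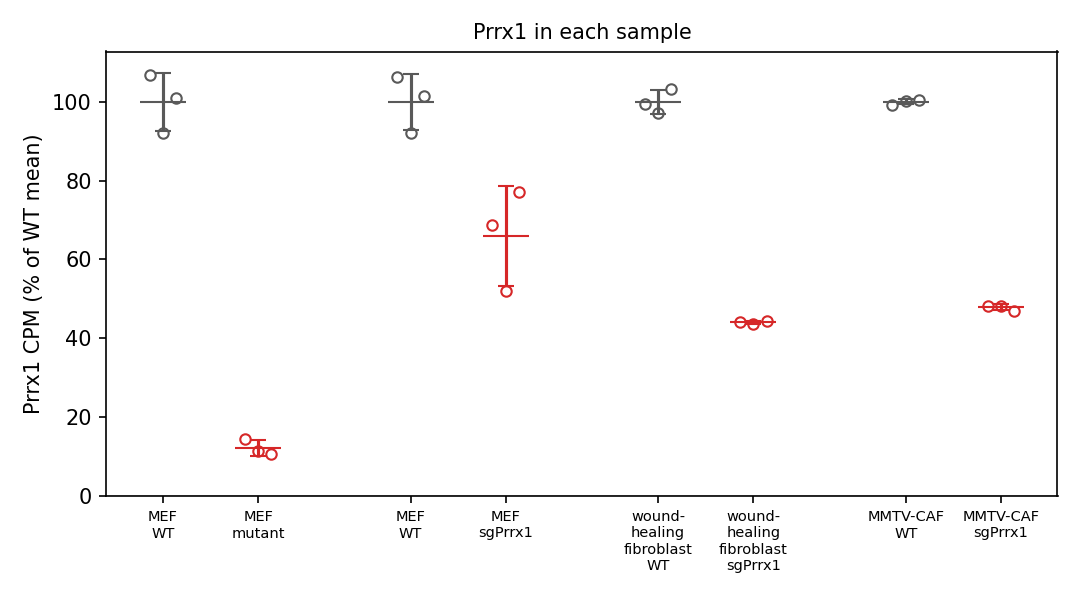
Prrx1 CPM of each culture, as a percentage of the mean of the WT cultures it was compared with, by fibroblast type and genotype. Circles are cultures, bars are means with SD (n = 3), grey for WT and red for mutant or sgPrrx1 cultures; WT cultures lie between 92.2 and 107%, and MEF sgPrrx1, drawn beside the others, lie at 68.7, 52.1 and 77.1%.

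Changed genes numbered 8155 of the 13616 tested in Prrx1 mutant MEF, with 4148 lower and 4007 higher than in WT. In sgPrrx1 wound-healing fibroblasts, 10811 of 13939 genes changed (5479 lower and 5332 higher), and in sgPrrx1 MMTV-CAF 11552 of 13903 (5820 lower and 5732 higher). Requiring at least a 2-fold change as well moved these numbers most, to 3283, 2179 and 3377 genes. The labels do not state whether the cultures of a group come from separate animals or from the same line of cells. If they share a line, the test sets a change only against the spread within that line. The numbers of changed genes can then include differences between lines that are unrelated to Prrx1. MEF cultures also carry replicate numbers, and their deviations from the group means, compared across genes between same-numbered WT and mutant cultures, correlated at −0.136, −0.0574 and −0.253 (mean −0.149). Genes are not independent replicates, so no p is given for these. With a replicate block in the model, 6457 genes changed in mutant MEF (3360 lower and 3097 higher), of which 6424 were among the 8155. The paired model left the mean log2 fold change of the ECM organization set at −0.63, with a camera adjusted p of 0.0638.

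Of the ECM organization genes, 119 of 179 tested were lower and 60 higher in Prrx1 mutant MEF, and 96 and 42 of them passed the threshold. Their mean log2 fold change was −0.63 against −0.15 for all genes tested. Camera gave an adjusted p of 0.161 (0.0036 before adjustment) over 672 Reactome sets. The set ranked 15 of these by p, and 6 sets passed the threshold. Over 7 alternatives of the test, scaling, filter and model, this adjusted p ranged from 0.000367 to 0.744. The alternative that moved the mean most kept only genes with at least 10 counts in every culture and gave −0.44, as it also moved the means of the other types most, given below. This filter drops genes that fell to few counts in one group, so the change itself partly decides which genes it keeps. In wound-healing fibroblasts, 110 of 183 ECM organization genes were lower, 99 of them past the threshold, and 73 were higher, 63 past the threshold. Their mean was −0.47 (camera adjusted p = 0.0642, 2.7e-06 to 0.381 over the alternatives, and 0.0121 before adjustment), and −0.28 with that filter. The set ranked 127 of 672, and 120 sets passed the threshold. In MMTV-CAF, 130 of 187 genes were lower (124 past the threshold) and 57 higher (47 past the threshold), with a mean of −1.16 (camera adjusted p = 0.000187, 5.04e-07 to 0.241 over the alternatives), and −0.57 with that filter. It ranked 30 of 679 sets, of which 193 passed the threshold. The medians over the set were smaller falls than the means. They were −0.44 in mutant MEF, −0.29 in wound-healing fibroblasts and −0.64 in MMTV-CAF, so genes with large falls weighed on the means. Genes for collagen chains had mean log2 fold changes of −0.41 over 33 genes in mutant MEF, −0.66 over 35 genes in wound-healing fibroblasts and −1.34 over 35 genes in MMTV-CAF. Over the alternatives, these ranged from −0.42 to −0.29, from −0.80 to −0.51 and from −1.35 to −0.66. Camera's adjusted p-values for the collagen genes were 0.340 (0.00786 to 0.595 over the alternatives), 0.0196 (2.21e-06 to 0.140) and 0.0250 (2.21e-06 to 0.288) in the same order.

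Genes changed in the same direction in all 3 types were counted among the 12727 tested in each. There were 859 lower in all 3 types, where 663 are expected if the types changed independently, and 608 higher, where 588 are expected. With every label of wound-healing fibroblasts reversed, 895 genes changed one way and 987 the other way, where 616 and 634 are expected. For all genes together, the excess thus does not show a response shared by the types. ECM organization genes made up 44 of the 859, against 11.2 expected from all genes (Fisher's exact test, 2-sided, p = 1.32e-15), and 3 of the genes higher in all types. Collagen genes made up 11 of the genes lower in all types, against 2.02 expected (Fisher's exact test, 2-sided, p = 2.06e-06). These p-values treat genes as independent. The expected numbers come from all genes, and a set that falls in each type on its own exceeds them even if the types changed independently. Acta2, which encodes the smooth muscle actin of myofibroblasts, was lower in each type, with log2 fold changes of −1.04 (standard error 0.18) in mutant MEF, −1.12 (0.02) in wound-healing fibroblasts and −3.93 (0.02) in MMTV-CAF. Edited or mutant cultures also had less Col1a1 (−1.63, −1.42 and −1.60), Col1a2 (−0.43, −4.14 and −0.99) and Col3a1 (−1.87, −1.74 and −1.61). Fn1 differed in direction between the types, with log2 fold changes of 0.51, 0.53 and −0.94 in the same order. Tnc changed by 0.18 (edgeR adjusted p = 0.241) in mutant MEF, −1.33 in wound-healing fibroblasts and −2.69 in MMTV-CAF. Fbln7, Aspn, Fndc1, Sorbs2 and Il31ra had the largest falls common to the 3 types. Aspn, for example, changed by −4.76, −7.58 and −6.95, and Fndc1 fell to 0 counts in every mutant MEF and every sgPrrx1 wound-healing culture, at least 20.5-fold and at least 29.3-fold below WT. Vnn1, Ano1, Cxcl1 and Rnf43 were among the genes with the largest rises common to the 3 types, 3.66, 3.79 and 5.51 for Vnn1. Setting the decreases in these mouse cultures beside the enrichment of myofibroblast gene sets in human CAFs with high PRRX1 (Fig. 3A), the paper states that losing Prrx1 lowered a group of myofibroblast genes shared by the 3 kinds of cells.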

**Fig. 3:**
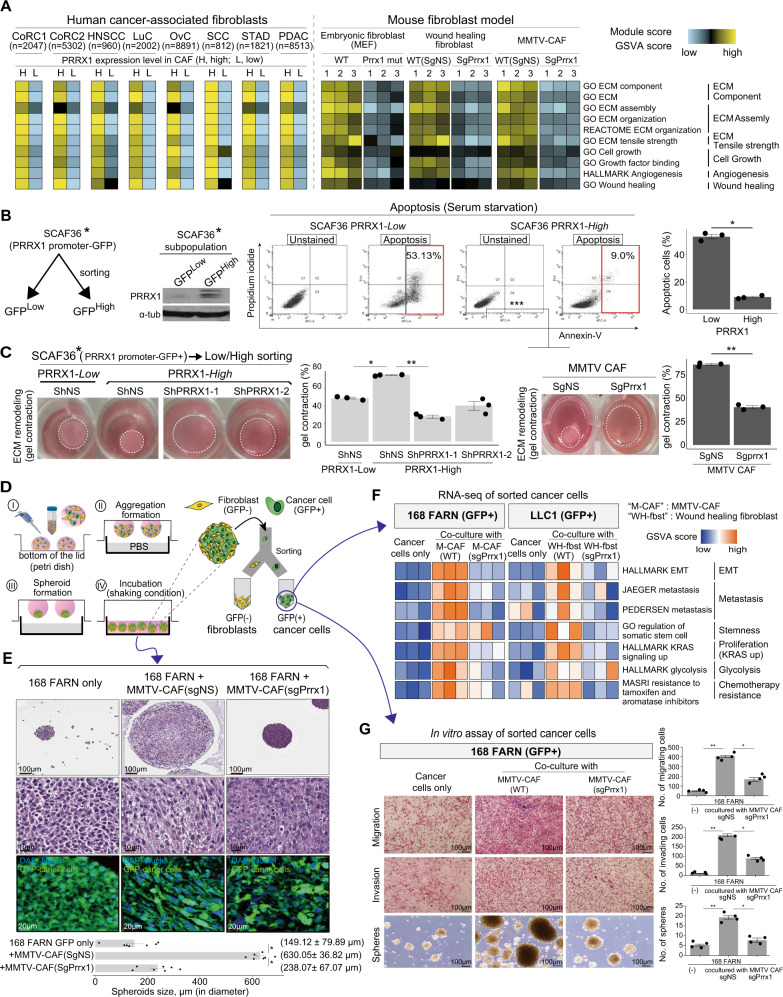
Prrx1 orchestrates myofibroblast-like functions in CAFs across diverse cancer types, enhancing EMT and stemness of tumor cells. **A** In public scRNA-seq data, human CAFs were virtually sorted into high (+)- and low (−)-PRRX1 CAFs. Both high- and low-Prrx1 CAFs were compared using module score analysis. Ex vivo fibroblast cultures of either Prrx1 WT or Prrx1 KO for each type of mouse fibroblast were established. Then, the two groups were compared for each type of fibroblast using GSVA analysis. Heatmap shows the module score from scRNA-seq of human CAFs and GSVA score from bulk RNA-seq of mouse fibroblast models. **B** After establishing PRRX1 promoter-driven model of SCAF36, apoptosis analysis was performed at each group (PRRX1 low and PRRX1 high). Experiments were conducted in triplicate. Bar plot showing percentage of cell apoptosis(%). Data are presented as the mean ± SEM; *n* = 3 independent experiments (two tailed *t* test: *p < 0.0001). **C** Gel contraction assay, depending on the expression of Prrx1 in fibroblasts. Representative images are shown. Data are presented as the mean ± SEM; *n* = 3 independent experiments (two tailed *t* test: *p < 0.005, **p < 0.0001). **D** Establishment of hanging drop direct 3D spheroid coculture system. Breast cancer cells 168FARN-Luc-GFP were cocultured with either MMTV-CAFs sgNS or sgPrrx1, and lung cancer cells LLC1-Luc-GFP were also cocultured with either wound-healing fibroblasts sgNS or sgPrrx1, using 3D spheroid systems. **E** H&E and immunohistochemical staining of representative spheroids in each group (DAPI: nuclei, GFP: Luc-GFP-tagged cancer cells). Bar plot showing quantification of spheroid size. Data are presented as the mean ± SEM; *n* = 7 independent experiments (two tailed *t* test: *p < 0.001). **F** GFP^+^ cancer cells were isolated from spheroids using FACS, and RNA-seq of these cancer cells was performed. **G** 168FARN-Luc-GFP^+^ cancer cells were isolated from spheroids using FACS, and then invasion, migration, and sphere forming assays were performed on isolated cancer cells. Data are presented as the mean ± SEM; *n* = 4 independent experiments (two tailed *t* test: *p < 0.005, **p < 0.0001). Source data and exact p values are provided as a Source Data file.

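GSVA gives each sample a score that ranks the genes of a set against all others within that sample, relative to the other samples scored with it. It was computed for the ECM organization set with the gseapy implementation, from log2 CPM with a Gaussian kernel, over the 6 cultures of each comparison. In the MEF comparison, the score averaged 0.227 ± 0.0403 in WT (SD, n = 3) and −0.195 ± 0.112 in Prrx1 mutant cultures (SD, n = 3), a difference of −0.42. Wound-healing fibroblasts scored 0.162 ± 0.00789 in WT (SD, n = 3) and −0.163 ± 0.0716 in sgPrrx1 cultures (SD, n = 3), a difference of −0.32. In MMTV-CAF, the scores were 0.281 ± 0.0220 in WT (SD, n = 3) and −0.296 ± 0.0501 in sgPrrx1 cultures (SD, n = 3), a difference of −0.58. Every mutant or sgPrrx1 culture scored below every WT culture of its type, which gives a 2-sided exact permutation p of 0.1 in each comparison, the smallest that 3 against 3 cultures allow. Scaling by library totals alone moved the difference of wound-healing fibroblasts most, to −0.51. Because scores are relative to the samples scored together, their size cannot be compared between types.

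**Figure D2:**
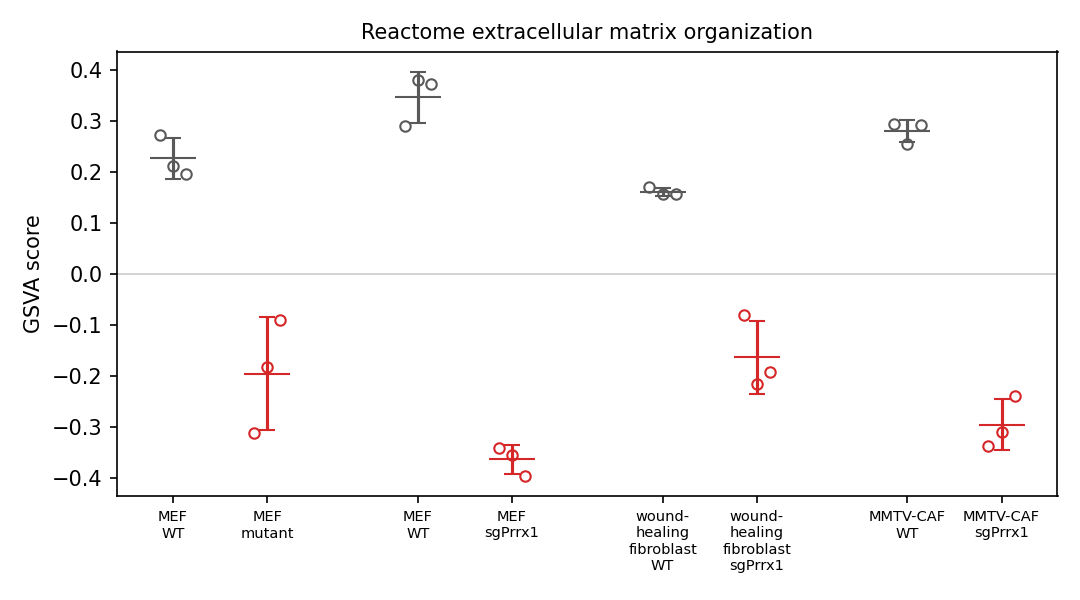
GSVA score of the ECM organization set in each culture by fibroblast type and genotype, computed within each comparison; MEF WT appear in both MEF comparisons. Circles are cultures, bars are means with SD (n = 3), grey for WT and red for mutant or sgPrrx1 cultures, and every red circle lies below the grey circles of its comparison.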

Based on the mRNA expression data, we validated the potential functions of Prrx1 in CAFs. First, we found that Prrx1 expression is indispensable for cellular proliferation and resistance to apoptosis consistently across the types of CAFs (Fig. 3B, Supplementary Fig. 8A, B). For example, the Prrx1-high subpopulation, sorted from SCAFs containing Prrx1 promoter-GFP reporter, showed lower apoptosis and stronger resistance to serum starvation-induced apoptosis than the Prrx1-low subpopulation did (Fig. 3B, Supplementary Fig. 6C, D).

Then, the effect of Prrx1 on the ECM-remodeling capability of fibroblasts, a key function of myofibroblasts, was examined. Prrx1-high subpopulation, sorted from SCAFs, showed higher ECM contraction than the Prrx1-low subpopulation did and lost their ECM contracting capability in response to shRNA-mediated Prrx1 silencing (Fig. 3C, left panel). Additionally, shRNA-mediated knockdown of Prrx1 in MMTV-CAFs resulted in a significant loss of ECM contractile activity (Fig. 3C, right panel). The significance of Prrx1 in ECM remodeling was repeatedly observed in other types of fibroblasts and CAFs (Supplementary Fig. 8C).

The direct effect of CAFs on cancer cells was investigated using a coculture model (Fig. 3D). When tumor cells (168FARN-Luc-GFP) were cocultured with CAFs (MMTV-CAFs) in the hanging drop culture system, the size of the resulting spheroids was significantly larger than that of spheroids formed by cancer cells alone. Notably, *Prrx1*-deleted CAFs [MMTV-CAFs (sgPrrx1)] did not increase the spheroid formation when they were cocultured with tumor cells (168FARN-Luc-GFP), suggesting that Prrx1 is vital for the tumor-promoting activity of CAFs (Fig. 3E). These findings were confirmed again in similar and additional experiments employing other cancer cells and CAF as shown in Supplementary Figs. 8D–H and 9A, B.

To better understand the changes in cancer cells during coculture with CAFs, 168FARN-Luc-GFP and LLC cancer cells within the spheroids were isolated from GFP-expressing fibroblasts within spheroids and analyzed using RNA-seq (Fig. 3F, Supplementary Fig. 10). *Prrx1*-expressing CAFs induced significant and consistent gene expressional changes in cancer cells; they increased gene expressions related to poor prognoses, such as EMT and metastasis, cancer stem cell phenotype, chemotherapy resistance, tumor cell proliferation, invasion, and glycolysis. Next, we investigated whether these gene expression changes in cancer cells induced by coculture with CAFs resulted in changes in functions of cancer cells. Indeed, the migration, invasion, and stemness of 168FARN cancer cells were significantly increased when cocultured with expressing MMTV-CAFs compared with cancer cells cocultured with *Prrx1*-deleted MMTV-CAFs (Fig. 3G). Additionally, the soluble factors secreted only by Prrx1-expressing CAFs were identified using a cytokine array. Prrx1-induced soluble factors included IL6, CSF, CCL5, and CXCL12, which promote both cancer progression and wound healing (Supplementary Fig. 9C, D). Overall, these results indicate that Prrx1 controls a spectrum of myofibroblastic functions, ranging from ECM remodeling to secretion of wound healing-related soluble factors.

### Prrx1 is a master Transcription Factor (mTF) orchestrating myofibroblastic programs in murine fibroblasts

As shown above, Prrx1 is critically involved in various myofibroblast-related core functions. Therefore, Prrx1 could be a high-level regulator of myofibroblast-related genes in a coherent gene regulatory program. Recently, Prrx1 was proposed as an mTF candidate in mesenchymal cells in embryos and certain cancer types^22,23^. Therefore, we investigated whether Prrx1 is the mTF that drives myofibroblastic programs in fibroblasts and CAFs using an integrated systems biology approach.

We identified candidate mTFs in the three representative murine fibroblasts, namely, MEFs, skin wound-healing fibroblasts, and MMTV-CAFs, based on genome-wide super-enhancer mapping. For super-enhancer mapping, H3K27ac ChIP-seq was conducted on these fibroblasts; the resulting ChIP-seq data were processed using the bowtie-MACS-ROSE pipeline^19,24–27^ to identify super-enhancers (Supplementary Data 2). The mTF candidates were initially screened out based on these super-enhancer mapping data and then further narrowed down by selecting those specifically enriched in activated fibroblasts of murine wound tissue (Fig. 4A, Supplementary Fig. 11A, B).

**Fig. 4:**
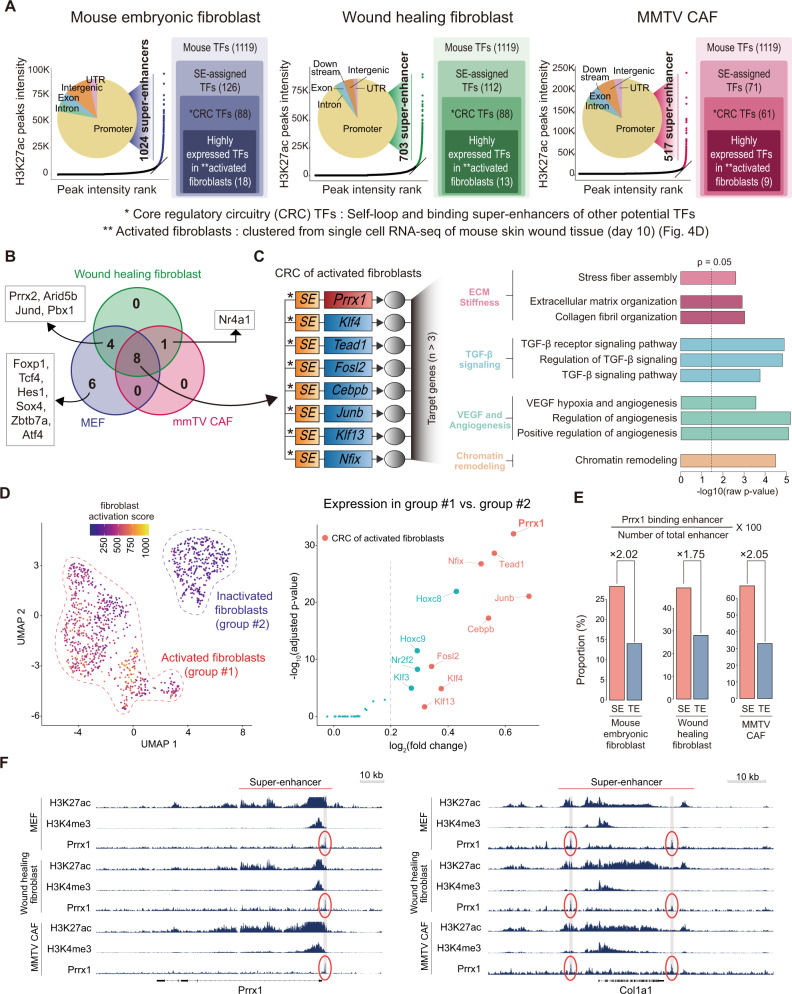
Prrx1 of master transcription factor in activated murine fibroblast. **A** Identification of candidate mTFs in three different fibroblast types. Total 18 highly expressed mTFs in MEF, 13 in wound-healing fibroblasts, and nine in MMTV-CAF were identified. **B** Among the mTFs, eight common mTFs in the three fibroblast types were detected. **C** Prrx1 was one of the eight common mTFs, highly expressed in activated fibroblasts. Gene ontology using target genes with three or more binding motifs for the eight common TFs showed enriched ECM stiffness, TGF-β pathway, angiogenesis, and chromatin remodeling pathway. **D** Clustering of single cells from mouse skin wound tissue (day 10 after post wound) revealed two clusters of the activated fibroblast group and inactivated fibroblast group, respectively (left). Prrx1 was the most significant highly expressed gene in the activated fibroblast group compared with the inactivated fibroblast group (right) among the candidate mTFs. The detail analysis results of these scRNA-seq were described in supplementary figure 10. **E** Prrx1 binds to SE with a higher rate than to TE in all three types of fibroblasts. **F** Super-enhancer peaks in a representative gene such as Col1a1 that are involved in ECM and contraction as well as Prrx1 in all three types of fibroblasts. There were other ChIP-seq profiles for Nfix, Klf13, Tead1, Fosl2 in Supplementary Fig. 11A–D. Source data are provided as a Source Data file.

As expected, Prrx1 was identified as a common mTF candidate in all three types of fibroblasts along with seven other candidates (Fig. 4B). The potential target genes for these eight common TFs, including Prrx1, were mainly involved in ECM stiffness, TGF-β pathway, angiogenesis, and chromatin remodeling pathway (Fig. 4C). Among the eight common mTFs, Prrx1 was the most highly expressed gene in the activated fibroblasts of murine wound tissue (Fig. 4D, Supplementary Fig. 11C). To confirm that Prrx1 is an mTF, additional ChIP-seq for Prrx1 (Supplementary Fig. 12A–D) in these fibroblasts was performed. We found that Prrx1 is preferentially bound to super-enhancers over typical enhancers like other known mTFs^19,29,30^ (Fig. 4E). Prrx1 was found to directly bind to its super-enhancers, forming an auto-regulatory loop (Fig. 4F left). Moreover, it is directly bound to super-enhancers of the other seven mTF. Finally, the binding motifs of the other candidates were abundant in their super-enhancers and in others, forming an interconnected feed-forward transcriptional loop. Therefore, Prrx1 satisfied all criteria proposed by Young *et al*. for being an mTF^29,30^. Consistently, Prrx1 bound to the super-enhancer of Col1a1, which was invariably upregulated in activated fibroblasts (Fig. 4F right).

mTFs can remodel the super-enhancer landscape^19^. To determine whether Prrx1 can remodel super-enhancer landscapes, the super-enhancer profiles were compared before and after Prrx1 deletion in the three types of fibroblasts. Prrx1 deletion was induced in these three fibroblast types, and H3K27ac ChIP-seq was performed on these cells. Results showed significant changes in the super-enhancer landscape in all fibroblast types (Supplementary Fig. 13A, B). Additionally, the genes associated with Prrx1-dependent super-enhancers that disappeared following Prrx1 deletion were significantly enriched in the myofibroblastic signatures (Supplementary Fig. 13C).

As broad H3K4me3 peaks have recently been reported to be epigenetic markers of cell-specific identity^31,32^, we performed genome-scale mapping of broad H3K4me3 peaks in these three fibroblast types. The resulting ChIP-seq data were analyzed using the MACS2 algorithm (Supplementary Fig. 14A, B, Supplementary Fig. 15). All mTF candidates, including Prrx1, were associated with broad H3K4me3 peaks in their promoter regions, thereby validating mTFs identified on the basis of super-enhancer mapping through an independent assay (Supplementary Fig. 13). Moreover, the genes associated with Prrx1-specific broad H3K4me3 peaks were significantly enriched in myofibroblastic signatures (Supplementary Fig. 14C, D).

Thus, Prrx1 is the mTF that orchestrates myofibroblast programs in the three representative murine fibroblasts.

### *PRRX1* forms a complex with Smad3 for TGF-β signaling

To gain further insights into the cellular programs regulated by Prrx1, 515 genes directly occupied by Prrx1 as revealed by ChIP-seq were examined for Prrx1. These 515 genes were highly enriched in myofibroblastic programs (Fig. 5A); this observation is consistent with that shown in Fig. 3. Among those enriched myofibroblastic programs, the TGF-β signaling was included, implying that Prrx1 executes myofibroblastic programs by TGF-β signaling. An assay for three-dimensional (3D) ECM formation was performed to validate this hypothesis. The assay revealed that *Prrx1*-expressing MEFs enhanced fibronectin deposition and cell polarity alignment in response to TGF-β, whereas this effect was not observed in *Prrx1*-knockout MEFs. These results suggest that Prrx1 is essential for TGF-β-mediated induction of myofibroblastic phenotypes (Fig. 5B).

**Fig. 5:**
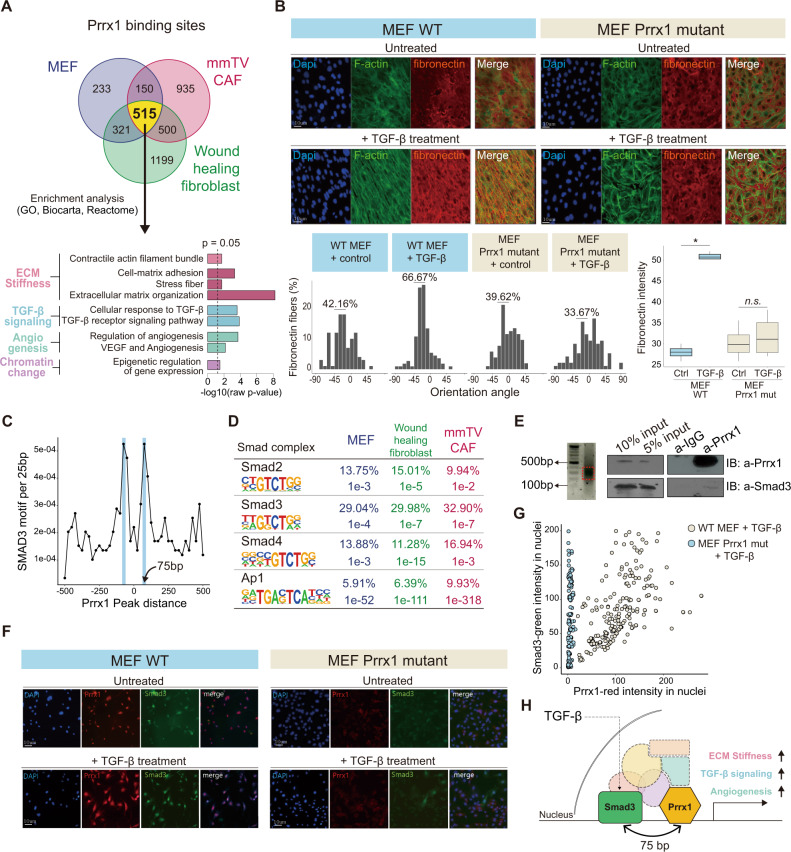
Prrx1/Smad3 complex executes a myofibroblastic program induced by TGF-β in fibroblasts. **A** Total 515 common binding sites of Prrx1 in three different fibroblasts by Prrx1 Chip-seq. The genes with TSS within 1 kb from the 515 binding sites were enriched in various pathways such as ECM remodeling, TGF-β, and angiogenesis pathways, which were features of activated cancer-associated fibroblasts. **B** 3D matrix remodeling capacity of MEFs depending on the presence of Prrx1 was assessed by the alignment of the cytoskeleton (F-actin) and ECM deposition (fibronectin). TGF-β mediated Prrx1-induced remodeling of. No exhibitions affected Prrx1-induced ECM remodeling in TGF-β untreated groups (Red: fibronectin, Green: F-actin, Blue: DAPI). Box plot showing quantification of fibronection intensity (*n* = 6 independent experiments, *p < 0.0001 by two tailed *t* test). Data are presented as box-and-whisker plots indicating median (middle line) and minimum and maximum values (whiskers). **C** Predicted binding of Prrx1 and Smad3 at 75-bp interval between them using motif analysis. **D** Tables based on Prrx1 ChIP-seq motif analysis show that Prxx1 cobinds with Smad complexes. **E** Precipitation of Prrx1 after sonication of MEF genome 100 bp in length, confirmed that Smad3 was located near Prrx1. **F**, **G** Prrx1 and Smad3 were simultaneously expressed in the nucleus in the MEF WT group (Prrx1 normal expression) when TGF-β was treated with the MEFs, but not in the MEF Prrx1-mutant group (Impaired Prrx1 expression due to mutation). For (**E**, **F**): this experiment was independently repeated three times with similar results. **H** Schematic model of activated fibroblast induced angiogenesis, ECM stiffness, and TGF-β signaling via Prrx1-Smad3 complex. Source data and exact *p* values are provided as a Source Data file.

To explore the link between Prrx1 and TGF-β, binding motifs analysis was performed, and we found that the binding motifs of TGF- β signaling-related TFs (Smad2, Smad3, Smad4, and Ap1)^33,34^ were frequently found close to the Prrx1-binding site (Fig. 5C, D). The complex of Smad3 and Prrx1 predicted by motif analysis was confirmed by a co-immunoprecipitation experiment (Fig. 5E). Prrx1 and Smad3 were simultaneously co-expressed in the nucleus of Prrx1-WT MEF but not in Prrx1-mutant MEF under the stimulation of TGF-β (Fig. 5F, G). On the basis of the above findings, a simple model for how TGF-β induced myofibroblast program is activated via Prrx1-Smad3 complex is proposed (Fig. 5H).

### Super-enhancer mapping of ex vivo-cultured human colorectal CAFs identified a myofibroblastic subpopulation with *PRRX1* as an mTF

As Prrx1 was shown to function as an mTF in murine myofibroblastic fibroblasts, *PRRX1* is probably an mTF in human CAFs. Indeed, Prrx1 induction alone was sufficient to reprogram normal fibroblasts into CAFs in vivo (Fig. 1G, Supplementary Fig. 3). These data further support the possibility of *PRRX1* being an mTF in at least certain subsets of human CAFs.

To confirm this hypothesis, we established nine ex vivo CAFs cultured from patients with advanced colorectal cancer and identified mTF candidates through super-enhancer mapping for each ex vivo-cultured CAFs. Specifically, H3K27ac ChIP-seq was performed for each of the nine CAFs; subsequently, ChIP-seq data were analyzed using the bowtie-MACS-ROSE pipeline^19,24,26,27^ to identify enhancer and super-enhancer profiles for CAFs (Fig. 6A, Supplementary Fig. 16A–C, Supplementary Data 2). These enhancer and super-enhancer profiles for CAFs were compared with those of 171 cells obtained from ENCODE and dbSE databases (Fig. 6A).

**Fig. 6:**
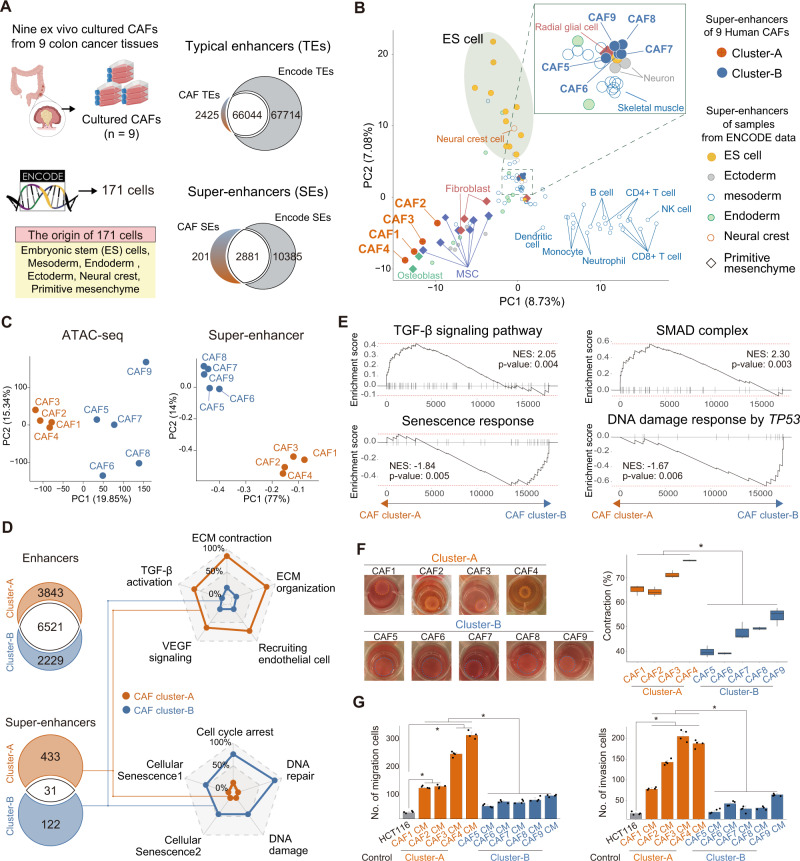
Super-enhancer mapping of human colorectal CAF identifies distinct subpopulations. **A** Typical enhancers (TEs) and super-enhancers (SEs) based on H3K27ac ChIP-seq were identified from 9 CAFs cultured from nine colon cancer tissues and 171 cells from ENCODE database. Many of them from the nine CAFs were overlapped with TEs and SEs from ENCODE data. **B** Principal component analysis (PCA) using SEs for the nine CAFs and 171 cells from ENCODE revealed two distinct subgroups of the nine CAFs into the ‘Cluster-A’ and ‘Cluster-B’. **C** ATAC-seq was performed for all nine CAFs and PCA using the peak intensities of ATAC-seq also revealed two subgroups, which corresponded to the two CAF clusters identified using SEs from ChIP-seq. **D** GO analysis of SE-associated genes (genes containing TSS within 1 kb from the SE) showed that each of the two CAF clusters is related to distinct molecular functions. For the Cluster-A group, the enriched gene ontologies are ECM remodeling, VEGF and TGF-β activation, which are representative myofibroblastic functions, whereas cellular senescence signatures were increased in Cluster-B group. **E** RNA-seq was performed in the nine CAFs, then RNA-seq data were analyzed by gene set enrichment analysis (GSEA) for key cellular functions. The GSEA analysis of the mRNA expression dataset of these nine CAFs confirmed the result of GO analysis of SE-associated gene shown in (**D**). **F** Gel contraction assay revealed increased contraction abilities of CAFs in Cluster-A compared with Cluster-B. Box plots showing quantification of gel contraction (*n* = 3 independent experiments, *p < 0.001 by two tailed *t* test). Data are presented as box-and-whisker plots indicating median (middle line) and minimum and maximum values (whiskers). **G** The invasion and migration of HCT-116 cancer cells were significantly enhanced by conditioned medium (CM) of CAFs in the Cluster-A group compared with Cluster-B (*p < 0.001 by two tailed *t* test). Data are presented as the mean ± SEM; *n* = 4 independent experiments. HCT116 derived CM without CAF was used as a control. Source data and exact *p* values are provided as a Source Data file. CAF, cancer-associated fibroblast; TSS, transcription start site; SE, super-enhancer.

Then, using super-enhancer profiles of the CAFs and ENCODE database, the nine ex vivo culture CAFs were characterized using principal component analysis (PCA). Notably, the nine CAFs were grouped into two distinct groups, one of which was near primitive mesenchyme-derived cells, including mesenchymal stem cells, and both groups were located far from embryonal stem cells or immune cells (Fig. 6B). The two clusters of nine CAFs based on super-enhancers were repeated using independent ATAC-seq (Assay for Transposase-Accesible Chromatin sequencing), which indicated that the two groups are epigenetically different and super-enhancer-based classification can be robust (Fig. 6C, Supplementary Data 3). Next, the super-enhancer-associated genes in these two groups (Cluster-A and Cluster-B groups) were examined using gene set enrichment analysis (GSEA) to improve our understanding of these groups. The genes associated with super-enhancers specific to the Cluster-A group were consistently enriched in gene sets related to myofibroblasts, such as ECM remodeling, generation of high contraction force, high levels of TGF-β and VEGF signaling, and angiogenesis^12^, whereas the Cluster-B group was characterized by senescence signature (Fig. 6D, E). Cluster-A showed significantly increased contraction (Fig. 6F), migration, and invasion abilities (Fig. 6G), consistent with GSEA results of the two CAF clusters. Using the 463 target genes of super-enhancers for the Cluster-A group, GSVA enrichment analysis of bulk RNA-seq expression data of TCGA colorectal cancer was performed to obtain Cluster-A signature, which showed a poor prognosis in patients with colorectal cancer with high Cluster-A signature (Supplementary Fig. 16D), which is consistent with invasion and migration assays.

Then, the mTF candidate in the nine CAFs was identified. Particularly, a core-regulatory circuit (CRC) set (Supplementary Data 4) composed of mTF candidates using the Coltron algorithm^25^ was constructed, which integrated the super-enhancer profiles of each CAF with the MEME TF-binding motif database^35^. Using this approach, 23 and 29 mTF candidates (CRC TFs) were profiled for Cluster-A and Cluster-B, respectively. Using the RNA sequencing data of these CAFs, we confirmed that nine and six mTF candidates for Cluster-A and Cluster-B, respectively (expressed CRC TF), were highly and exclusively expressed between the two clusters (Fig. 7A). All lists of CRC TFs identified are shown in Fig. 7B. PRRX1 belonged specifically to the Cluster-A group as expressed CRC TF (Fig. 7C, Supplementary Fig. 12E–H).

**Fig. 7:**
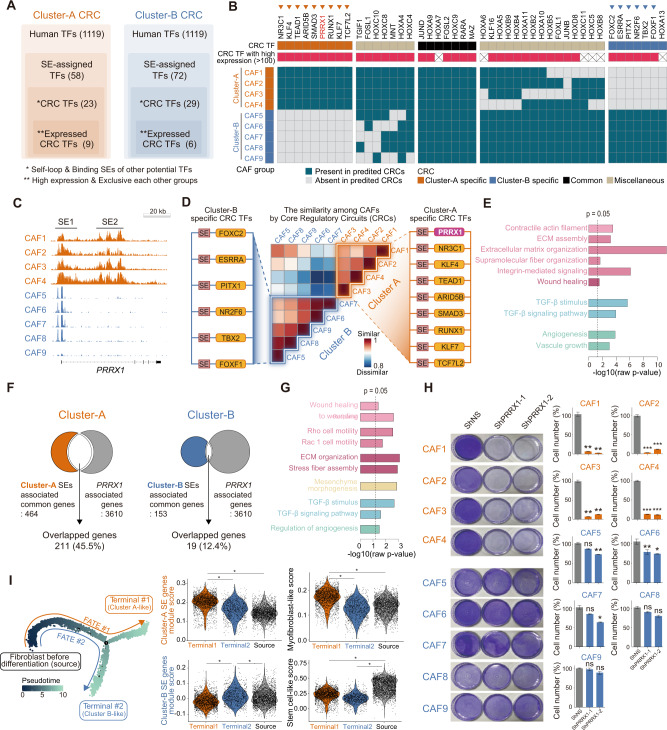
Prrx1 appeared as a master TF for the Cluster-A subpopulation of human colorectal CAF. **A** Identification of master transcription factor (mTF) candidates constructing core-regulatory circuitry (CRC). Initially, mTF candidates were screened based on a super-enhancer profile derived from H3K27ac ChIP-seq. Then, mTF candidates with high mRNA expression were selected by RNA-seq of these nine CAFs. **B** Each TF in CRC between the Cluster-A group and Cluster-B group. Arrowheads indicate “expressed CRC TF” (CRC mTF with high mRNA expression and specificity for each group). Prrx1 belonged to the expressed CRC TF of the Cluster-A group. **C** Super-enhancer peaks in *PRRX1* gene loci were shown in the CAFs of Cluster-A. Contrastly, typical enhancer peaks were shown in similar *PRRX1* gene loci in the CAFs of Cluster-B. **D** The network similarities of each of the CRCs of the nine CAFs were calculated using a mathematical model based on graph theory. In detail, the components, the link profile, and degree distribution (the internal structure of links) of each of the CRCs were compared, and their similarities were calculated. **E** To identify phenotypes regulated by Cluster-A-specific CRC, target genes using motif analysis were inferred. These target genes had binding motifs of three or more TFs constituting Cluster-A-specific CRC. Then, gene ontology analysis revealed that these target genes were enriched in myofibroblastic cellular functions. **F** *PRRX1* showed more than four times binding to SE than TE by PRRX1 ChIP-seq in CAF4 cells of Cluster-A. **G** Enrichment analysis performed using the genes near the peak in PRRX1 ChIP-seq revealed that PRRX1 directly bound genes were significantly enriched in myofibroblastic phenotype-associated cellular functions. **H** Remarkable decrease of viable cell number in all Cluster-A CAFs in response to shRNA-mediated PRRX1 knockdown, with no effect in Cluster-B CAFs. Bar plot showing percentage of cell prolifeartion. Data are presented as the mean ± SEM; *n* = 12 independent experiments (two tailed *t* test: *p* *<0.05, **<0.01, ***<0.001). (I) Pseudo-time trajectory of 6,083 CAFs from the scRNA-seq of colorectal cancer tissue showed two differentiated fate (two tailed *t* test, *p < 2e−16, *n* = 6083). Source data and exact p values are provided as a Source Data file.

Using the CRC sets constructed for each of the nine CAFs, the internal network structures of CRC in these CAFs were compared, and their similarities were calculated^36^. The nine CAFs were again subdivided into two identical subgroups corresponding to Cluster-A and Cluster-B groups (Fig. 7D, Supplementary Fig. 17) according to the enhancer pattern, suggesting that CRC sets of these CAFs account for such a subgrouping of these CAFs. Remarkably, *PRRX1* was identified as an mTF candidate for all Cluster-A CAFs exhibiting a myofibroblastic phenotype but not for Cluster-B CAFs (Fig. 7D right). Further, the potential target genes of common CRC of Cluster-A CAFs were enriched in functional pathways of ECM stiffness, TGF-β signaling, angiogenesis, and Wnt pathway, indicating that CRC of Cluster-A CAFs controlled myofibroblastic program (Fig. 7E).

To confirm *PRRX1* as an mTF of Cluster-A CAF, ChIP-seq for *PRRX1* was performed in CAF4, and the subsequent analysis showed a *PRRX1* binding of more than four times to the super-enhancer of Cluster-A compared with Cluster-B (Fig. 7F). Additionally, *PRRX1* Chip-seq also showed that the direct target genes of *PRRX1* were enriched in gene sets related to key functions of myofibroblasts, such as wound healing, ECM organization, stress fiber assembly TGF-β signaling, etc. (Fig. 7G). To confirm the biological significance of *PRRX1*, shRNA-mediated knockdown of *PRRX1* was performed in these nine *ex vivo-*cultured CAFs. In response to *PRRX1* knockdown, four CAFs belonging to Cluster-A exhibited significantly increased apoptosis, whereas the remaining five were unaffected. Thus, four Cluster-A CAFs showed dependence on *PRRX1* for their survival (Fig. 7H, Supplementary Fig. 18). Given that such a transcriptional addiction mostly occurs in response to an mTF^37,38^, these results corroborate our finding that *PRRX1* is the mTF of Cluster-A CAFs.

Therefore, the nine *ex-vivo-cultured* CAFs were divided into two subsets: Cluster-A and Cluster-B. To determine whether such clustering of CAFs is recapitulated in large-scale colorectal CAF populations, two colorectal cancer scRNA-seq datasets were integrated using the CCA algorithm^39,40^ after which we performed a pseudo-time trajectory CAF analysis^41^. Indeed, CAFs presented two trajectories corresponding to Cluster-A and Cluster-B (Fig. 7I). *PRRX1* and myofibroblast-related signatures were highly enriched in the Cluster-A-like trajectory. Similar findings have also been reported by Li et al.^42^. In contrast, Terminal #2 (Cluster-B-like) was a fibroblast group in nonmyofibroblastic fibroblasts. This trajectory pattern in colorectal cancer was similar to the other six tumor types (Supplementary Fig. 19).

The data strongly suggest that *PRRX1* governs a certain subpopulation of human colon CAFs that exhibit a myofibroblastic phenotype as an mTF.

### Prrx1 is a master regulator of myofibroblast activation during wound-healing in vivo

Through a systems biology approach^43–45^, including bioinformatics analysis and several in vitro experiments, Prrx1 was identified as a key mTF of fibroblasts and CAFs with myofibroblastic phenotype. We further confirmed whether Prrx1 is the master regulator of myofibroblasts in vivo. Myofibroblasts were first discovered in wound-healing tissues and were well defined in the wound-healing process. Hence, wound healing represents an optimal in vivo testing platform to evaluate the effect of Prrx1 on myofibroblasts. For this purpose, full-thickness excisional skin wounds were created in conditional *Prrx1* knockout and *Prrx1*-expressing mice using skin punch biopsy, and the Prrx1 effect on the wound-healing process was investigated.

First, fibroblast-specific *Prrx1* knockout (FS-Prrx1-KO) mice were generated by injecting sgRNA against Prrx1 into FSP1;^cre^CAS9^EGFP^ mice, and cutaneous wounds were created using skin excision (Fig. 8A, Supplementary Figs. 20, 21). Severe deficiency in myofibroblastic fibroblasts was observed in the FS-*Prrx1*-KO mice during wound healing. Consequently, the wound contraction was significantly reduced, and wound closure was severely delayed in the FS-Prrx1 KO mice (Fig. 8B). Microscopic examination of the wounded tissue in the FS-Prrx1-KO mice at 12 days postexcision revealed the thickness of both epithelial and dermal layers to be significantly decreased, accompanied by a significant decrease in the total number of fibroblasts compared with that in the control mice (Fig. 8C upper left). Particularly, the number of fibroblasts with myofibroblastic phenotype, SMA^+^/TNC^+^/PDGFRa^+^, was significantly decreased in the FS-Prrx1-KO mice (Fig. 8C bottom right); the number of PCNA^+^ fibroblasts exhibiting cell proliferation/survival was also markedly decreased. These results indicate that *Prrx1* deletion in fibroblasts reduces the myofibroblast subpopulations, which are key to the wound-healing process in vivo.

**Fig. 8:**
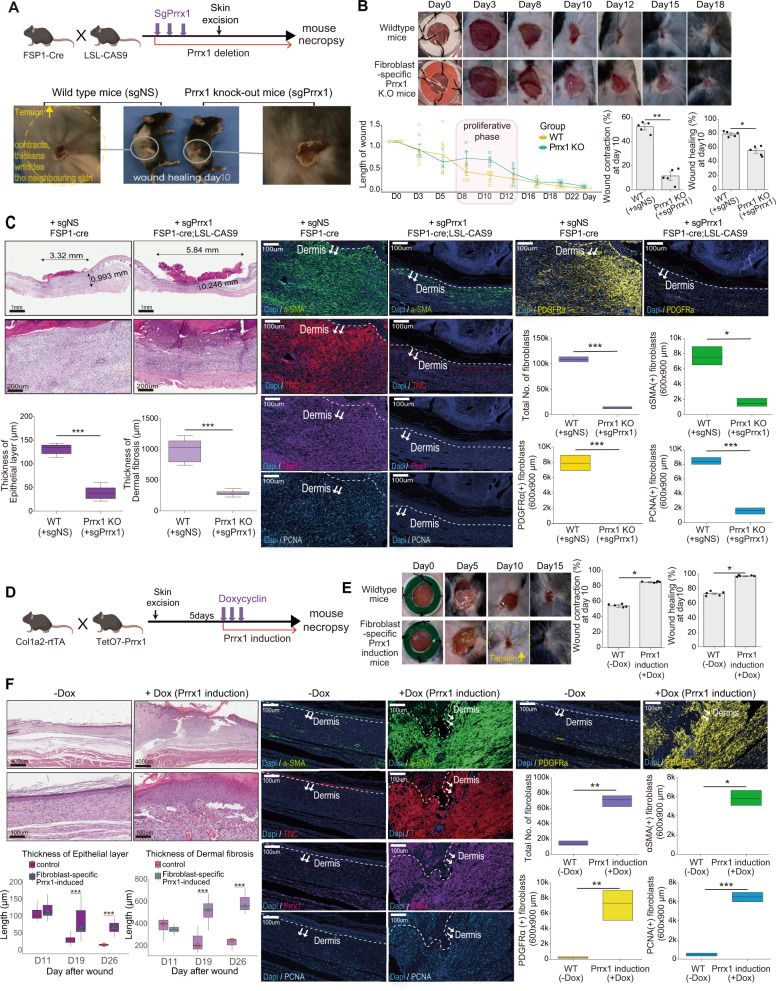
Fibroblast-specific Prrx1 expression is critical in the expansion and maintenance of myofibroblast subpopulations during wound healing. **A** Illustration of the mouse model in which fibroblast-specific Prrx1 depletion. **B** Representative images of wound area from day 0 to day 18 post-operative wound in the fibroblast-specific Prrx1-knockout (sgPrrx1, *n* = 6) and control (sgNS, *n* = 9) mice, respectively. Delayed wound healing (%) and reduced wound contraction (%) due to Prrx1 deficiency on day 10 post-wound were shown by bar plot (bottom right). Data are presented as the mean ± SEM; *n* = 5 measurements (two tailed *t* test, *p < 0.0005, **p < 0.0001). **C** Decreased myofibroblastic subpopulations during the wound-healing process due to a deficiency of Prrx1. H&E and immunohistochemical stainings of wound area on day 10 post-wound demonstrated the reduced epithelial and dermal layers due to Prrx1 deficiency (bottom left). Box plots showed the number of total fibroblast and fibroblasts expressing α-SMA, PDGFR α, and PCNA between WT and Prrx1 KO mice (bottom right). (*n* = 3, two tailed *t* test: *p < 0.005, **p < 0.0005, ***p < 0.0001). **D**, **E** Induction of Dox-mediated fibroblast-specific Prrx1 expression in mice 5 days after skin punching. Representative images of wound area from day 0 to day 15 after wounding in fibroblast-specific Prrx1-induced (+Dox, *n* = 12) and control (−Dox, *n* = 11) mice were shown. Bar plots indicated an increased wound-healing rate (%) and wound contraction (%) due to Prrx1 overexpression on day 10 post-wound. Data are presented as the mean ± SEM; *n* = 5 measurements (two tailed *t* test: *p < 0.0001). **F** H&E and immunohistochemical images of representative wound area on day 30 post-wound were visualized using ImageJ Fiji (DAPI [hematoxylin]-blue, aSMA-green, TNC-red, PDGFRa-yellow, Prrx1-magenta, PCNA-cyan) (−Dox, *n* = 11 mice, +Dox, *n* = 12 mice). The thickness of both epithelial and dermal layers was increased in fibroblast-specific Prrx1 overexpressing mice (bottom left). Box plots showed the number of total fibroblast and fibroblasts expressing α-SMA, PDGFR-α, and PCNA in the wounded tissue (bottom right) (*n* = 3 measurements, two tailed *t* test: *p < 0.005, **p < 0.0005, ***p < 0.0001). Source data and exact *p* values are provided as a Source Data file.

The effect of *Prrx1* overexpression in fibroblasts on the wound-healing process was further investigated in vivo. Fibroblast-specific Prrx1 overexpressing (FS-Prrx1-OE) mice were generated by administering Dox to fibroblast-specific inducible Prrx1-expressing mice (Col1a2;^rtTA^TetO7-Prrx1^Luc^) 5 days after skin injury (Fig. 8D). Wound contraction and healing rates were significantly higher in FS-Prrx1-OE mice than in control mice (Fig. 8E). These results suggest that wound healing is accelerated in FS-Prrx1-OE mice. Moreover, the population of proliferative fibroblasts was maintained in the FS-Prrx1-OE mice even after the completion of wound healing. In contrast, the population of fibroblasts normally disappears due to extensive apoptosis during the later stages of wound healing. Microscopic examination of wounded tissues 21 days after skin injury revealed that both epithelial and fibroblast-filled dermal layers remained abnormally thick in the FS-Prrx1-OE mice (Fig. 8F). Moreover, the number of fibroblasts that were positive for aSMA, TNC, PDGFRa, and PCNA was significantly increased in these wounded tissues compared with that in the control. Thus, *Prrx1* overexpression in fibroblasts accelerates the wound-healing process and induces fibrosis due to the persistent activation of fibroblasts.

In conclusion, it was confirmed that the presence or absence of *Prrx1* expression in fibroblasts significantly affects the myofibroblast subpopulation during wound healing, strongly suggesting that Prrx1 is the key mTF that determines the activation of fibroblasts with myofibroblast-like phenotype.

### Induced deletion of Prrx1 gene in fibroblasts eradicated established cancers in vivo

The previous experiments highlighted Prrx1 as a potential therapeutic target for designing anticancer drugs that selectively inhibit the myofibroblastic CAF subpopulation. Hence, we investigated whether Prrx1 inhibition in fibroblasts exerts an anticancer effect in vivo.

Tumor cells (LLC1) were injected into fibroblast-specific CAS9-expressing (FS-CAS9) mice, and tumor growth was monitored using MRI scanning. When the tumor volume reached 30 mm^3^, Prrx1 deletion in fibroblasts was initiated by administering sgRNA against Prrx1 (sgPrrx1) to the FS-CAS9 mice (Fig. 9A). In this sgPrrx1-administered group, complete remission (CR) was induced in eight of ten mice and partial remission in the remaining two. In the control group (sgNS-treated), persistent tumor progression was observed in all ten mice. Although cisplatin has been reported to be partially effective against LLC1^46^, it was only partially effective in two of ten mice (Fig. 9B). Notably, CR was induced in all ten mice in the combined sgPrrx1 and cisplatin therapy group. Microscopic examination of the tumor site in the CR-induced mice revealed no residual tumor cells (Fig. 9C right). Additionally, once CR was induced, it was maintained for at least 6 months (Fig. 9D). Thus, fibroblast-specific Prrx1 depletion induces long-term sustained CR in established cancers.

**Fig. 9:**
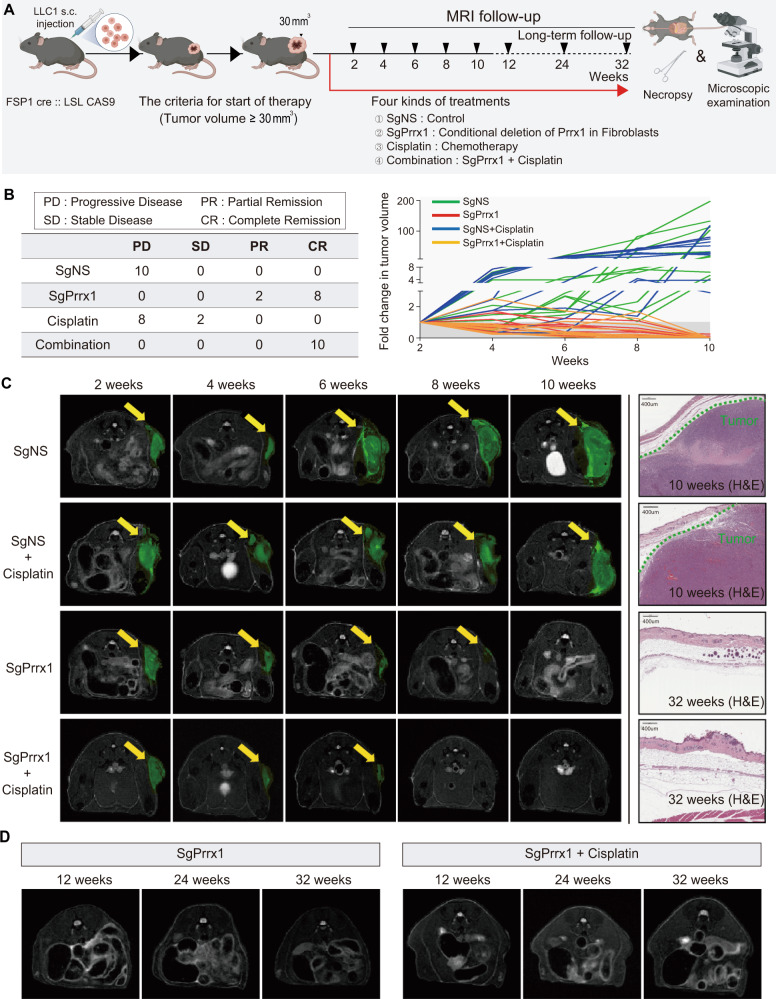
Induced depletion of Prrx1 in fibroblasts alone induced long-term complete remission of cisplatin-resistant cancers in immunocompetent mice. **A** LLC1-Luc-GFP cancer cells were transplanted subcutaneously into transgenic mice (FSP1;^cre^CAS9^EGFP^). Four kinds of treatments were administered (*n* = 10 for each of four groups; sgNS, sgPrrx1, cisplatin, and sgPrrx1+cisplatin) after tumor formation (tumor size > 30 mm^3^). **B** Comparison of tumor response in each treatment. Tumor growth curves; *n* = 10 mice/group. **C** Tumor volume was monitored using MRI for 10 weeks. Representative images of tumor growth monitored using MRI. The yellow arrows indicate tumor (green). Representative H&E images of primary tumor site in each group. **D** Additional MRI follow-up was performed to confirm long-term complete remission of tumors in the two groups (sgPrrx1 and sgPrrx1+cisplatin). Source data are provided as a Source Data file.

To understand the mechanisms that induce cell death in cancer cells after fibroblast-specific Prrx1 deletion, the frequency of apoptosis in spheroid cocultures composed of cancer cells and fibroblasts used in the above mouse experiments was evaluated. Consequently, apoptosis was observed much more frequently in the sgPrrx1-treated group than in the sgNS-treated group, and the effect was more significant when cisplatin was co-administered (Supplementary Fig. 22).

## Discussion

In this study, based on epigenetic analysis, including genome-wide super-enhancer mapping, we found that Prrx1 acts as a lineage-specific mTF of a subset of CAFs exhibiting a myofibroblastic phenotype.

The contribution of Prrx1+ CAF to tumor behavior has been well documented in various studies^47–49^. Recently, Feldman et al.^49^ reported that Prrx1 is critical for tuning CAF activation and has a significant effect on pancreas adenocarcinoma biology and therapeutic resistance. These findings are similar to our findings.

This study showed that conditional Prrx1 depletion in fibroblasts successfully induced CR in established chemoresistant cancers in vivo. One reason for the potential application of Prrx1 as an effective therapeutic target for anti-CAF drugs may be the key role of Prrx1-modulated CAF subset in cancer progression. Additionally, as Prrx1 is an inherently lineage-specific mTF, targeting Prrx1 may not interfere with other tumor-suppressive subsets of CAFs. Another reason is the absolute dependence on Prrx1 of the Prrx1-modulated CAF subset for its survival (Fig. 7H). Such a transcriptional addiction, similar to oncogenic addiction^26,37,38,50,51^, may be caused by disrupting the core-regulatory network in cells in response to an mTF loss^26^. Notably, targeting Prrx1 is least likely to produce side effects since its expression is restricted to embryonic mesenchymal cells^52,53^, which are rarely expressed in normal adult tissues, except for a small number of mesenchymal stem cells. We treated mice for more than 5 months with sgRNA against Prrx1 and observed no serious side effects. However, full evaluation using a systemic Prrx1 inhibition model would be needed to evaluate the true therapeutic index for Prrx1 targeting treatment.

This study expands our knowledge of CAF biology by contributing an innovative cancer mouse model that recapitulates desmoplasia by inducing Prrx1 expression in fibroblasts (Supplementary Fig. 6A). Additionally, a specific mouse model of postsurgical tumor recurrence was generated using fibroblast-specific Prrx1-inducible mice (Fig. 2D). Of note, both mouse models are immunocompetent; hence, they can be used as effective platforms for testing cancer immunotherapy. The success of both models is suspected to be because of the reprogramming of fibroblasts into CAFs in vivo by the mTF, Prrx1. These results indicate that it is plausible to create innovative tumor mouse models that replicate the TME of human cancers more accurately by manipulating genes encoding CAF-specific mTFs using genetically engineered mice. The overall results of the study are summarized in Fig. 10.

**Fig. 10:**
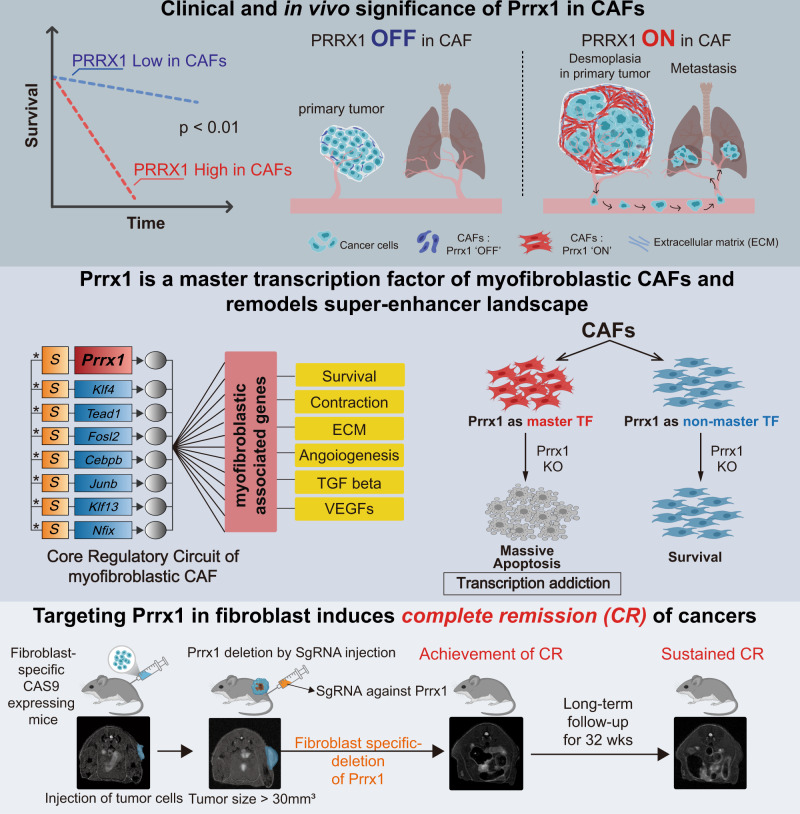
Summary of the overall findings. *PRRX1* is the master transcription factor (mTF) that determines the lineage of highly pro-tumorigenic cancer-associated fibroblasts (CAFs) with a myofibroblastic phenotype through remodeling a super-enhancer landscape. Targeting the mTF, *PRRX1* belonging to the CAF subgroup with a myofibroblastic phenotype may be a promising cancer treatment strategy.

According to Van Groningen et al. study^23^, Prrx1 is associated with tumor-intrinsic mesenchymal cell state change and resistance to therapy in neuroblastoma. It is plausible that Prrx1 may induce common mesenchymal programs in cancer cells, however, this requires further study.

In conclusion, this study identified Prrx1 as an mTF of a lineage-dependent CAF subpopulation that shows myofibroblast-like phenotype and plays a critical role in promoting tumorigenesis, metastasis, and cancer recurrence. The CAF subpopulation with Prrx1 as an mTF shows absolute dependence on Prrx1 expression, and conditional depletion of Prrx1 in fibroblasts in vivo induced and maintained CR of chemoresistant cancer. The systems biological approach used in this study to identify mTFs is an effective alternative method to resolve some of the current challenges in CAF research, especially those pertaining to CAF heterogeneity^54,55^. This study provided data to support the notion that cancers can be completely inhibited by suppressing CAFs using a genetically engineered mouse model. Finally, Prrx1 was reported as the mTF identified in CAFs that can serve as a potential therapeutic target to achieve CR of chemoresistant cancer.

## Methods

### Ethical regulations

This study complies with all ethical regulations.

### Human research participants

Tissue samples were prepared from patients with five cancer tissues including colorectal cancer (*n* = 185), stomach cancer (*n* = 178), lung cancer (*n* = 80), esophageal cancer (*n* = 168), and breast cancer (*n* = 80) confirmed as pathologic diagnosis. For the isolation of cancer-associated fibroblasts and normal fibroblasts from fresh colon cancer patient (*n* = 9) undergoing surgery at Samsung Medical Center, Seoul, South Korea. The samples were collected as standard of care. The samples were selected as randomly to minimize selection biases. The study protocol was approved by the institutional review board (SMC 2021-02-048) of Samsung Medical Center. These samples were collected from who provided informed consent for collection, storage, and distribution of samples and data for use in this study.

### FSP1;^cre^CAS9^EGFP^ transgenic mice

FSP1-Cre-expressing mice (Stock No: 012641)^56^, Rosa26-LSL-Cas9 knockin (Stock No: 024857) were obtained from The Jackson Laboratory. Mice were crossed to a C57BL/6 background. Mice used in this study were of both genders and within an age range of 1–4 months, except where noted for aging experiments. Summarized key resources are described in Supplementary Table 1. All studies and procedures involving animal subjects were approved by the institutional Animal Care and Use Committee (IACUC) of Laboratory Animal Research Center at Samsung Biomedical Research Institute (Protocol #20150424001, 20190607001, 2021012004). Animal Facility was provided by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC).

### Col1a2;^rtTA^ TetO7-Prrx1^Luc^ transgenic mice

The Prrx1 cDNA was PCR cloned into the bidirectional tetO7 vector S2f-IMCg at EcoRI and NotI sites, replacing the eGFP ORF. The resultant construct, Prrx1-tetO7-luc, was sequence confirmed, digested with KpnI and XmnI to release the bidirectional transgene and then used for injection of C57BL/6 pronuclei by the Macrogen Transgenic Facility. We ultimately obtained three founders from 25 pups after screening by tail genotyping using PCR as described below. These three founders were mated to Collagen Type 1 alpha-rtTA mice to screen for functional Prrx1-tetO7-luc founders. One founder failed to pass the transgene germline and one founder did not report inducible Prrx1 or luciferase expression. The remaining founder was used for all the experiments in this study. Prrx1 expression was activated in the bioluminescence imaging by administering doxycycline (Sigma) to the drinking water weekly [2 mg/mL] starting at the age of 3–5 weeks. The conditional Col1a2;^rtTA^ TetO7-Prrx1^Luc^ were generated by backcross. All procedures were performed in accordance with AAALAC guidelines and animals were housed in a pathogen-free environment. All studies and procedures involving animal subjects were approved by the institutional Animal Care and Use Committee (IACUC) of Laboratory Animal Research Center at Samsung Biomedical Research Institute (Protocol #20191017002).

### Animal ethics

All animal procedures were IACUC approved and performed in Laboratory Animal Research Center at Samsung Biomedical Research Institute. C57B/6 and Balb/C mice were purchased from Jackson Laboratories. Mice were housed in the ventilated cage (max 5 mice/cage) supplied with food and water in a 12-h light/12-h dark cycle at 22 °C and 41% humidity. Maximal tumor burden permitted is 2000 mm^3^. In some cases, this limit has been exceeded the last day of measurement and the mice were immediately euthanized. The actual tumor size (even if larger than 2000 mm^3^) has been recorded and presented in the Article and Source data file. Mice were withdrawn from the study and sacrificed when the IACUC stipulated humane endpoint was reached: hunched appearance, more than 15% body weight loss, or tumor size in any dimension reaching 1.5 cm.

### PCR genotyping

For genotyping PCR analysis, 1–2 mm sections of tail tip were dissolved in 0.5 ml of 50 mM Tris (pH 8.0), 100 mM EDTA, 0.5% SDS, and 0.5 mg/ml proteinase K (Roche) solution at 55 °C for at least one hour with vigorous shaking. The DNA was purified by Isopropanol followed by ethanol precipitation and then dissolved in 0.5 ml of Ultrapure water. The Collagen Type 1 alpha-rtTA and Prrx1-tetO7-luc transgenic lines were screened as described previously. The Prrx1-tetO7-luc line was detected with the following primers: mPrrx1-Luc3-F 5′-GGCCAACAGCATTGCC-3′ and mPrrx1-Luc3-R 5′- GAGCCTGGACCACTG-3′.

The Collagen Type 1 alpha-rtTA line was detected with the following primers:

SV40_F1 5′- GGTTACAAATAAAGCAATAGCATCAC-3′

Col1a2_R2 5′- CAGCAGGAGGTTTCGACTAAG-3′. DNA was amplified using PCR and PCR products were resolved on a 2% agarose gel.

### Co-injection model

168FARN-Luc-GFP mouse cancer cells 1 × 10^5^ were injected subcutaneously in the left inguinal region of each NOD/SCID mouse. Where indicated, 168FARN 1 × 10^5^ cells were mixed with 3 × 10^5^ WT (SgNS) or Prrx1-deficient MMTV-CAFs (SgPrrx1) prior to injection. Tumor growth was monitored by caliper. MKN28, HT29 or HCT116 5 × 10^5^ human cancer cells were injected subcutaneously in the left inguinal region of each NOD/SCID mouse. Where indicated, MKN28, HT29 or HCT116 cancer cells were mixed with 1.5 × 10^6^ WT or Prrx1-mutant MEFs prior to injection. Prrx1-mutant MEF cells were isolated from Prx-1lacZ mutant mice (Prrx1tm1Jfm/Mmmh, MMRRC_000347-MU, backcrossed to C57BL6), in which the *LacZ* gene was inserted in a frame within the homeodomain of Prrx1 exon 2. 

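In the Gencode M1 annotation of the mouse genome (NCBIM37), Prrx1 is ENSMUSG00000026586.8 and lies on the minus strand of chromosome 1 from 165175247 to 165243841. Its exon 2 spans 165191971 to 165192146, or 176 bases, all of them coding. This exon is shared by the 4 protein-coding transcripts and is exon 3 in the one with 6 exons. The position of the LacZ insertion within the exon was not analysed here.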

Tumor growth was monitored by caliper. MKN28 1 × 10^6^ human stomach cancer cells were injected subcutaneously in both flanks of each NSG(NOD/SCID/IL-2Rγnull) mouse. Where indicated, MKN28 1 × 10^6^ cancer cells were mixed with 3 × 10^6^ SNF32 (primary human stomach normal fibroblast) overexpressing -FLAG, -PRRX1a or -PRRX1b prior to injection. Tumor growth was monitored by caliper. Tumor volume was calculated using the formula: tumor volume = length × width × width × 1/2. All studies and procedures involving animal subjects were approved by the institutional Animal Care and Use Committee (IACUC) of Laboratory Animal Research Center at Samsung Biomedical Research Institute (Protocol #20150424001, 20210317001).

### Orthotopic injection model

Immunodeficient NOD/SCID mice were inoculated with 1 × 10^4^ 168FARN cancer cells in the mammary fat pad. Next day, PBS (control), 5 × 10^4^ MMTV-CAFs WT (SgNS) or Prrx1-deficient MMTV-CAFs (SgPrrx1) were injected into tail vein of each group of mice. After two weeks, sudden death began to be observed. All studies and procedures involving animal subjects were approved by the institutional Animal Care and Use Committee (IACUC) of Laboratory Animal Research Center at Samsung Biomedical Research Institute (Protocol #20150424001).

### LLC1 Subcutaneous injection into FSP1;^cre^CAS9^EGFP^ transgenic mice

Prior to injection of cancer cells, sgRNA against Prrx1 was used to deplete prrx1 in fibroblasts. SgNS was used as a control. 5 × 10^4^ LLC1-Luc-GFP cancer cells were injected subcutaneously into a flank of each mouse. LLC1 primary tumor growth was monitored by bioluminescence imaging in each group of mice on 7, 14, 21 and 35 days after LLC1 Luc-GFP injection. Mice were injected with 75 mg/kg D-luciferin (potassium salt, Biosynth L-8820) for in vivo bioluminescence imaging.

### LLC1 Subcutaneous injection into Col1a2;^rtTA^ TetO7-Prrx1^Luc^ transgenic mice

LLC1 5 × 10^4^ cancer cells were injected subcutaneously into a flank of each mouse and then fibroblast-specific Prrx1 was induced by doxycycline for 2 weeks. The size of the tumor was measured by caliper for about a month. tumor volume = length × width × width × 1/2.

### Measurement of Col1a2 promoter activity in Col1a2;^rtTA^ TetO7-Prrx1^Luc^ mice

Col1a2 promoter activity was monitored by bioluminescence imaging in each mouse after 12-mm biopsy punch skin wound. Skin wound was performed on the side of ventral of mouse. and then fibroblast-specific Prrx1 was induced by doxycycline [2 mg/mL]. After 3 days, bioluminescence Imaging was performed using a cooled charge-coupled device camera system (IVIS Imaging System 100; Xenogen/Caliper Life Sciences, Alameda, CA). Mice were I.P. injected with 75 mg/kg D-luciferin (potassium salt, Biosynth L-8820) for in vivo bioluminescence imaging.

### MC38 cell subcutaneous injection and Surgical removal of primary tumor in Col1a2;^rtTA^ TetO7-Prrx1^Luc^ transgenic mice

Mc38-Luciferase cells 2.5 × 10^5^ injection into right flank region of 8-week-old Col1a2-rtTA;TetO7-Prrx1 luciferase mice which were housed for several days duration. After tumor formation, when the tumor volume reached approximately 600 mm³ skin incisions and primary tumor removal surgery were performed under isoflurane anesthesia. The tumor is exposed to the incision through the opposite skin incision made through the tumor. The surgical incision was sealed with a suture. After 7 days, Animals that experienced primary tumor regrowth due to incomplete surgical tumor resection were not used for subsequent studies. Doxycycline induction [2 mg/mL] is performed after 7 days and followed up lung region by MRI imaging for 10 weeks. After the end of the experiment, MRI imaging and histological staining confirmed that the primary tumor was completely removed, precluding the possibility of remaining early transplanted cancer cells. Primary tumor growth was monitored with calipers and tumor volumes were calculated from length and width measurements using the formula: Tumor Volume (mm^3^)=0.5 × length × width^2^.

### AOM/DSS induced colorectal cancer in WT mice

6–8-week-old wild-type mice (C57BL6 background) were injected intraperitoneally (i.p.) with 10.5 mg/kg Azoxymethane (AOM). After five days 2.5% DSS (MP Biomedicals, MW 36–50 kDa) was given in the drinking water over five days, followed by 14 days of regular water. This cycle was repeated four times (five days of 3% DSS and four days of 2% DSS) and Mice were sacrificed periodically after the last cycle. Colons were removed, flushed with PBS, fixed as in 10% normal buffered formalin at 4 °C overnight and paraffin-embedded. Sections (5 μm) were cut stepwise (200 μm) through the complete block and stained with H&E.

### AOM/DSS induced colorectal cancer in Col1a2;^rtTA^ TetO7-Prrx1^Luc^ transgenic mice

6–8-week-old mice (Col1a2;^rtTA^ TetO7-Prrx1^Luc^ and Col1a2^rtTA^ littermates on a mixed C57BL6 background) were injected intraperitoneally (i.p.) with 10.5 mg/kg Azoxymethane (AOM). After five days 2.5% DSS (MP Biomedicals, MW 36–50 kDa) was given in the drinking water over five days, followed by 14 days of regular water. This cycle was repeated four times (five days of 3% DSS and four days of 2% DSS) and Mice were injected intraperitoneally (i.p.) with 10.5 mg/kg Azoxymethane (AOM). After 5 days 1% DSS (MP Biomedicals, MW 36–50 kDa) was given in the drinking water over five days, followed by 14 days of regular water. Feeding mice with Doxycycline in food (cat, TD.01306) and mice were sacrificed after the last cycle. Colons were removed, flushed with PBS, fixed as “Swiss-rolls” in 4% paraformaldehyde at 4 °C overnight and paraffin-embedded. Sections (5 μm) were cut stepwise (200 μm) through the complete block and stained with H&E.

### Cutaneous wound healing in FSP1;^cre^CAS9^EGFP^ transgenic mice

Adult FSP1;^cre^CAS9^EGFP^ are used for these studies. The wound-healing studies were performed in accordance with a protocol approved by the institutional Animal Care and Use Committee of Laboratory Animal Research Center at Samsung Biomedical Research Institute. Four 12-mm biopsy punch skin wound were placed on the side of dorsal of mice. The wound was covered with a transparent semi-occlusive dressing (Tegaderm, 3 M, Saint Paul, MN, USA) to prevent desiccation. Wounds were observed until closure or animals were killed. The excisional wounds were captured by camera on days 0, 3, 8, 10, 12, and 18. The wound areas were measured by using histological analysis and was described in Wound healing (%) and contraction (%) analysis methods. We confirmed that the sample size is statistically different based on previously published experiments^57,58^.

### Cutaneous Wound healing in Col1a2;^rtTA^ TetO7-Prrx1^Luc^ transgenic mice

Adult Col1a2;^rtTA^ TetO7-Prrx1^Luc^ are used for these studies. The wound-healing studies were performed in accordance with a protocol approved by the institutional Animal Care and Use Committee of Laboratory Animal Research Center at Samsung Biomedical Research Institute. Four 12-mm biopsy punch skin wound were placed on the side of dorsal of mice. The wound was covered with a transparent semi-occlusive dressing (Tegaderm, 3 M, Saint Paul, MN, USA) to prevent desiccation. Fibroblast-Specific Prrx1 expression was induced by the addition doxycycline in food after wound-healing initiation date and Wounds were observed until closure or animals were killed. The excisional wounds were captured by camera on days 0, 5, 10, 15. The wound areas were measured by using histological analysis and was described in Wound healing (%) and contraction (%) analysis methods. Investigators conducting functional measurements were blinded to the individual group during data collection. We confirmed that the sample size is statistically different based on previously published experiments^57,58^.

### In vivo experimental strategy for therapeutic evaluation

1 × 10^6^ LLC1-Luc-GFP cells were implanted into the 8-week-old FSP1;^cre^CAS9^EGFP^ mice. Cisplatin administration was started at a dose of 10.5 mg/kg i.p. twice per week when the tumors reached approximately 30 mm^3^ in volume. sgPrrx1 is administrated was started at a dose of MOI of 0.01 twice per week for 32 weeks duration, the mice were harvested, fixed in 10% normal buffered formalin and embedded in paraffin for subsequent analysis. Tumor size was measured every week using MRI imaging, and then the volume was calculated using using Paravision software version 6.0 (Bruker-Biospin). All mice used in this project were maintained under defined conditions at the Animal Experiment Center of Samsung Biomedical Research Institute, and all animal experiments were approved by the Animal Care and Use Committee of Samsung Biomedical Research Institute.

### MRI hardware

All in vivo MR imaging were carried on a 7 T/20 MR System (Bruker-Biospin, Ettlingen, Germany) equipped with a 20 cm gradient set capable of supplying up to 400 mT/m in 100 µs rise-time.

### MRI imaging

A quadrature volume coil (35 mm i.d.) was used for excitation and receiving the signal. MR images were obtained from each mouse using a fast spin-echo T2-weighted MRI sequence (repetition time (TR)/echo time (TE) = 2500/45 ms; number of experiment (NEX) = 3; echo train length = 6; 130 × 130 μm^2^ in plane resolution; slice thickness of 1 mm) with respiratory gating.

### MRI data analysis

To quantify tumor volume from MR images, the area of tumor on each slice of the images were delineated and regions of interest (ROIs) were drawn around the tumor volumes using Paravision software version 6.0 (Bruker-Biospin).

### Immunohistochemistry and tissue samples

Tissue samples were prepared from patients with five cancer tissues such as colorectal cancer (*n* = 185), stomach cancer (*n* = 178), lung cancer (*n* = 80), esophageal cancer (*n* = 168), and breast cancer (*n* = 80) after ethical approval by the institutional review board (SMC 2021-02-048) of Samsung Medical Center (Seoul, Korea). Immunostaining for the PRRX1 protein was performed using an anti-PRRX1 monoclonal antibody (LS-bio LS-C336798). There are Tissue microarrays (TMA) samples with clinical data including age, sex, tumor size, depth of invasion (T), nodal status (N), metastasis (M), overall survival (OS) and disease-free survival (DFS). Staging based on TNM classification was applied according to guidelines from the 2010 American Joint Committee on Cancer staging manual. Immunohistochemical staining was estimated according to our previous studies^4^. Sections were deparaffinized with xylene, then rehydrated with an alcohol, and finally hydrogen peroxide in methanol. The sections were then treated with TE buffer (Tris 10 mM and EDTA 1 mM, pH9.0) for antigen retrieval. To block non-specific staining, each of sections were treated with 4% skim milk in PBS with 0.1% Tween 20 (PBST) for 30 min and each of sections were incubated with primary primary antibodies: anti-Prrx1 (Origene TA803116, 1:400), anti-aSMA (DAKO M0851, 1:200), anti-PCNA (Abcam ab29, 1:1000), Anti-Tenascin C (Abcam ab108930, 1:100), anti-Prrx1 (LS-bio LS-C336798, 1:500), anti-PDGFRa (Cell signaling 3164, 1:100) antibody in TBST containing 4% skim milk for 60 min at room temperature. Following three washes with PBS buffer, sections were then incubated with an anti-mouse/rabbit-specific protein kit (Envision Plus, Dako, Carpinteria, CA, USA) at room temperature. The chromogen used was 3-amino-9-ethylcarbazole (AEC, SK-4205, Vector, Burlingame, CA, USA). We counterstained sections with Meyer’s hematoxylin and generated the virtual slide images using Aperio^®^ AT2 virtual slide scanner (Leica, Wetzler, Germany). We measured Immunohistochemical scores semi-quantitatively^4^. In summary, we measured the intensity and the proportion of staining positive cells as follows: [Score 1], weak staining in <50% or moderate staining in <20% of stromal cells; [Score 2], weak staining in ≧50%, moderate staining in 20–50% or strong staining in <20%; [Score 3], moderate staining in ≧50% or strong staining in ≧20%.

### Image visualization

Image visualization processing step and detailed protocol were described in a previous report^56^. Visualization was performed by converting the coregistered images into pseudo-color images using an Image J Fiji software. In Image J Fiji, the images were processed with Plugin, color deconvolution for separating of DAB/AEC and hematoxylin staining signal.

### Wound healing (%) and contraction (%) analysis

To estimate the wound healing and contraction rate (%), wound images were acquired on the day of the wound (day 0) and the corresponding day (Fig. 7). Wound contraction and healing rates were quantified following a previous study^57,58^. The rate of wound healing was quantified as follows: (1 -(current wound area/original wound area)) x 100%, wound contraction rate(%) was calculated with following formulas, respectively: (1 - (current wound area epithelialized area)/original wound area) x 100%.

### Hanging drop spheroid coculture system

Remove the lid of a 60 mm petri dish and place 4 ml pf PBS in the bottom of dish (act as a hydration chamber). Cancer cells and fibroblasts were detached and resuspend with complete medium. Count the cells using a hemacytometer. Invet the lid of a 60 mm petri dish and use a auto-pipette to deposit 10 μl drop onto the bottom of the lid of dish. 1 × 10^3^ GFP tagged cancer cells ta and 3 × 10^3^ fibroblasts (1:3 ratio) were in each 10 μl drop, at least 20–25 drops per dish. Invert the lid onto prepared PBS-bottom of dish and incubate at 37 °C, 5% CO_2_ humidity culture incubator. after a day (~24 h) monitor the drops and check cell aggregates have formed. The aggregated spheroids were collected using 5 ml of complete medium, transferred to 100 mm petri dish, incubated for a week on a shaker in 37 °C, 5% CO_2_ culture incubator. For H&E and IHC staining, the spheroids were transferred into 15 ml falcon tube, washed twice with PBS, fixed with 4% paraformaldehyde(PFA) for 12 h at 4 °C. For isolation of GFP tagged cancer cells, the spheroids were dissociated by incubating and resuspending in 1 ml of 0.25% trypsin. GFP tagged cancer cells were sorted by FACS Aria III.

### PRRX1 promoter cloning

Genome DNA was isolated from human Stomach CAFs^4^ using a DNA extraction kit (QIAGEN) and dissolved in water. Based upon our findings regarding the location of the transcriptional start site, a 1282 bp fragment from −1240 to +42 in the 5′-flanking region of the Prrx1 gene was generated by PCR. The PCR products were gel-purified, digested with MluI and ClaI, and subcloned into the pLVeGFP.Basic vector. All the sequences of the cloned promoter region were confirmed by DNA sequencing.

### GFP Low / High in CAF FACS sorting

SCAF cells were infected lentivirus containing human-PRRX1 promoter specific GFP reporter. FACS sorting was performed to isolate FITC population. GFP high (PRRX1 high) and GFP Low (PRRX1 low) cells were sorted using by FACS Aria III.

### Plasmid construction for CRISPR/Cas9 delivery

For efficient CRISPR/Cas9 system delivery, we screened several guide RNA(gRNA)s targeting the first exon of mPrrx1 gene and found the most efficient gRNA. 

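Prrx1 has its first coding exon at 165242526 to 165243841 of chromosome 1 (NCBIM37, minus strand), with coding sequence from 165242526 to 165242766. Of its 4 protein-coding transcripts, 3 start with this exon, and the other starts at exons further downstream that lack it. Searching the genome for the 20 bases of the guide beside an NGG motif found 1 exact site, at 165242720 to 165242739 on the minus strand, followed by the motif CGG. In the direction of the gene, the sequence from 165242680 to 165242779 reads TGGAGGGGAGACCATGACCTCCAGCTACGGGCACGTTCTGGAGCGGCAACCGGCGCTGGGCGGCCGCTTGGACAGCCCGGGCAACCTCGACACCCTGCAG, with the target GAGCGGCAACCGGCGCTGGG preceded by 27 coding bases. Cas9 cleaves 3 bases from the motif, which is after coding base 44. The genome held 0 sites with 1 or 2 mismatches to the guide and 5 with 3 mismatches. One of these lies in Ptpn2 on chromosome 18 (67883804 to 67883823), one in Myt1l on chromosome 12 (30592958 to 30592977) and one in 1810046K07Rik on chromosome 9 (51098453 to 51098472). The others, on chromosomes 3 (107262353 to 107262372) and 4 (119212077 to 119212096), lie outside annotated genes.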

For this study, we used that gRNA targeting 5′- GAGCGGCAACCGGCGCTGGG-3′ in Prrx1 gene unless otherwise described. We generated lentiCRISPRV2_tdTomato plasmid by inserting P2A(ribosomal skipping self-cleaving peptide)-tdTomato construct into BamHI restriction sites of lentiCRISPRV2 plasmid (Addgene, #52961) to label transduced cells. Then, we replaced the stuffer sequence in lentiCRISPRV2_tdTomato with sgRNA sequence for Prrx1 targeting to generate lentiCRISPRV2_tdTomato_sgPrrx1. Also, we generated pLKO.1_Puro_sgPrrx1 plasmid by inserting Prrx1 sgRNA sequence into pLKO.1_puro plasmid (Addgene, #8453) after digestion with AgeI and EcoRI. For labeling of transduced cells, we also added tdTomato followed by P2A sequence in frame with puromycin resistant gene using Gibson assembly.

### SgRNA formulation for delivery in vivo system

sgNS and sgPrrx1 were produced by co-transfection of viral production plasmids in 10 cm culture plates containing HEK-293T cells per plate. DNA mixture for each plate was prepared as follows: 1 mL of plain Dulbecco’s modified Eagle’s medium (DMEM) with pLKO.1_Puro_NS or pLKO.1_Puro_sgPrrx1 expression vector, 7.5 μg of packaging plasmid, PSPAX2, and 2.5 μg of enveloping plasmid. DNA mixture was added to 500 μL of plain DMEM containing 40 μL of lipofectamine (lipo; Invitrogen, catalog 11668027) and incubated at room temperature in the dark for 20 min. The DNA/lipo mixture for each sample was further added to each plate containing HEK-293T cells and incubated for 16 h at 37 °C. The medium was replaced with 10 mL of fresh complete DMEM, and the plates were incubated for 24 h. Viral supernatant was harvested and filtered through a 0.45 μm MF-Millipore™ Membrane Filter (Millipore; catalog HAWP04700) and concentrated either by ultracentrifugation at 10,000 *g* for 1–4 h or with Lenti-X Concentrator reagent for 30 min to a final concentration of 10× or 20× as per the instruction manual (CloneTech; catalog #PT4421-2). The supernatant was resuspended in phosphate-buffered saline (PBS). To test the feasibility of gene editing with lentiviral sgRNA delivery (Supplementary Fig. 20H), we designed seven unique sgRNAs targeting the gene *Prrx1*. After determining the most potent sgRNA in an in vitro assay in the mouse-derived wound-healing fibroblast cells (Supplementary Fig. 20F), titering of viral particles was done with qPCR and western blot analysis.

### Virus delivery into the skin

The formulation was subsequently administered to Cas9-expressing mice. Two-month-old mice were anesthetized using isoflurane and set up in a biosafety cabinet. Mice were injected intradermally around the wound area with 100 μL concentrated sgRNA once every 3 days from the wounding start. For effective delivery, the intraperitoneal injection (IP) was performed simultaneously. In our study, we observed no significant change in the gross measure of health in mice.

### Detection of nuclease-induced genomic mutations

Genomic DNA was extracted using DNeasy Blood and Tissue extraction kit (Qiagen) following the manufacturer’s instructions. The target locus was amplified by PCR using High Fidelity DNA Polymerase (NEB). Oligos are listed in the Supplementary Information. To evaluate indels caused by cleavage of one gRNA, purified PCR products were Sanger sequenced and analyzed using the SYNTHEGO ICE software.

### Invasion, migration assay

Migration and invasion assay were performed as previously described^4^. In vitro migration and invasion assays were performed using Costar Transwell chambers (pore size 8.0 um, Cat 354234, Coring, NY) Cancer cells were incubated with CM (conditioned medium) from appropriate fibroblasts for 2–3 days. Cells were washed twice with PBS, detached and resuspended in a complete medium. After fibronectin coating and solidification of Matrigel, cancer cells (5 × 10^4^) with 200 μl of complete medium were seeded into upper chamber. Lower compartment was filled with complete medium containing 0.1% BSA. After 17 h in the cell culture incubator, cells were fixed with methanol and stained with H&E solution.

### Sphere forming assay

Cancer cells were incubated with CM from fibroblasts for 2–3 days. Cells were detached, washed twice PBS and seeded into ultra-low-attachment 6-well plates (Cat: CLS3471, Corning, NY, USA). These cells were cultured with DMEM/F-12 supplemented with B27 (Invitrogen, Carlsbad, CA, USA), 10 ng/mL of EGF, and bFGF (Invitrogen, Carlsbad, CA, USA). The sphere forminng medium containing CM from fibroblasts was changed every 2 days until sphere formation was observed(about 2 weeks). After 2 weeks, spheres were counted.

### Apoptosis assay

Apoptosis assay was performed according to the manual of BD Annexin V-APC apoptosis detection Kit (Cat. 550474, BD Biosciences, Franklin Lakes, NJ USA). CAFs were detached, washed twice with PBS and resuspended in 1×Annexin binding Buffer. These CAFs were stained with annexin V conjugated with APC at room temperature in the dark for 15–20 min. After incubation, cells were washed twice with 1 × Annexin binding Buffer and resuspended in 1 × Annexin binding Buffer containing Propidium Iodide and stained cells(apoptotic cells) were detected by flow cytometry immediately.

### Gel contraction assay

Gel contraction assay was performed using a cell contraction assay kit (Cat: CBA-201, Cell Biolabs, Inc, San Diego, CA) according to the manufacturer’s instructions. CAFs were trypsinized, washed twice with PBS, resuspend with complete medium(10ul) mixed with collagen and 5xDMEM, total volume 500 ul. This 500 μl of cell-collagen mixture was plated into 24-well plates and incubated at 37 °C for 2 h (for collagen polymerization). Gel contraction was initiated by releasing the gel from the side of the well, and changes in the collagen gel size were observed. The complete medium was changed every 2 days.

### Cytokine array

Control (ShNS) or PRRX1-knockdown (ShPRRX1) CAFs with the same number of cells were seeded on 60-mm dishes. After incubation for 24 h, cells were washed twice with PBS, changed serum-free medium and incubated for 2 days. After incubation for 24 h, cells were washed twice with PBS. Replaced with a serum-free medium, and cells were cultured for 2 days. After 2days, This conditioned medium was collected. Cytokine assays were performed using the cytokine array kit with the collected CM (cat. no. ARY005B; R&D Systems, Inc.) according to the manufacturer’s instructions. The resulting image data was obtained and analyzed by ImageQuant LAS500.

### 3D invasion assay

3D invasion assay was performed using the Oris™3D Embedded Invasion Assay kit (cat, EIA1). In brief, GFP tagged cancer cells were suspended in a collagen layer surrounding a circular (2 mm) central cell-free collagen -detection zone. After 1 h, the stoppers were removed from the 96well plate and the cell-free detection zone was filled with the same composition of collagen matrix. After 1 h, complete medium was added to each well and incubated for 24 h. The CM (conditioned medium) from fibroblasts was changed every 2 days. Each time the CM was replaced, 0.5% serum was added. After 2 weeks incubation, invading cells moved into the detection zone.

### 3D extracellular Matrices

3D ECMs were generated following a previous study^59^. For 60 mm cell culture dish, 2 × 10^5^ MEFs were seeded on gelatin cross-linked glass coverslip. Cells were cultured with MEF medium supplemented with 50 µg/ml ascorbic acid and, where indicated,10 ng/ml TGFb or 150 ng/ml SHH. To raise ECMs deposition by the cultured MEFs, culture medium was replaced every 2 days for a week. After a week, cells were washed with 1X PBS and fixed with 4% PFA for immunofluorescence imaging.

### qPCR

Total RNA was extracted using by RNeasy kit (#74104, Qiagen). cDNA was synthesized from 2 g of total RNA using High capacity cDNA reverse transcription kits (#4368813, Applied Biosystems, Foster City, CA, USA). For PCR reaction, SYBR green PCR master mix (Applied Biosystems) was used with each primer set and the reaction was performed using a ABI 7900 HT Fast Real Time PCR system (Applied Biosystems, Foster City, CA). GAPDH was used as an internal control. qPCR cycling conditions: 1 step for 10 min at 95 °C followed by 40 cycles at 95 °C for 15 s and at 60 °C for 1 min. Fold-change (FC) in each gene expression was analyzed using the delta delta Ct method. Each measurement was performed in triplicate. The primer sets are described in Supplementary Table 1.

### Cell lines

Human stomach cancer cell line MKN28, SNU668, and the colon cancer cell line HT29, HCT116 were purchased from the Korean Cell Line Bank that performs cell line characterizations using DNA fingerprinting analysis and passaged in our laboratory for fewer than 6 months. Cells were maintained in DMEM medium supplemented with 10% FBS and 1% antibiotics. Mouse breast cancer cell line 168FARN was provided by Dr. Jing Yang^60^ (University of California, San Diego), mouse colon cancer cell line MC38 was provided by Dr. Hyon E. Choy^61^ (Chonnam National University), Lewis Lung carcinoma cell line LLC1 was purchased by ATCC. All cells were cultured in DMEM medium supplemented with 10% FBS and 1% antibiotics.

### Human samples for ChIP-seq

Ex vivo culture was carried out as described previously^4^. Human stomach and colon tumor specimens were obtained from patients who undergoing surgery at Samsung Medical Center of SungKyunKwan University of Medicine (Seoul, Korea). An experienced pathologist grossly examined and obtained representative samples of the tumor tissues (CAF, cancer-associated fibroblasts) and distal normal tissues (NF, normal fibroblast). The numbers after# are the order of the primary cells isolation. In detail, fresh tissues obtained from two different areas were cut into small pieces and minced with scalpels in a culture dish. Samples were enzymatically dissociated in 20 ml of DMEM complete medium containing collagenase I in a 37 °C incubator for 12−15 h using an orbital shaker. After digestion, samples were centrifuged at 700 rpm for 5 min. Cells were resuspended with DMEM complete medium were collected from the supernatant by centrifugation at 800 rpm for 8 min, washed twice with 1XPBS, and cultured in DMEM media supplemented with 10% FBS and 1% antibiotics. H3K27ac ChIP-seq for ‘Cluster A’ CAFs twice and ‘Cluster B’ CAFs thrice were performed.

### Mouse samples for ChIP-seq

Mouse wound-healing fibroblasts were isolated from fresh tissue of dorsal wound area at day 10 post-wound in mice. the tissues were cut into small pieces, dissociated with 20 ml of DMEM complete medium containing collagenase I in a 37 °C incubator for overnight using an orbital shaker. After digestion, samples were centrifuged at 700 rpm for 5 min. Cells were resuspended with DMEM complete medium were collected from the supernatant by centrifugation at 800 rpm for 8 min, washed twice with 1XPBS, and cultured in DMEM media supplemented with 10% FBS and 1% antibiotics. MMTV-CAFs isolation was carried out as described previously(Ref). MMTV-CAFs were isolated from transgenic mice MMTV-PyMT, a breast cancer mouse model. Briefly, mouse tumor tissues were washed twice in PBS containing antibiotics, chopped into small pieces and minced with scalpels. Minced samples were enzymatically dissociated at 37 °C in 20 ml of DMEM medium containing collagenase/Dispase (Roche). After digestion, dissociated samples were centrifuged, washed twice in PBS and cultured in DMEM media supplemented with 10% FBS and 1% antibiotics. MEFs (Mouse embryonic fibroblasts) were isolated from embryos harvested at E10–13 using the same method. Prrx1 Chip-seq was duplicated and IgG was used as a normal control.

### Library preparation and sequencing for Chip-seq

Cells were chemically cross-linked for 10 min at room temperature by the addition of one-tenth of the volume of fresh 11% formaldehyde solution to the cell growth medium. The crosslinking was stopped by incubating with 0.125 M glycine for 10 min. Cells were rinsed twice with 1xPBS and then the supernatant was aspirated. Cells were harvested using scraper and flash frozen in liquid nitrogen. Frozen cell pellet was stored at −80 °C prior to use.

Cells were resuspended with hypotonic lysis buffer(10 mM HEPES-KOH, pH7.8, 10 mM KCl, 1.5 mM MgCl2, with fresh protease inbibitors) and incubated on ice for 10 min. Cells were centrifuged at 9000 rpm for 1 min. The pellet was resuspended with nuclei lysis buffer (1% SDS, 50 mM Tris-HCl,pH8.0, 10 mM EDTA, with fresh protease inhibitors) and sonicated for 6 times for 20 sec (1.0 s on/ 0.5 s off). We used virsonic550 ultra sonicator and samples were kept on ice at all times. DNA size(100–300 bp) was checked using 10 μl of sonicated sample. Sonicated lysate were diluted with ChIP dilution buffer(20 mM Tris-HCl,pH8.0, 100 mM NaCl, 2 mM EDTA, 0.5% Triton X-100). The resulting whole cell lysate was incubated overnight at 4 °C with agarose A/G beads that had been pre-incubated with appropriate antibody. 50 μl of agarose A/G beads were blocked with 0.1% BSA(w/v) in PBS. Beads were bound with 5ug of the indicated antibody.

Beads were washed twice 1x with the sonication buffer(1x ChIP lysis buffer), twice with Wash buffer1 (1xTE,pH7.4, 0.1%SDS, 0.1% NaDeoxycholate, 1% Triton X-100), twice with Wash buffer2(Wash buffer1 with 0.5 M Nacl), twice with Wash buffer3(1xTE, 0.25 M Licl, 1% NP40, 1% NaDeoxycholate), one time Wash buffer4(1xTE, 0.1% Triton X-100), and one time with 1xTE.

Bound sample was eluted from the beads(1% SDS, 0.1 M NaHCO_3_) by heating at 65 °C for 2 h with occasional vortexing. Crosslinking was reversed overnight at 65 °C. (also perform reverse crosslink for input DNA control). Next day, Rnase A was added to each sample and the samples were incubated at 37 °C for 2 h, then proteinase K was added to each samples and the samples were incubated at 55 °C for 2 h. DNA was purified with phenol chloroform extraction and ethanol precipitation.

The construction of library was performed using NEBNext® UltraTM DNA Library Prep Kit for Illumina (New England Biolabs, UK) according to the manufacturer’s instructions. Briefly, the chipped DNA was ligated with adaptors. After purification, PCR reaction was done with adaptor-ligated DNA and index primer for multiplexing sequencing. Library was purified by using magnetic beads to remove all reaction components. The size of library was assessed by Agilent 2100 bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands). High-throughput sequencing was performed as paired-end 100 sequencing using HiSeq 2500 (Illumina, Inc., USA).

### Histone modification markers and Prrx1 ChIP-seq

All three types of mouse fibroblasts and nine human CAFs ChIP-seq data were trimmed using Trimmomatic version 0.39 (Bolger et al., 2014) with the “PE -phred33 LLUMINACLI TruSeq3-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36”. The trimmed reads were aligned to the mm9 reference genome of the mouse genome using only annotated chromosomes 1–19, chrX, chrY, and chrM or the hg19 of the human genome using only annotated chromosomes 1–22, chrX, chrY, and chrM using Bowtie^62^. The mapped reads were indexed and sorted by samtools version 1.7^63^. The duplicate reads were removed using Picard tools (version 2.25.0). We next performed peak calling with corresponding input control using MACS2 peak caller tool with parameter -p 1e-5 for sharp peaks calling and with parameter --broad --broad-cutoff 0.1 for broad peaks calling.

### Identification of Super-enhancer

The sharp peaks of H3K27ac data were found to be enhancers. Then, H3K27 ChIP-seq super-enhancers were detected by using the ROSE2 (Rank Ordering of Super-Enhancers2) algorithm with the default setting^19^. The defined super-enhancer corresponds to the description of Pott et al. article^64^. For identifying the target genes of super-enhancers by using R/Bioconductor packages such as ChIPseeker, TxDb.Hsapiens.UCSC.hg19.knownGene, and TxDb.Mmusculus.UCSC.mm9.knownGene.

### Identification of core-regulatory circuits

The interconnected circuitry was identified based on an established methodology, “Coltron”, (https://pypi.org/project/coltron) scanning TF motifs inside nucleosome-free regions (NFRs) inside super-enhancer regions. Briefly, we first find out super-enhancer-assigned TFs in each of fibroblasts using ROSE2 algorithm. Next, we scanned TF motif with FIMO in super-enhancer regions extended 500 bp both upstream and downstream, identifying for auto-regulated TFs which are bind their own super-enhancer regions. Finally, binding motifs were searched for in all auto-enhancer regions of each of fibroblasts for potential additional TFs. We then constructed core-regulatory circuits (CRCs) based on fully interconnected auto-regulatory loops and these TFs were identified as master TFs candidates.

### Discovery of motif analysis using Homer

Homer was specifically employed to locate binding motifs that was most concentrated in peaks of interest. HOMER’s findMotifs.py (http://homer.salk.edu/homer/ngs/peakMotifs.html) function was executed with the default setting for motif search^65^.

### Identification of significant phenotypes of fibroblasts using EnrichR

To identify significant phenotypes of fibroblasts, we performed Gene ontology enrichment analysis using EnrichR database. super-enhancer associated genes, Gene ontology and pathway analysis was performed using Enrichr database (http://amp.pharm.mssm.edu/Enrichr/)^66^.

### Measurement of network structural similarity

To quantify structural similarity (S) among core-regulatory circuits composed of the master TF candidates, we used a network structural dissimilarity measure, D-measure (D), which compares networks based on three core network structural features (i.e., network’s distance distributions, node’s distances distributions, and alpha centrality) [1]. The D is defined as

1 $$D\left(G,{G}^{{\prime} }\right) =	{w}_{1}\sqrt{\frac{J\left({\mu }_{G},{\mu }_{{G}^{{\prime} }}\right)}{{\log }\,2}}+{w}_{2}\left|\sqrt{{NND}\left(G\right)}-\sqrt{{NND}\left({G}^{{\prime} }\right)}\right|\\ 	 +{w}_{3}\left(\sqrt{\frac{J\left({P}_{\alpha G},\,{P}_{{\alpha G}^{{\prime} }}\right)}{{\log }2}}+\sqrt{\frac{J\left({P}_{{\alpha G}^{c}},\,{P}_{{\alpha G}^{{c}^{{\prime} }}}\right)}{{\log }2}}\right)$$

where G indicates the network, Gc indicates the complement of G, J is the Jensen–Shannon divergence, μG is network’s distance distribution of G, NND(G) is network node dispersion of G, and PαG is α-centrality values of G^36^. The first term captures the global topological difference based on network’s distance distributions. The second term captures the difference in the connectivity of each node based on node’s distances distributions. The last term captures the difference in the way the connectivity arises based on α-centrality values. *D* does not take node identity into consider but is an efficient and precise measure for quantifying network structural dissimilarity. We used recommended default weight setting (w1 = w2 = 0.45, and w3 = 0.1) for D.

The S (similarity score between G (network A) and G’ (network B)) is defined as

2 $$S\left(G,{G}^{{\prime} }\right)=1-D\left(G,{G}^{{\prime} }\right)$$

because *D* has a value greater than or equal to zero and less than one^36^.

### Bulk ATAC-seq (assay for transposase-accessible chromatin using sequencing)

Prepare 100,000 cultured human CAFs using LUNA-FL™ Automated Fluorescence Cell Counter (logos biosystems). Cells were lysed using cold lysis buffer. Determine the nuclei concentration using Countess II Automated Cell Counter (ThermoFisher) and examine the nuclei morphology using microscopy. Immediately after lysis, continue to transposition reaction. Resuspend nuclei(50,000 cells) in transposition reaction mix. Incubate the transposition reaction for 30 min at 37 °C. Immediately following transposition, purify using a Qiagen MinElute PCR purification Kit. Amplify transposed DNA fragment using Nextera DNA Flex kit. To reduce GC and size bias in PCR, the appropriate number of cycles is determined using qPCR. Run a qPCR side reaction. Calculate the additional number of cycles needed, plot liner Rn versus cycle and determine the cycle number that corresponds to 1/4 of maximum fluorescent intensity. Run the remaining PCR reaction to the cycle number determined by qPCR. Purify amplified library. The purified libraries were quantified using qPCR according to the qPCR Quantification Protocol Guide(KAPA) and qualified using Bioanalyzer (Agilent technologies). And then the libraries were sequenced using HiSeq platform(Illumina).

After removing adaptors using TrimGalore, 100 bp paired-end ATAC-Seq reads were aligned to the hg19 using Bowtie2 with default parameters. We removed mitochondrial and Y chromosome DNA reads and included properly paired reads with high mapping quality using SAMtools (MAPQ score >30, qualified reads). Using Picard tools (MarkDuplicates function) Duplicate reads, we removed duplicated reads in aligned ATAC bam files. Next, Blacklisted regions were excluded from called peaks (https://www.encodeproject.org/annotations/ENCSR636HFF/).

### Single-cell RNA and Bulk RNA sequencing

Detailed methods and materials are described in the Supplementary Methods.

### Statistics and reproducibility

Wilcoxon rank sum test or *t* test were used to evaluate differences between groups for continuous variables. Chi-sqaure test or Fisher exact test were used to evaluate the association between groups for categorical variables. Overall Survial (OS) was defined as time interval between dates of curative surgery and death from any cause. Disease Free Survival (DFS) was defined as time interval between dates of Curative surgery and tumor recurrence or death. OS and DFS rates were estimated using the Kaplan–Meier method and was compared survival distributions between two groups using the log-rank test. The Cox proportional hazards model were used for univariate and multivariate analysis. Clinicopathologic factors, which were statistically significant in univariated analysis, were included as covariables in multivariate analysis. Hazard ratios (HR) and 95% confidence intervals (CI) were assessed for each factor. All tests were Two-sided, and *P*-value of less than 0.05 was considered statistically significant. The statistical analysis was performed using SPSS statistical software (SPSS Inc, Chicago, IL, USA). Statistical analysis was performed with GraphPad Prism 7.0 (GraphPad Software). Differences were considered to be significant when *P  <  0.05. The western blot experiment was repeated independently three times with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All original sequencing data are publicly available on the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/). The accession number for ChIP, RNA, and single-cell RNA sequencing data reported in this paper are available on the GEO database under the accession codes such as GSE169725 (Super-series) GSE169703 (Three types of murine fibroblasts RNA-seq), GSE169723 (Three types of murine fibroblasts ChIP-seq), GSE169697 (RNA-seq data of Cocultures of cancer spheroid with fibroblasts), GSE169720 (Human cancer-associated fibroblasts RNA-seq), GSE169601 (Human cancer-associated fibroblasts ChIP-seq), GSE169704 (Single cell RNA-seq from murine wound tissue). The publicly available datasets used in this study are listed in Supplementary Table 1. The authors declare that all the remaining data supporting the results of this study are available within the Article, Supplementary Information or Source Data files.

## Source data

Source Data

## References

[1] Gascard P, Tlsty TD (2016). Carcinoma-associated fibroblasts: orchestrating the composition of malignancy. Genes Dev..

[2] Yeo SY (2017). Twist1 is highly expressed in cancer-associated fibroblasts of esophageal squamous cell carcinoma with a prognostic significance. Oncotarget.

[3] Sung CO, Lee KW, Han S, Kim SH (2011). Twist1 is up-regulated in gastric cancer-associated fibroblasts with poor clinical outcomes. Am. J. Pathol..

[4] Lee KW, Yeo SY, Sung CO, Kim SH (2015). Twist1 is a key regulator of cancer-associated fibroblasts. Cancer Res..

[5] Calvo F (2013). Mechanotransduction and YAP-dependent matrix remodelling is required for the generation and maintenance of cancer-associated fibroblasts. Nat. Cell Biol..

[6] Orimo A (2005). Stromal fibroblasts present in invasive human breast carcinomas promote tumor growth and angiogenesis through elevated SDF-1/CXCL12 secretion. Cell.

[7] Liu T (2019). Cancer-associated fibroblasts: an emerging target of anti-cancer immunotherapy. J. Hematol. Oncol..

[8] Lee E (2020). New screening system using Twist1 promoter activity identifies dihydrorotenone as a potent drug targeting cancer-associated fibroblasts. Sci. Rep..

[9] Valkenburg KC, de Groot AE, Pienta KJ (2018). Targeting the tumour stroma to improve cancer therapy. Nat. Rev. Clin. Oncol..

[10] Liberzon A (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst..

[11] Ganguly D (2020). Cancer-associated fibroblasts: versatile players in the tumor microenvironment. Cancers.

[12] Sahai E (2020). A framework for advancing our understanding of cancer-associated fibroblasts. Nat. Rev. Cancer.

[13] Gieniec KA, Butler LM, Worthley DL, Woods SL (2019). Cancer-associated fibroblasts-heroes or villains?. Br. J. Cancer.

[14] Hasebe T (2002). Prognostic significance of fibrotic focus in invasive ductal carcinoma of the breast: a prospective observational study. Mod. Pathol..

[15] Lo A (2015). Tumor-promoting desmoplasia is disrupted by depleting FAP-expressing stromal cells. Cancer Res..

[16] Costa A (2018). Fibroblast heterogeneity and immunosuppressive environment in human breast cancer. Cancer Cell.

[17] Elyada E (2019). Cross-species single-cell analysis of pancreatic ductal adenocarcinoma reveals antigen-presenting cancer-associated fibroblasts. Cancer Discov..

[18] Sebastian A (2020). Single-cell transcriptomic analysis of tumor-derived fibroblasts and normal tissue-resident fibroblasts reveals fibroblast heterogeneity in breast cancer. Cancers.

[19] Whyte WA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[20] Ha SY, Yeo SY, Xuan YH, Kim SH (2014). The prognostic significance of cancer-associated fibroblasts in esophageal squamous cell carcinoma. PloS ONE.

[21] Lee HM (2018). Drug repurposing screening identifies bortezomib and panobinostat as drugs targeting cancer associated fibroblasts (CAFs) by synergistic induction of apoptosis. Investigational N. Drugs.

[22] Soldatov, R. et al. Spatiotemporal structure of cell fate decisions in murine neural crest. *Science***364**, eaas9536 (2019).10.1126/science.aas953631171666

[23] van Groningen T (2017). Neuroblastoma is composed of two super-enhancer-associated differentiation states. Nat. Genet..

[24] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[25] Lin CY (2016). Active medulloblastoma enhancers reveal subgroup-specific cellular origins. Nature.

[26] Lovén J (2013). Selective inhibition of tumor oncogenes by disruption of super-enhancers. Cell.

[27] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[28] Zhang AW (2019). Probabilistic cell-type assignment of single-cell RNA-seq for tumor microenvironment profiling. Nat. Methods.

[29] Hnisz D (2015). Convergence of developmental and oncogenic signaling pathways at transcriptional super-enhancers. Mol. Cell.

[30] Hnisz D (2013). Super-enhancers in the control of cell identity and disease. Cell.

[31] Chen K (2015). Broad H3K4me3 is associated with increased transcription elongation and enhancer activity at tumor-suppressor genes. Nat. Genet..

[32] Benayoun BA (2014). H3K4me3 breadth is linked to cell identity and transcriptional consistency. Cell.

[33] Derynck R, Zhang YE (2003). Smad-dependent and Smad-independent pathways in TGF-beta family signalling. Nature.

[34] Derynck R, Zhang Y, Feng XH (1998). Smads: transcriptional activators of TGF-beta responses. Cell.

[35] Bailey TL, Johnson J, Grant CE, Noble WS (2015). The MEME Suite. Nucleic Acids Res..

[36] Schieber TA (2017). Quantification of network structural dissimilarities. Nat. Commun..

[37] Bradner JE, Hnisz D, Young RA (2017). Transcriptional addiction in cancer. Cell.

[38] Chen Y, Xu L, Lin RY, Muschen M, Koeffler HP (2020). Core transcriptional regulatory circuitries in cancer. Oncogene.

[39] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[40] Lee HO (2020). Lineage-dependent gene expression programs influence the immune landscape of colorectal cancer. Nat. Genet..

[41] Akiyama K (2012). Characterization of bone marrow derived mesenchymal stem cells in suspension. Stem Cell Res. Ther..

[42] Li H (2018). Author Correction: reference component analysis of single-cell transcriptomes elucidates cellular heterogeneity in human colorectal tumors. Nat. Genet..

[43] Shin SY (2014). The switching role of beta-adrenergic receptor signalling in cell survival or death decision of cardiomyocytes. Nat. Commun..

[44] Lee HS, Hwang CY, Shin SY, Kwon KS, Cho KH (2014). MLK3 is part of a feedback mechanism that regulates different cellular responses to reactive oxygen species. Sci. Signal..

[45] Kim JR (2011). Reduction of complex signaling networks to a representative kernel. Sci. Signal..

[46] Fournel L (2019). Cisplatin increases PD-L1 expression and optimizes immune check-point blockade in non-small cell lung cancer. Cancer Lett..

[47] Currie, J. D. et al. The Prrx1 limb enhancer marks an adult subpopulation of injury-responsive dermal fibroblasts. *Biol. Open***8**, 10.1242/bio.043711 (2019).10.1242/bio.043711PMC667941331278164

[48] Leavitt T (2020). Prrx1 fibroblasts represent a pro-fibrotic lineage in the mouse ventral dermis. Cell Rep..

[49] Feldmann K (2021). Mesenchymal plasticity regulated by Prrx1 drives aggressive pancreatic cancer biology. Gastroenterology.

[50] Wang Y (2015). CDK7-dependent transcriptional addiction in triple-negative breast cancer. Cell.

[51] Sengupta S, George RE (2017). Super-enhancer-driven transcriptional dependencies in cancer. Trends Cancer.

[52] Ihida-Stansbury K (2004). Paired-related homeobox gene Prx1 is required for pulmonary vascular development. Circulation Res..

[53] Lu MF (1999). prx-1 functions cooperatively with another paired-related homeobox gene, prx-2, to maintain cell fates within the craniofacial mesenchyme. Development.

[54] Möller-Levet CS, Cho KH, Wolkenhauer O (2003). Microarray data clustering based on temporal variation: FCV with TSD preclustering. Appl. Bioinform..

[55] Sreenath SN, Cho KH, Wellstead P (2008). Modelling the dynamics of signalling pathways. Essays Biochem..

[56] Yeo SY (2018). A positive feedback loop bi-stably activates fibroblasts. Nat. Commun..

[57] Peng Y, Wu S, Tang Q, Li S, Peng C (2019). KGF-1 accelerates wound contraction through the TGF-β1/Smad signaling pathway in a double-paracrine manner. J. Biol. Chem..

[58] Peng C (2011). Lack of FGF-7 further delays cutaneous wound healing in diabetic mice. Plast. Reconstructive Surg..

[59] Stanisavljevic J (2015). Snail1-expressing fibroblasts in the tumor microenvironment display mechanical properties that support metastasis. Cancer Res..

[60] Yang J (2004). Twist, a master regulator of morphogenesis, plays an essential role in tumor metastasis. Cell.

[61] Kim K (2018). Cell mass-dependent expression of an anticancer protein drug by tumor-targeted Salmonella. Oncotarget.

[62] Sergushichev, A. A. An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. *BioRxiv*, 10.1101/060012 (2016).

[63] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[64] Pott S, Lieb JD (2015). What are super-enhancers?. Nat. Genet..

[65] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[66] Kuleshov MV (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

# Supplementary material for: PRRX1 is a master transcription factor of stromal fibroblasts for myofibroblastic lineage progression
**Source:** Nat Commun. 2022 May 19;13:2793. doi: 10.1038/s41467-022-30484-4
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

# PRRX1 is a master transcription factor of stromal fibroblasts for myofibroblastic lineage progression

Keun-Woo Lee, So-Young Yeo, Jeong-Ryeol Gong, Ok-Jae Koo, Insuk Sohn, Woo Yong Lee, Hee Cheol Kim, Seong Hyeon Yun, Yong Beom Cho, Mi-Ae Choi, Sugyun An, Juhee Kim, Chang Ohk Sung, Kwang-Hyun Cho, and Seok-Hyung Kim

### Contents

|                                   |    |
|-----------------------------------|----|
| 1. Supplementary Table 1 -----    | 2  |
| 2. Supplementary Methods -----    | 7  |
| 3. Supplementary Figures -----    | 12 |
| 4. Supplementary References ----- | 52 |

**Supplementary Table 1. Key resources table.**

| REAGENT or RESOURCE                                             | SOURCE                   | IDENTIFIER                      |
|-----------------------------------------------------------------|--------------------------|---------------------------------|
| <b>Antibodies</b>                                               |                          |                                 |
| Anti-Prrx1                                                      | Origene                  | Cat# TA803116,RRID:AB_2620166   |
| Anti-Prrx1                                                      | LS-bio                   | Cat# LS-C336798,RRID:AB_2725124 |
| Anti-aSMA                                                       | DAKO                     | Cat# M0851; RRID:AB_2313736     |
| Anti-PCNA                                                       | Abcam                    | Cat# ab29, RRID:AB_303394       |
| Anti-Tenascin C                                                 | Abcam                    | Cat# ab108930, RRID:AB_10865908 |
| Anti-PDGFRa                                                     | Cell signaling           | Cat# 3164, RRID:AB_2162351      |
| Anti-H3K27ac                                                    | Abcam                    | Cat# ab4729, RRID:AB_2118291    |
| Anti-Histone H3 (tri methyl K4)                                 | Abcam                    | Cat# ab8580, RRID:AB_306649     |
| Anti- Cas9 (7A9-3A3)                                            | Cell signaling           | Cat# 14697S, RRID:AB_2750916    |
| Anti- F4/80                                                     | Cell signaling           | Cat# 70076S, RRID:AB_2799771    |
| Anti-normal mouse IgG                                           | Santa Cruz Biotechnology | Cat# sc-2025, RRID:AB_737182    |
| <b>Bacterial and Virus Strains</b>                              |                          |                                 |
| pLXSN16E6E7                                                     | Addgene                  | Cat# 52394 RRID:Addgene_52394   |
| <b>Biological Samples</b>                                       |                          |                                 |
| Human stomach/colon biopsies                                    | Samsung medical center   | N/A                             |
| <b>Chemicals, Peptides, and Recombinant Proteins</b>            |                          |                                 |
| Recombinant Mouse TGF- $\beta$ 1                                | Cell signaling           | Cat# 5231                       |
| Recombinant Mouse Sonic Hedgehog/Shh                            | R&D Systems              | Cat# 464-SH-025/CF              |
| cis-Diammineplatinum(II) dichloride                             | Sigma-Aldrich            | Cat# P4394                      |
| D-Luciferin Firefly                                             | Biosynth                 | Cat# J-012343                   |
| Azoxymethane                                                    | Sigma-Aldrich            | Cat# A5486                      |
| Dextran sulfate sodium salt                                     | MP Biomedicals           | Cat# 02101516-CF                |
| <b>Critical Commercial Assays</b>                               |                          |                                 |
| Cytokine array kit                                              | R&D Systems              | Cat# ARY005B                    |
| Cell contraction assay kit                                      | Cell Biolabs             | Cat# CBA-201                    |
| BCA Protein Assay kit                                           | Thermo Fisher            | Cat# 23225                      |
| Anti-mouse/rabbit polymer kit                                   | DAKO                     | Cat# K5007                      |
| ImmPACT AEC Peroxidase Substrate                                | Vector Labs              | Cat# sk-4205                    |
| Annexin – V APC apoptosis detection Kit                         | BD Biosciences           | Cat# 550474                     |
| <b>Deposited Data</b>                                           |                          |                                 |
| Three types of murine fibroblasts RNA-seq                       | This paper               | GSE169703                       |
| Three types of murine fibroblasts ChIP-seq                      | This paper               | GSE169723                       |
| RNA-seq data of Co-cultures of cancer spheroid with fibroblasts | This paper               | GSE169697                       |
| Human cancer associated fibroblasts RNA-seq                     | This paper               | GSE169720                       |

|                                                        |                                             |                                               |
|--------------------------------------------------------|---------------------------------------------|-----------------------------------------------|
| Human cancer associated fibroblasts ChIP-seq           | This paper                                  | GSE169601                                     |
| Single cell RNA-seq from murine wound tissue           | This paper                                  | GSE169704                                     |
| Colorectal cancer single cell RNA-seq                  | Lee <i>et. al.</i> <sup>1</sup>             | GSE132465, GSE144735                          |
| Lung cancer single cell RNA-seq                        | Lambrechts <i>et. al.</i> <sup>2</sup>      | E-MTAB-6149,<br>E-MTAB-6653                   |
| Ovarian cancer single cell RNA-seq                     | Qian <i>et. al.</i> <sup>3</sup>            | E-MTAB-8107                                   |
| Squamous cell carcinoma single cell RNA-seq            | Ji <i>et. al.</i> <sup>4</sup>              | GSE144240                                     |
| Stomach cancer single cell RNA-seq                     | Sathe <i>et. al.</i> <sup>5</sup>           | phs001818.v1.p.1.                             |
| Pancreatic cancer single cell RNA-seq                  | Peng <i>et. al.</i> <sup>6</sup>            | GSA: CRA001160                                |
| HNSCC single cell RNA-seq                              | Puram <i>et. al.</i> <sup>7</sup>           | GSE103322                                     |
| Mouse embryonic like cell single cell RNA-seq          | Zhao <i>et. al.</i> <sup>8</sup>            | GSE114952                                     |
| Mouse skin wound single cell RNA-seq                   | Guerrero-Juarez <i>et. al.</i> <sup>9</sup> | GSE113854                                     |
| Mouse pancreatic CAF single cell RNA-seq               | Hosein <i>et. al.</i> <sup>10</sup>         | GSE125588                                     |
| Experimental Models: Cell Lines                        |                                             |                                               |
| MMTV-PyMT derived primary fibroblasts                  | Isolated in this study (FVB/N)              | N/A                                           |
| Mouse embryonic fibroblasts                            | Isolated in study (C57BL/6)                 | N/A                                           |
| Mouse dermal fibroblasts                               | Isolated in study (C57BL/6)                 | N/A                                           |
| Human : HT29                                           | KCLB                                        | Cat# 30038, RRID:CVCL_0320                    |
| Human : HCT116                                         | KCLB                                        | Cat# 10247, RRID:CVCL_0291                    |
| Human : MKN28                                          | KCLB                                        | Cat# 80102, RRID:CVCL_1416                    |
| Human : SNF32                                          | Yeo <i>et. al.</i> <sup>11</sup>            | N/A                                           |
| Human : Colon CAFs (1-9)                               | Isolated in this study                      | N/A                                           |
| Mouse : LLC1 (modified to express GFP and Luciferase)  | ATCC                                        | Cat# CRL-1642, RRID:CVCL_4358                 |
| Mouse : 168FARN (modified to express GFP)              | Jing Yang Laboratory                        | RRID:CVCL_0186                                |
| Mouse : MC38 (modified to express GFP and Luciferase)  | Choy Laboratory                             | RRID:CVCL_B288                                |
| Human : SNU668                                         | KCLB                                        | Cat# 00668, RRID:CVCL_5081                    |
| Experimental Models: Organisms/Strains                 |                                             |                                               |
| Mouse: MMTV-PyMT (backcrossed to FVB/N)                | Jackson Laboratory                          | RRID:IMSR_GPT:T004993                         |
| Mouse: Prrx1tm1Jfm/Mmmh (backcrossed to C57BL6)        | MMRRC                                       | RRID:MMRRC_000347-MU                          |
| Mouse: S100a4-cre (backcrossed to BALB/c)              | Jackson Laboratory                          | IMSR Cat# JAX:012641,<br>RRID:IMSR_JAX:012641 |
| Mouse: Rosa26-LSL-Cas9 knockin (backcrossed to C57BL6) | Jackson Laboratory                          | RRID:IMSR_JAX:024857                          |
| Mouse: C57BL/6J                                        | Jackson Laboratory                          | RRID:IMSR_JAX:000664                          |

|                                                                                                         |                    |                                       |
|---------------------------------------------------------------------------------------------------------|--------------------|---------------------------------------|
| Mouse: NSG (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ)                                                           | Jackson Laboratory | RRID:IMSR_NM-NSG-012 Stock No: 005557 |
| Mouse: NOD/SCID                                                                                         | Jackson Laboratory | RRID:IMSR_JAX:001303                  |
| Mouse: Col1a2-rtTA (backcrossed to C57BL6)                                                              | This paper         | N/A                                   |
| Mouse: TetO7-Prrx1-Luciferase (backcrossed to C57BL6)                                                   | This paper         | N/A                                   |
| Oligonucleotides                                                                                        |                    |                                       |
| shRNA targeting Prrx1-1<br>5'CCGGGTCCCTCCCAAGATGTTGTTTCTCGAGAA<br>ACAACATCTTGGGAGGGACTTTTTG 3' Forward  | This paper         | N/A                                   |
| shRNA targeting Prrx1-2<br>5'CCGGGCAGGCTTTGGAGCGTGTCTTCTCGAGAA<br>GACACGCTCCAAAGCCTGCTTTTTG 3' Forward  | This paper         | N/A                                   |
| shScrbl control for Prrx1:<br>5'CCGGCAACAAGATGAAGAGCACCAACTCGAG<br>TTGGTGCTCTTCATCTTGTGTTTTTG3' Forward | This paper         | N/A                                   |
| Mouse Postn Forward :<br>5' TGGTATCAAGGTGCTATCTGCG 3' Forward                                           | This paper         | N/A                                   |
| Mouse Postn Reverse :<br>5' AATGCCCAGCGTGCCATAA 3' Forward                                              | This paper         | N/A                                   |
| Mouse Wnt5a Forward :<br>5' CAACTGGCAGGACTTTCTCAA 3' Forward                                            | This paper         | N/A                                   |
| Mouse Wnt5a Reverse :<br>5' CCTTCTCCAATGTACTGCATGTG 3' Forward                                          | This paper         | N/A                                   |
| Mouse Igf1 Forward :<br>5'CACATCATGTCGTCTTCACACC3' Forward                                              | This paper         | N/A                                   |
| Mouse Igf1 Reverse :<br>5' GGAAGCAACACTCATCCACAATG3' Forward                                            | This paper         | N/A                                   |
| Mouse Adamts2 Forward :<br>5'GAGACGTGGCAGACTTACCTA3' Forward                                            | This paper         | N/A                                   |
| Mouse Adamts2 Reverse :<br>5'CCAGAGGTTTCGATAAAGAACTCC3' Forward                                         | This paper         | N/A                                   |
| Mouse Aldh1a3 Forward :<br>5'ATCAACAACGACTGGCAGCAA3' Forward                                            | This paper         | N/A                                   |
| Mouse Aldh1a3 Reverse :<br>5' CACATCGGGCTTATCTCCTTC3' Forward                                           | This paper         | N/A                                   |
| Mouse Tgfb2 Forward :<br>5'CTTCGACGTGACAGACGCT3' Forward                                                | This paper         | N/A                                   |
| Mouse Tgfb2 Reverse :<br>5'GCAGGGGCAGTGTAAGTATT3' Forward                                               | This paper         | N/A                                   |
| Mouse Cdh1 Forward :<br>5'CAGTTCCGAGGTCTACACCTT3' Forward                                               | This paper         | N/A                                   |
| Mouse Cdh1 Reverse :<br>5'TGAATCGGGAGTCTTCGAAAA3' Forward                                               | This paper         | N/A                                   |
| Mouse Vimentin Forward :<br>5'CGTCCACACGCACCTACAG3' Forward                                             | This paper         | N/A                                   |

|                                                               |                                                   |                                                                                                                               |
|---------------------------------------------------------------|---------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------|
| Mouse Vimentin Reverse :<br>5'GGGGGATGAGGAATAGAGGCT3' Forward | This paper                                        | N/A                                                                                                                           |
| Mouse Tgfb1 Forward :<br>5'CCACCTGCAAGACCATCGAC3' Forward     | This paper                                        | N/A                                                                                                                           |
| Mouse Tgfb1 Reverse :<br>5'CTGGCGAGCCTTAGTTTGGAC3' Forward    | This paper                                        | N/A                                                                                                                           |
| Mouse Fn1 Forward :<br>5' ATGTGGACCCCTCCTGATAGT3' Forward     | This paper                                        | N/A                                                                                                                           |
| Mouse Fn1 Reverse :<br>5'GCCCAGTGATTTTCAGCAAAGG3' Forward     | This paper                                        | N/A                                                                                                                           |
| Mouse GAPDH Forward :<br>5' AATGGATTGGACGCATTGGT3' Forward    | This paper                                        | N/A                                                                                                                           |
| Mouse GAPDH Reverse :<br>5' TTTGCACTGGTACGTGTTGAT3' Forward   | This paper                                        | N/A                                                                                                                           |
| Mouse Prrx1 Forward :<br>5' GAGCGTGTCTTTGAGCGGA3' Forward     | This paper                                        | N/A                                                                                                                           |
| Mouse Prrx1 Reverse :<br>5' CATGTGGCAGAATAAGTAGCCAT3' Forward | This paper                                        | N/A                                                                                                                           |
| <b>Recombinant DNA</b>                                        |                                                   |                                                                                                                               |
| pFU-Luc2-GFP                                                  | Gambhir<br>Laboratory<br>(Stanford<br>University) | N/A                                                                                                                           |
| pHR.CMV.FLAG.IRES.Hygro                                       | Yeo <i>et. al.</i> <sup>11</sup>                  | N/A                                                                                                                           |
| pHR.CMV.Prrx1a.IRES.Hygro                                     | Yeo <i>et. al.</i> <sup>11</sup>                  | N/A                                                                                                                           |
| pHR.CMV.Prrx1b.IRES.Hygro                                     | Yeo <i>et. al.</i> <sup>11</sup>                  | N/A                                                                                                                           |
| pLVeGFP.Basic.puro                                            | Yeo <i>et. al.</i> <sup>11</sup>                  | N/A                                                                                                                           |
| pLVeGFP.hPRRX1.puro                                           | This paper                                        | N/A                                                                                                                           |
| lentiCRISPRV2_tdTomato                                        | This paper                                        | N/A                                                                                                                           |
| lentiCRISPRV2_tdTomato_sgPrrx1                                | This paper                                        | N/A                                                                                                                           |
| <b>Software and Algorithms</b>                                |                                                   |                                                                                                                               |
| Trimmomatic                                                   | Bolger <i>et. al.</i> <sup>12</sup>               | <a href="http://www.usadellab.org/cms/index.php?page=trimmomatic">http://www.usadellab.org/cms/index.php?page=trimmomatic</a> |
| Bowtie                                                        | Langmead <i>et. al.</i> <sup>13</sup>             | <a href="http://bowtie-bio.sourceforge.net/index.shtml">http://bowtie-bio.sourceforge.net/index.shtml</a>                     |
| MACS2                                                         | Zhang <i>et. al.</i> <sup>14</sup>                | <a href="https://github.com/macs3-project/MACS">https://github.com/macs3-project/MACS</a>                                     |
| ROSE                                                          | Whyte <i>et. al.</i> <sup>15</sup>                | <a href="http://younglab.wi.mit.edu/super_enhancer_code.html">http://younglab.wi.mit.edu/super_enhancer_code.html</a>         |
| Coltron                                                       | Lin <i>et. al.</i> <sup>16</sup>                  | <a href="https://pypi.org/project/coltron/">https://pypi.org/project/coltron/</a>                                             |
| Samtools                                                      | Li <i>et. al.</i> <sup>17</sup>                   | <a href="https://github.com/samtools/">https://github.com/samtools/</a>                                                       |
| Bedtools                                                      | Quinlan <i>et. al.</i> <sup>18</sup>              | <a href="https://github.com/arq5x/bedtools2">https://github.com/arq5x/bedtools2</a>                                           |
| Homer                                                         | Heinz <i>et. al.</i> <sup>19</sup>                | <a href="http://homer.ucsd.edu/homer/">http://homer.ucsd.edu/homer/</a>                                                       |

|                                        |                                          |                                                                                                                                                           |
|----------------------------------------|------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Integrative Genomics Viewer            | Robinson <i>et al.</i> <sup>20</sup>     | <a href="http://software.broadinstitute.org/software/igv/">http://software.broadinstitute.org/software/igv/</a>                                           |
| DeepTools                              | Ramírez <i>et al.</i> <sup>21</sup>      | <a href="https://github.com/deeptools/deepTools/blob/develop/docs/index.rst">https://github.com/deeptools/deepTools/blob/develop/docs/index.rst</a>       |
| EnrichR                                | Kuleshov <i>et al.</i> <sup>22</sup>     | <a href="https://cran.r-project.org/web/packages/enrichR/index.html">https://cran.r-project.org/web/packages/enrichR/index.html</a>                       |
| DiffBind                               | Ross-Innes <i>et al.</i> <sup>23</sup>   | <a href="https://www.bioconductor.org/packages/release/bioc/html/DiffBind.html">https://www.bioconductor.org/packages/release/bioc/html/DiffBind.html</a> |
| STAR                                   | Dobin <i>et al.</i> <sup>24</sup>        | <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a>                                                                         |
| HTSeq                                  | Anders <i>et al.</i> <sup>25</sup>       | <a href="https://htseq.readthedocs.io/en/master/overview.html">https://htseq.readthedocs.io/en/master/overview.html</a>                                   |
| fgsea                                  | Sergushichev <i>et al.</i> <sup>26</sup> | <a href="https://bioconductor.org/packages/release/bioc/html/fgsea.html">https://bioconductor.org/packages/release/bioc/html/fgsea.html</a>               |
| GSVA                                   | Hänzelmann <i>et al.</i> <sup>27</sup>   | <a href="https://www.bioconductor.org/packages/release/bioc/html/GSVA.html">https://www.bioconductor.org/packages/release/bioc/html/GSVA.html</a>         |
| Cell Ranger                            | Zheng <i>et al.</i> <sup>28</sup>        | <a href="https://support.10xgenomics.com/single-cell-gene-expression/">https://support.10xgenomics.com/single-cell-gene-expression/</a>                   |
| Seurat                                 | Hao <i>et al.</i> <sup>29</sup>          | <a href="https://satijalab.org/seurat/index.html">https://satijalab.org/seurat/index.html</a>                                                             |
| CellAssigner                           | Zhang <i>et al.</i> <sup>30</sup>        | <a href="https://github.com/Irrationone/cellassign">https://github.com/Irrationone/cellassign</a>                                                         |
| NicheNetR                              | Browaeys <i>et al.</i> <sup>31</sup>     | <a href="https://github.com/saeyslab/nichenetR">https://github.com/saeyslab/nichenetR</a>                                                                 |
| DESeq2                                 | Love <i>et al.</i> <sup>32</sup>         | <a href="https://bioconductor.org/packages/release/bioc/html/DESeq2.html">https://bioconductor.org/packages/release/bioc/html/DESeq2.html</a>             |
| R                                      | N/A                                      | <a href="https://www.r-project.org/">https://www.r-project.org/</a>                                                                                       |
| Reagent or Resource                    |                                          |                                                                                                                                                           |
| Fast sybr green master mix             | Applied Biosystems                       | Cat# 4385617                                                                                                                                              |
| Rneasy Plus Mini Kit                   | Qiagen                                   | Cat# 74134                                                                                                                                                |
| Chromium Single Cell 3' v2 reagent kit | 10x Genomics                             | PN-120237                                                                                                                                                 |
| NEBNext® Ultra™ DNA Library Prep Kit   | New England Biolabs                      | E7370L                                                                                                                                                    |
| TruSeq RNA Sample Preparation kit      | Illumina                                 | RS-121-2001                                                                                                                                               |

## **Supplementary methods**

### **Single cell RNA-Seq (scRNA-seq) and Data Analysis**

#### **Collect seven single cell RNA seq data from public database**

The several scRNA-seq datasets used for this study are published and publicly available. We obtained the human colorectal cancer datasets<sup>1</sup> from Gene Expression Omnibus (GEO) with accession GEO: GSE132465 and GEO: GSE144735. The human lung cancer datasets<sup>2</sup> obtained from ArrayExpress: E-MTAB-6149, E-MTAB-6653. The human ovarian cancer datasets<sup>3</sup> were derived from ArrayExpress: E-MTAB-8107. The human stomach cancer datasets<sup>5</sup> were derived from the database of Genotypes and Phenotypes (dbGaP) with accession dbGAP: phs001818.v1.p.1. The expression data for human skin cancer datasets<sup>4</sup> and human head and neck cancer datasets<sup>7</sup> obtained from GEO with accession GEO: GSE144240 and GEO: GSE103322, respectively. Also, we obtained the human pancreatic cancer datasets<sup>6</sup> from Genome Sequence Archive (GSA) with accession GSA: CRA001160.

#### **Preprocessing scRNA-seq and data**

Single cell RNA sequencing (scRNA-seq) was performed from mouse wound tissue after 10days post wound using 10X Chromium 3' v2 chemistry. The raw scRNA-seq reads were aligned to the *Mus musculus* reference genome, mm10, using cellranger v3.1.0 pipeline from 10X genomics. For the initial quality control, we removed cells with fewer than 200 detected genes and genes expressed in fewer than 3 cells. In addition, we discarded apoptotic cells expressing more than 5% mitochondrial transcripts since they are regarded as low-quality cells. After filtering, 2,519 cells were used for further analysis. For each cell, log-normalization was performed by scaling to a constant total read count per cell (100,000) and log-transformation. For visualization, we performed principal component analysis with 2,000 highly variable genes for initial dimensionality reduction and performed T-distributed stochastic neighbor embedding (tSNE) and Uniform Manifold Approximation and Projection (UMAP) to reduce PCA dimensions into 2D space. All of these aforementioned analyses were performed using Seurat v4.0.0 package in R (v 3.6.3)<sup>33</sup>.

#### **Probabilistic single cell annotation for 11 cell types in eight tissue**

We use the hierarchical statistical framework CellAssign<sup>30</sup> (version 0.99.16) to calculate the probability that each cell belongs to a cell type. Previously used markers collected in previous studies were used<sup>34</sup>. The following list of genes was used for single cell annotation. BANK1, CD79A, CD79B, FCER2, FCRL2, FCRL5, MS4A1, PAX5, POU2AF1, STAP1, TCL1A (B cell); ADAM33, CLDN11, COL1A1, COL3A1, COL14A1, CRISPLD2, CXCL14, DPT, F3, FBLN1, ISLR, LUM, MEG3, MFAP5, PRELP, PTGIS, SFRP2, SFRP4, SYNPO2, TMEM119 (Fibroblast); ANKRD55, DGKA, FOXP3, NT4, IL2RA, MDS2, RCAN3, TBC1D4, TRAT1 (CD4 T cell);

CD8B, HAUS3, JAKMIP1, NAA16, TSPYL1 (CD8 T cell); CDH5, CLDN5, CLEC14A, CXorf36, ECSCR, F2RL3, FLT1, FLT4, GPR4, GPR182, KDR, MMRN1, MMRN2, MYCT1, PTPRB, RHOJ, SLCO2A1, SOX18, STAB2, VWF (Endothelial cell); APOC1, C1QC, CD14, CD163, CD300C, CD300E, CSF1R, F13A1, FPR3, HAMP, IL1B, LILRB4, MS4A6A, MSR1, SIGLEC1, VSIG4 (Macrophage); CD33, CD300C, CD300E, CECR1, CLEC6A, CPVL, EGR2, EREG, MS4A6A, NAGA, SLC37A2 (Monocyte); CEACAM3, CNTNAP3, CXCR1, CYP4F3, FFAR2, HIST1H2BC, HIST1H3D, KY, MMP25, PGLYRP1, SLC12A1, TAS2R40 (Neutrophils); CD160, CLIC3, FGFBP2, GNLY, GNPTAB, KLRF1, NCR1, NMUR1, S1PR5, SH2D1B (NK cell); BCL11B, CD5, CD28, IL7R, ITK, THEMIS, UBASH3A (T cell). Next, the cell-specific size factors in the R package were calculated from the formula found by the function found in the scarn package (version 1.12.1). Probability was assigned to each cell type for the annotated entities.

### **Identifying PRRX1 as the most specific TF for activated CAF of activated CAFs**

To find out highly correlated TF with activated CAF, we used the annotated scRNA-seq. First, we identified differentially expressed genes between normal fibroblasts (NFs) and cancer associated fibroblasts (CAFs) using ‘FindAllMarkers’ function with default parameters in Seurat<sup>33</sup>. Second, we selected only the six TFs among common DEGs. Third, Pearson Correlation Coefficient (PCC) between expression level of the six TFs and activated fibroblast scores were calculated. Finally, we selected the TF of the highest PCC.

### **Preparation of scRNA-seq isolated from mouse wound tissue**

Adult wild type mice (Balb/c) were used for these scRNA-seq. 12mm biopsy punch skin wound was placed on the dorsal of mice. After 10 days(at day10 post wound), tissue of wound area were excised. The tissue were cut into small pieces, minced with scalpels and dissociated with DMEM/F-12 serum medium containing collagenase I in a 37°C for 12hrs using an shaker. Cells from wound tissue were transferred to a 50ml tube, and the dead cells were removed using ficoll separation. For scRNA sequencing and processing, 3' single cell RNA sequencing was performed using single cell A chip kit, Single Cell 3' Library and Gel Bead Kit V2, and i7 Multiplex Kit (10x Genomics, Pleasanton, CA, USA) following the manufacturer's user guide. Library was sequenced on the Illumina HiSeq2500 platform

### **Unsupervised trajectory using single cell RNA-seq using monocle2**

We used monocle2<sup>35</sup> to construct single cell trajectories. First, we filtered low-quality genes that are expressed in less than 0.1% cells of the data set. Then we divided the cells into PRRX1-high (+) and low (-) group according to PRRX1 gene expression level using bimodal test and performed differential expression analysis between PRRX1-high (+) and low (-) group. Next, we selected set of genes to order cells based on p-value of differential expression analysis. Finally, we reduced the high-dimensional space into two dimensions using DDRTree algorithm and ordered the cells according to pseudotime. We visualized module scores and gene expression levels in the unsupervised trajectory by mapping colors to each cell according to their values.

### **Computing module score of specific feature signatures in scRNA-seq data using Seurat's addmoduleScore function**

We calculated the module scores of single-cell RNA seq data using the 'AddModuleScore' function in Seurat. A module score is the average expression levels of genes associated with a specific feature in a particular single cell minus that of a randomly selected control group. A high module score suggests that genes in a specific feature are expressed more highly in a particular single cell than expected. Using the 'AddModuleScore' function, we calculated fibroblast activation score using gene set associated with fibroblast activation<sup>36</sup>, ECM organization score using genes in GO\_EXTRACELLULAR\_MATRIX, and Myofibroblast like score using genes in GO\_REGULATION\_OF\_SUPRAMOLECULAR\_FIBER\_ORGANIZATION in the Molecular Signatures Database (MSigDB)<sup>37</sup>.

### **Construction of cell-cell interaction networks between CAFs and cancer cells isolated from eight cancer tissues**

To identify activated ligands between sender cells (High PRRX1-expressing and low PRRX1-expressing CAFs) and receiver cells (various cancer cells), NicheNet was employed to predict the activated ligands from the scRNA-seq data. To identify only activated ligands, NicheNet uses the knowledge-based prior model of potential ligand-target regulatory networks. It then predicts the influence of each ligand over the expression of receiver cells. To run NicheNet, DEGs between activated cells and inactivated cells in receiver cell types (various cancer cells isolated eight cancer tissues) were screened first using the FindMarker function in Seurat with default parameters. The predict\_ligand\_activities function in NicheNet was then used with the identified DEGs to predict the ligands bound to receiver cells.

### **Copy number analysis of sc-RNA-seq data**

To identify aneuploid and diploid cells, we used the CopyKAT algorithm to calculate DNA copy number alteration from scRNA-seq data<sup>38</sup>.

## **Bulk RNA Sequencing and Data Analysis**

### **Library preparation**

Sequencing libraries were prepared using TruSeq RNA Sample Preparation kit v2 (Illumina). After pooled libraries were denatured, sequencing of each library was carried out using the 100 bp paired-end mode of the TruSeq Rapid PE Cluster Kit and TruSeq Rapid SBS Kit with HiSeq 2500 (Illumina Technologies., USA).

### **Alignment and pre-processing of Bulk RNA-seq data**

To quantify total RNA of murine fibroblasts and human CAFs, we prepared Sequencing libraries using TruSeq RNA Sample Preparation kit v2 (Illumina., USA). After pooled libraries

were denatured, sequencing of each library was carried out using the 100 bp paired-end mode of the TruSeq Rapid PE Cluster Kit and TruSeq Rapid SBS Kit with HiSeq 2500 (Illumina Technologies., USA). The prepared RNA-seq data were trimmed using Trimmomatic version 0.39<sup>12</sup>. The trimmed reads were aligned to the mm10 reference genome using STAR version 2.7.7a<sup>24</sup> with the default parameter. The mapped reads were indexed and sorted by samtools version 1.7<sup>17</sup>. Then HTSeq version 0.12.4<sup>25</sup> was used to quantify read coverage per gene. 

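HTSeq assigns an aligned read to a gene when it overlaps the exons of that gene alone, so reads shared by genes with nearly identical copies are lost or divided according to settings that the paper's text does not name. Between 14219 and 15606 genes per culture had at least 1 count. The 20 largest genes of each culture took between 6.85 and 10.6% of its counts. Values from 1 to 20 were even more often than odd in every group, from 52.1% of values in sgPrrx1 wound-healing fibroblasts to 58.2% in WT MEF. Gene names in the counts were matched to reference symbols for 23523 genes in MEF, with 865 more matched through an older symbol and 144 left unmatched.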

For all human CAFs RNA seq data we also performed the alignment pipeline (Trimmomatic – STAR – HTSeq) with hg38 reference genome. Next, Batch-effect corrections were performed by ComBat-seq<sup>39</sup>.

### **GSVA analysis of three types of fibroblasts**

Gene set enrichment was implemented using the R package ‘GSVA’ (function gsva - arguments: method = “gsva”)<sup>27</sup>. By using a non-parametric unsupervised way of gene set enrichment, the relative enrichment of cell signatures of interest across the samples is computed. The result is GSVA enrichment scores of gene-set by sample matrix which are approximately normally distributed. GSVA generates enrichment score for each of gene sets such as GO EXTRACELLULAR MATRIX COMPONENT, GO EXTRACELLULAR MATRIX", GO EXTRACELLULAR MATRIX ASSEMBLY, GO EXTRACELLULAR STRUCTURE ORGANIZATION, REACTOME EXTRACELLULAR MATRIX ORGANIZATION, GO EXTRACELLULAR MATRIX STRUCTURAL CONSTITUENT CONFERRING TENSILE STRENGTH, GO CELL GROWTH, GO GROWTH FACTOR BINDING, HALLMARK ANGIOGENESIS, GO WOUND HEALING in the Molecular Signatures Database (MSigDB) with default parameters.

### **GSEA analysis of nine human CAFs with gene set of ‘Cluster A’ core regulatory circuit**

Gene set enrichment analysis (GSEA) was performed using fgsea (fast GSEA) R-package with default parameters. For the enrichment analysis, we used ‘Cluster A’ gene set which is 174 genes whose enhancer contain motif of 10 TFs of ‘Cluster A’ core regulatory circuit (CRC). (‘Cluster A’ gene set : ADTRP, AHR, AKAP6, ARAF, ARID1A, ARID5B, ARNTL, BACH1, BCAS3, BHLHE40-AS1, BNC2, BTF3, C11orf68, CCDC85B, CLIC5, CREB3L1, CREB3L2, CUEDC1, DGKI, DLX2, DOK1, E2F7, EBF2, EBF3, EFCAB1, ETS1, FLJ22447, FOSL1, FOSL2, FOXC2, FOXL1, FOXO3, FOXP1, GAP43, GATA6, GATA6-AS1, GDF15, GLIS3, GLIS3-AS1, HIC1, HIF1A, HIF1A-AS2, HIVEP2, HLX, HM13-AS1, HNRNPA3, HOOK2, HOTAIRM1, HOXA2, HOXA3, HOXA4, HOXA-AS3, HOXB1, HOXB2, HOXB3, HOXB-AS1, HOXC4, HOXC6, HOXC8, ID2, ID3, JUN, JUNB, KCNJ15, KLF10, KLF4, KLF6, KLF7, KLF9, LINC00111, LINC00330, LINC00673, LINC00862, LINC00954, LINC01121, LINC01135, LINC01312, LINC01829, LINC01940, LOC100130880, LOC100505716, LOC100505795, LSM4, M1AP, MAPKAP1, MAX, MDS2, MEF2A, MEF2D, MEIS1, MEIS2, MIR1204, MIR2355, MIR3128, MIR3188, MIR3194, MIR4529, MIR4708, MIR5197, MIR548AV, MLXIP, MNT, MRPS23, MSL1, NAV2, NAV3, NFE2L1, NFIB, NKX2-6, NPAS2, NPAS3, NR1D1, NR2F2, NR3C1,

NR3C2, OACYLP, OSR1, PCAT1, PIGV, POU5F1B, PRDM1, PRDM8, PRKCH, PRRX1, PVT1, RARA, RARB, RERE, RNU6-16P, RREB1, RUNX1, RUNX2, SENCER, SGSM2, SKAP1, SMAD3, SMAD6, SMG6, SNAI2, SNAPC1, SNX13, SOX4, SOX9, SPIDR, STAT1, STAT4, STC1, SUMO1P1, TBX18, TCF12, TCF4, TCF7L2, TEAD1, TEX41, THRA, TMEM174, TNXB, TOM1L2, TOX2, TRPS1, VXN, ZBTB20, ZBTB38, ZBTB7A, ZEB2, ZEB2-AS1, ZFHX3, ZFHX4, ZFHX4-AS1, ZHX2, ZNF217, ZNF281, ZNF41, ZNF469)

### **Optimal cutoff of PRRX1 expression value for overall survival analysis**

We determine the optimal cutpoint for prrx1 expression value using the maximally selected rank statistics from the 'maxstat' R package<sup>40</sup>. This was chosen a value of a cutpoint that correspond to the most significant relation with survival for possible cut-off points. The possible cut-off points was used in the range of 20th percentile to 80 percentil of prrx1 expression value.

### Supplementary Fig. 1

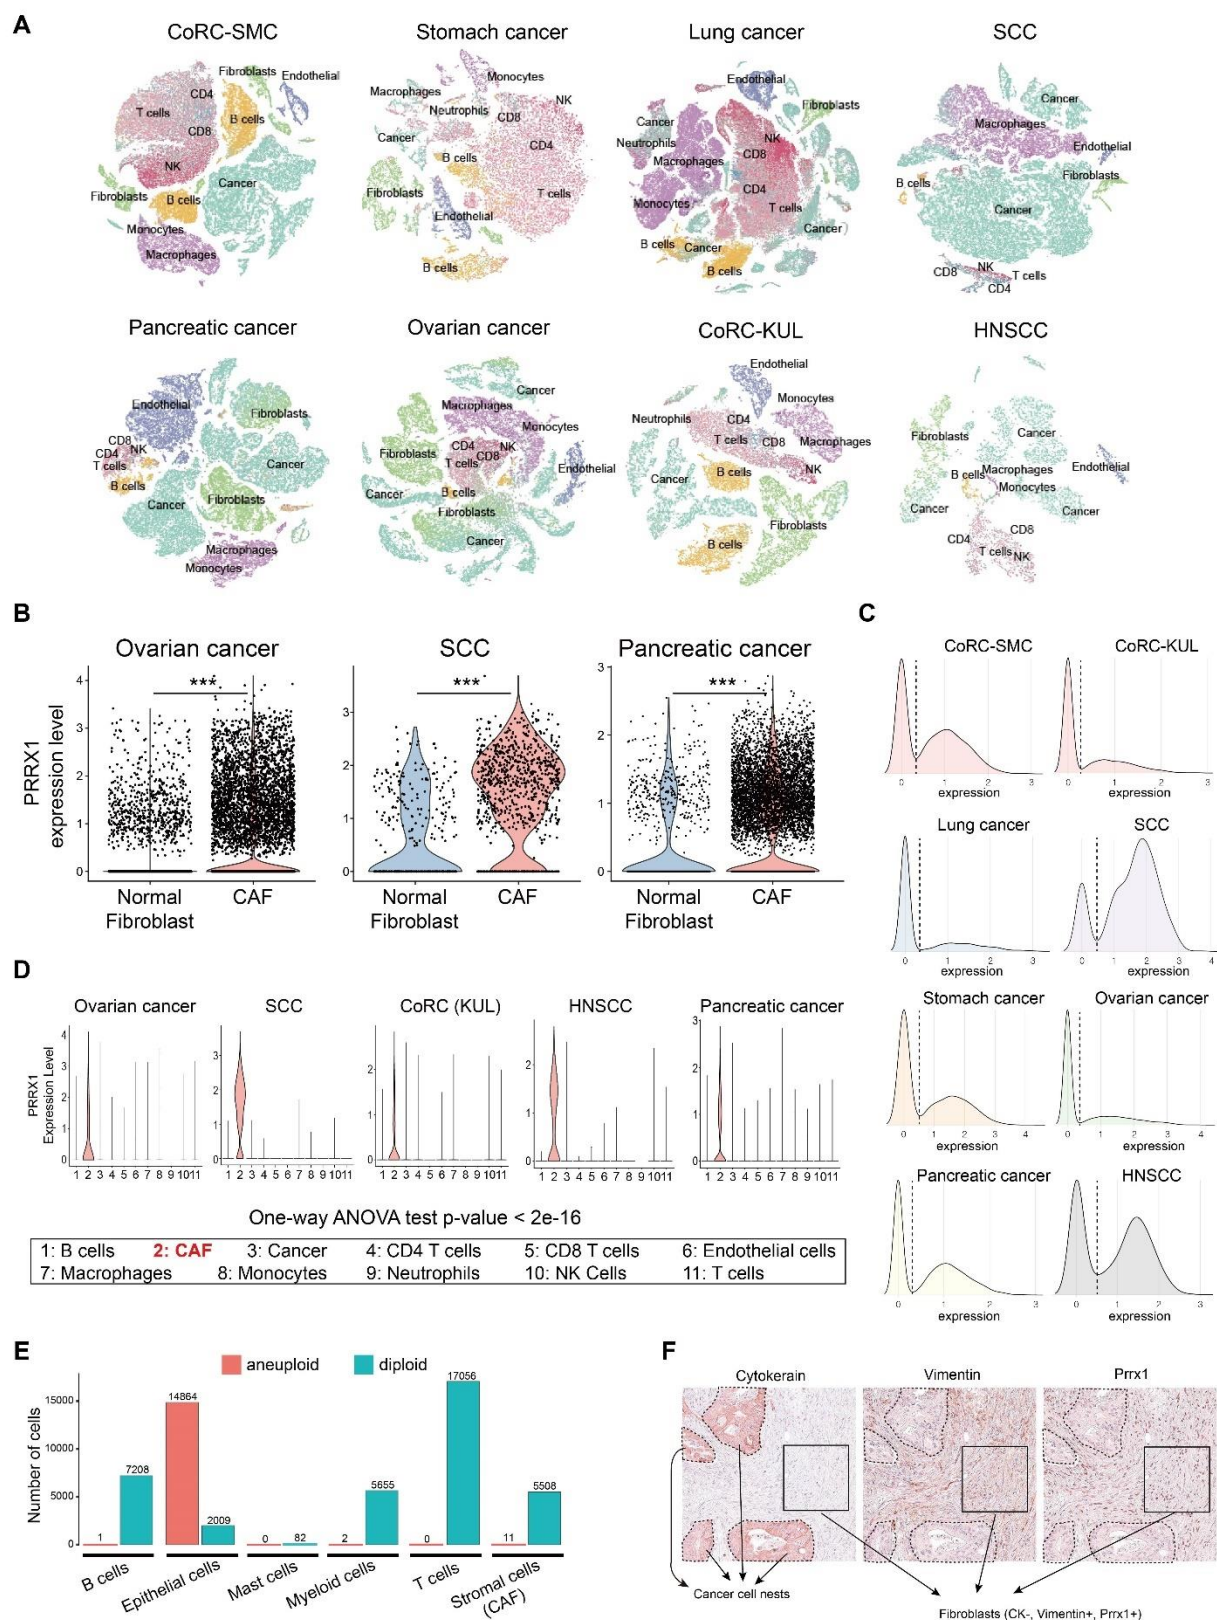

**Supplementary Figure 1. *t*-SNE plots and correlation plots of single-cell RNA-seq obtained from total 8 dataset from 7 organs.** (A) *t*-SNE plots colored by cell types designated by Cell Assign. We annotated individual cells for 11 cell types (B cells, fibroblasts, cancer cells, CD4 T cells, CD8 T cells, endothelial cells, macrophages, monocytes, neutrophils, NK cells, and T cells) in each of the eight datasets [colorectal cancer-SMC (CoRC-SMC), Stomach cancer, Lung cancer, Skin squamous cell carcinoma (SCC), Pancreatic cancer, Ovarian cancer, colorectal cancer -KUL (CoRC-KUL), Head & neck squamous cell carcinoma (HNSCC)]. (B) The level of *PRRX1* expression is illustrated in normal fibroblasts and cancer-associated fibroblasts (CAFs) using scRNA-seq datasets of ovary (n=8891), skin (n=812), and pancreas (n=8513) ( $p$  value was calculated using two-sided Wilcoxon rank-sum test: \*\*\*  $p < 2e-16$ ). (C) Ridge plots show the criteria for dividing CAFs in *PRRX1* high (+) and low (-). (D) Analysis of scRNA-seq dataset revealed that *PRRX1* expression is highly restricted to CAFs among 11 cell types of ovarian, skin, pancreatic, colorectal, and head & neck squamous cell carcinoma (one-way ANOVA,  $p < 2e-16$ ). (E) Single cells from the scRNA-seq data were classified into aneuploid or diploid cells using CopyKAT algorithm. From these results, most of the aneuploid cells were cancer cells. Among the CAF cells, only 11 out of 5508 cells were aneuploid, indicating that CAFs derived from cancer cells were extremely rare. (F) Pan-cytokeratin, vimentin, and Prrx1 immunohistochemistry showed that Prrx1+/vimentin+ fibroblast with spindle shape in tumor stroma was not associated with cytokeratin + epithelial cancer cells. Images are representative of three tissue samples. Source data are provided as a Source Data file.

## Supplementary Fig. 2

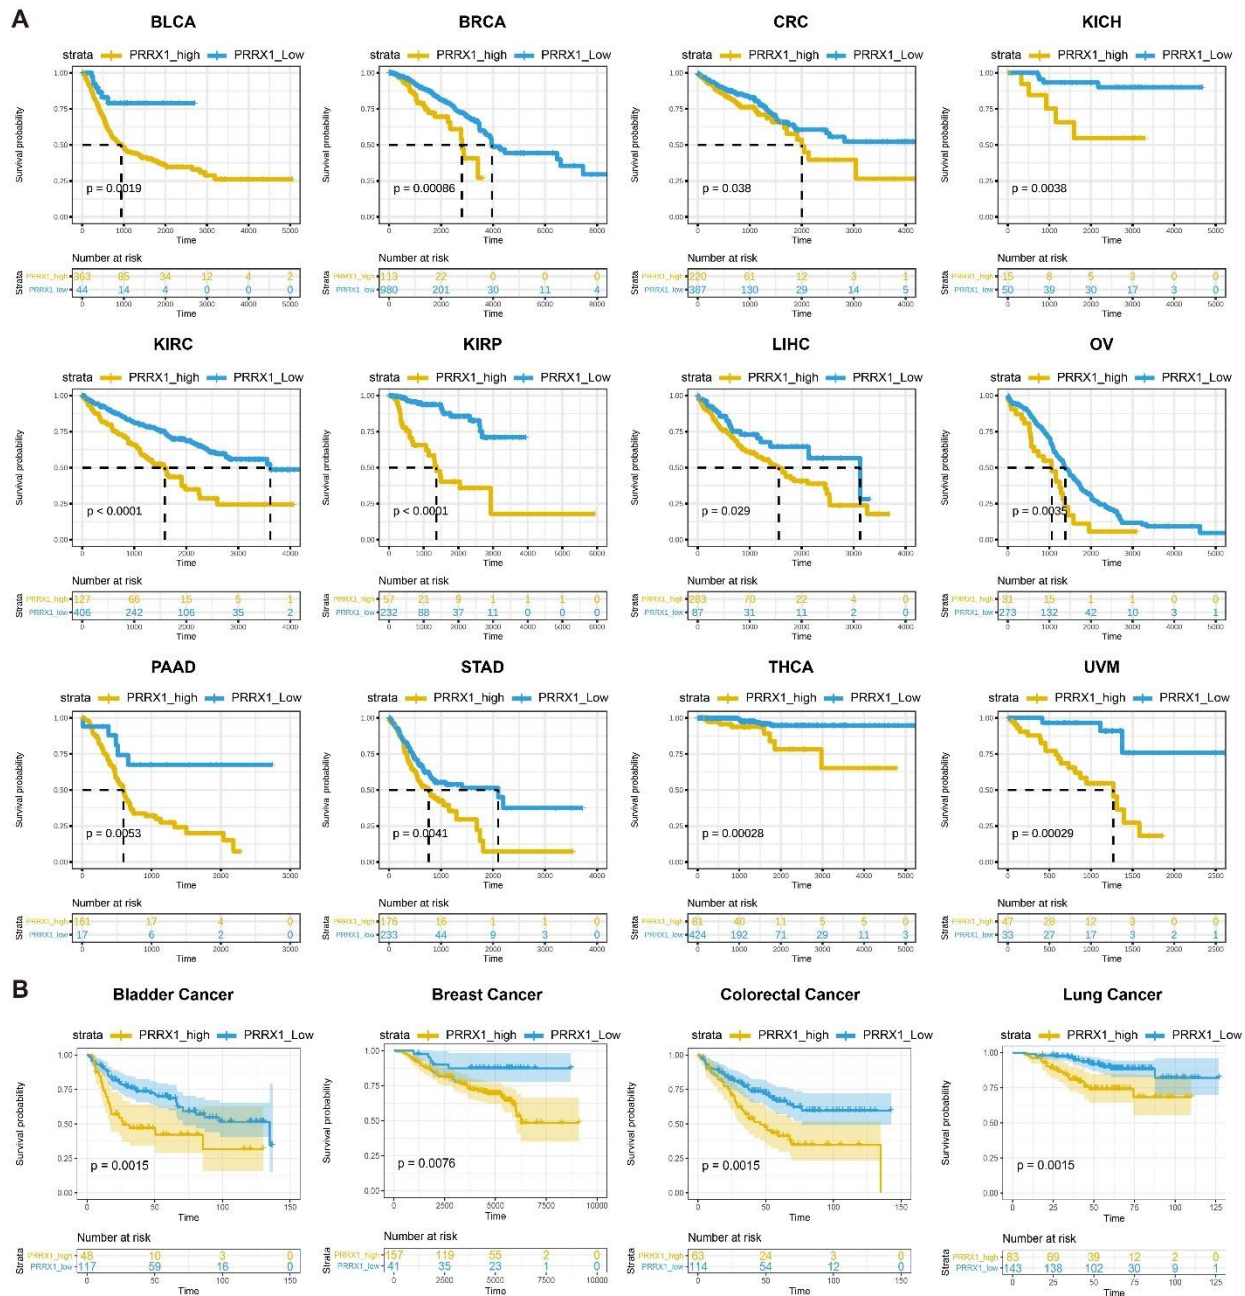

**Supplementary Figure 2. Survival analysis identifies *PRRX1* expression level as a potential prognostic marker in multiple cancers (related to Figure 1F). (A) Survival analysis in TCGA patients. We clustered the patients into high- and low-*PRRX1* groups and performed a Kaplan-Meier plot with log-rank test (see Supplementary Methods for the more details). The survival of the high-*PRRX1* group was significantly lower than that of the low-*PRRX1* group in 12 cancer types. (B) Survival analysis in bladder (GSE13507), breast (GSE7390), colorectal (GSE17536),**

and lung (GSE31210) cancer patients. We analyzed the same as in (A) and also found that the survival of the high-PRRX1 group was significantly lower than that of the low-PRRX1 group in the four datasets. Survival curves with 95% confidence interval are provided.

**Supplementary Fig. 3**

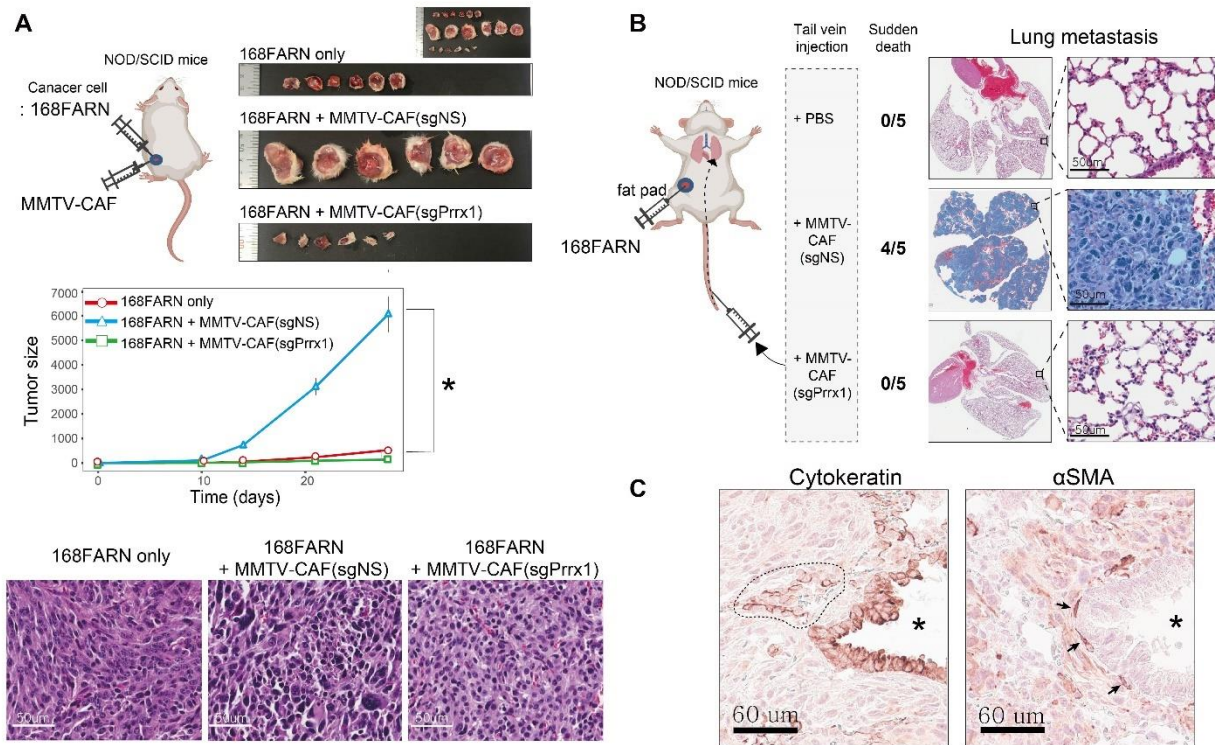

**Supplementary Figure 3. Prrx1 enhances tumor progression and metastasis of various tumor cells *in vivo* through the activation of co-implanted CAFs in immunodeficient mice.** (A) Mouse breast cancer cells (168FARN) alone or mixed with WT MMTV-CAFs (sgNS) or Prrx1-deficient MMTV-CAFs (sgPrrx1) were co-injected subcutaneously into NOD-SCID mice (n = 6 mice in each group). Error bars, SEM; *p* value was calculated using two tailed t-test: \**p* < 0.0001; Scale bar, 50 μm. (B) Cancer cells (168FARN) were injected into the mammary fat pad of NOD-SCID mice. MMTV-CAFs (sgNS or sgPrrx1) were intravenously injected into the mice (n = 5 mice in each group). PBS was used as a control. Scale bar, 50 μm. (C) CK (cytokeratin) and αSMA staining images of a representative lung metastasis. CK and αSMA were not stained in the lungs of mice injected with CAF sgprx1 into the tail vein (no lung metastases), whereas CK (as an indicator of 168FARN) and αSMA (as an indicator of MMTVCAF) were observed in the lungs of mice injected with CAF sgNS into the tail vein. Images are representative of three tissue samples. Source data and exact *p* values are provided as a Source Data file.

## Supplementary Fig. 4

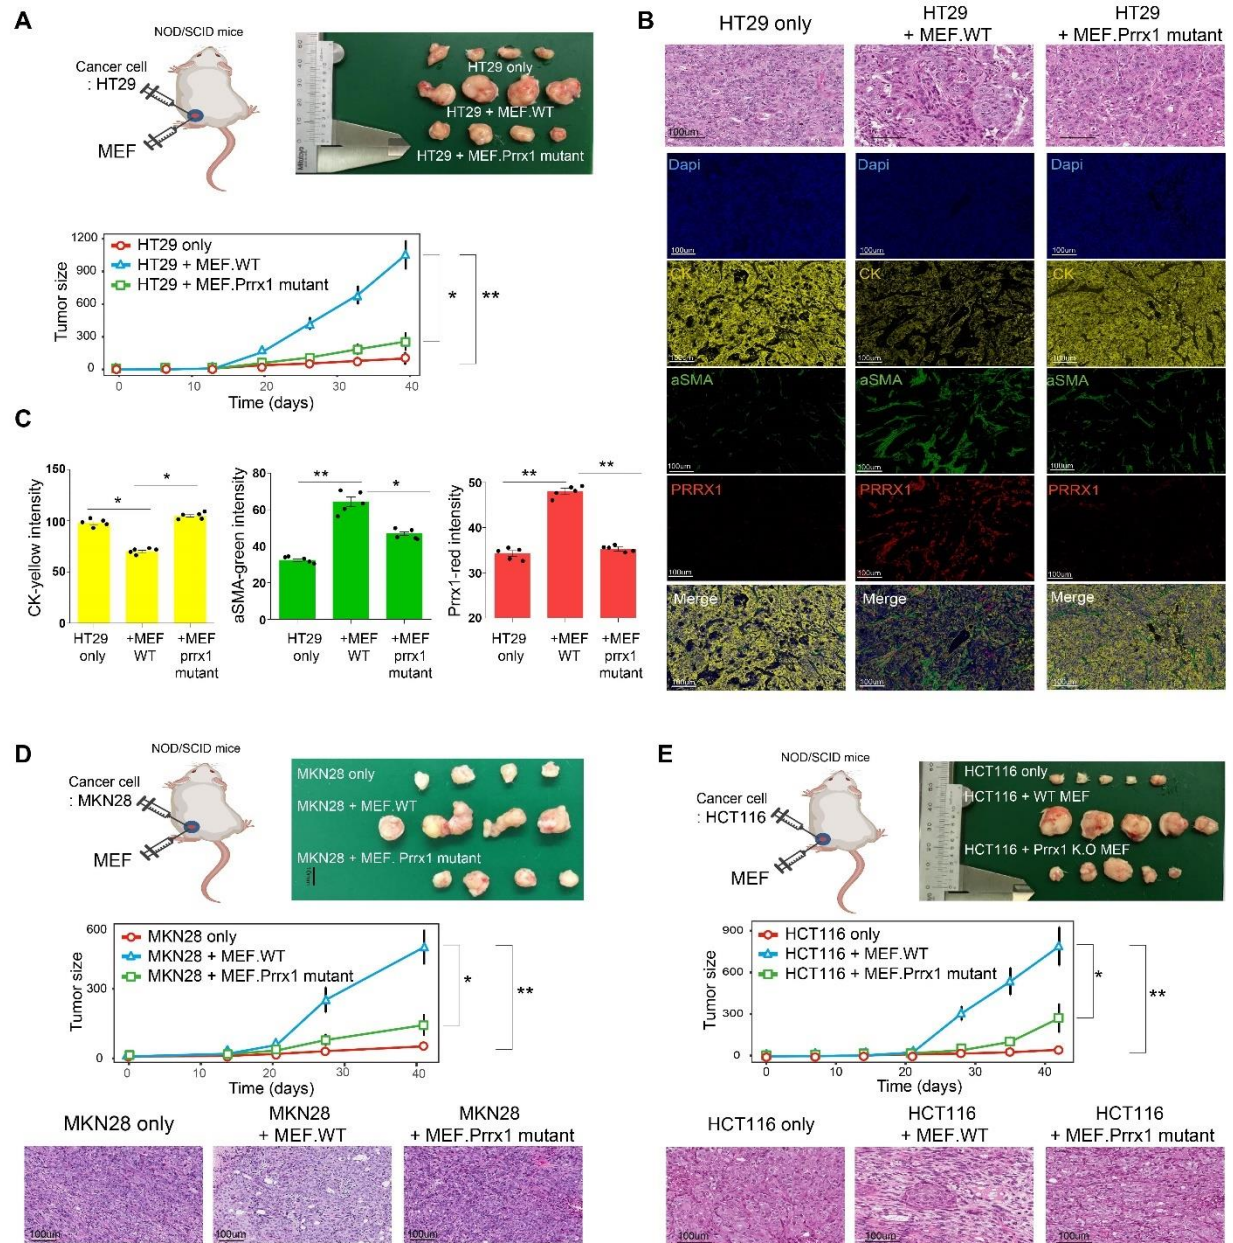

**Supplementary Figure 4. Prrx1 status in fibroblasts alters tumor progression in various co-graft mice models.** (A) HT29 human colon cancer cells alone or mixed with WT or Prrx1 mutant primary MEFs were co-injected subcutaneously into NOD/SCID mice ( $n = 4$  mice in each group) and tumor volume was measured. Error bars, SEM;  $p$  value was calculated using two tailed t-test:  $*p < 0.005$ ;  $**p < 0.001$ . (B, C) H&E and IHC staining of a representative primary tumor. IHC staining was visualized and quantified using ImageJ Fiji [DAPI (heamatoxylin)-blue,  $\alpha$ SMA-green, cytokeratin-yellow, Prrx1-red]. Scale bar, 100  $\mu$ m. Each intensity of IHC representing the

expression level of each gene was measured using ImageJ Fiji. Data are presented as the mean  $\pm$  SEM; N = 5 independent measurements (two-tailed t test: \* $p < 0.0001$ , \*\* $p < 0.0005$ ). **(D)** MKN28 human stomach cancer cells alone or mixed with WT or Prrx1 mutant primary MEFs were co-injected subcutaneously into NOD/SCID mice (n = 4 mice in each group) and tumor volume was measured. H&E images in each group are shown. Error bars, SEM;  $p$  value was calculated using two tailed t-test: \* $p < 0.01$ ; \*\* $p < 0.005$ . **(E)** HCT116 human colon cancer cells alone or mixed with WT or Prrx1 mutant primary MEFs were co-injected subcutaneously into NOD/SCID mice (n = 5 mice in each group) and tumor volume was measured. H&E images in each group are shown. Error bars, SEM;  $p$  value was calculated using two tailed t-test: \* $p < 0.05$ ; \*\* $p < 0.001$ . Source data and exact  $p$  values are provided as a Source Data file.

Supplementary Fig. 5

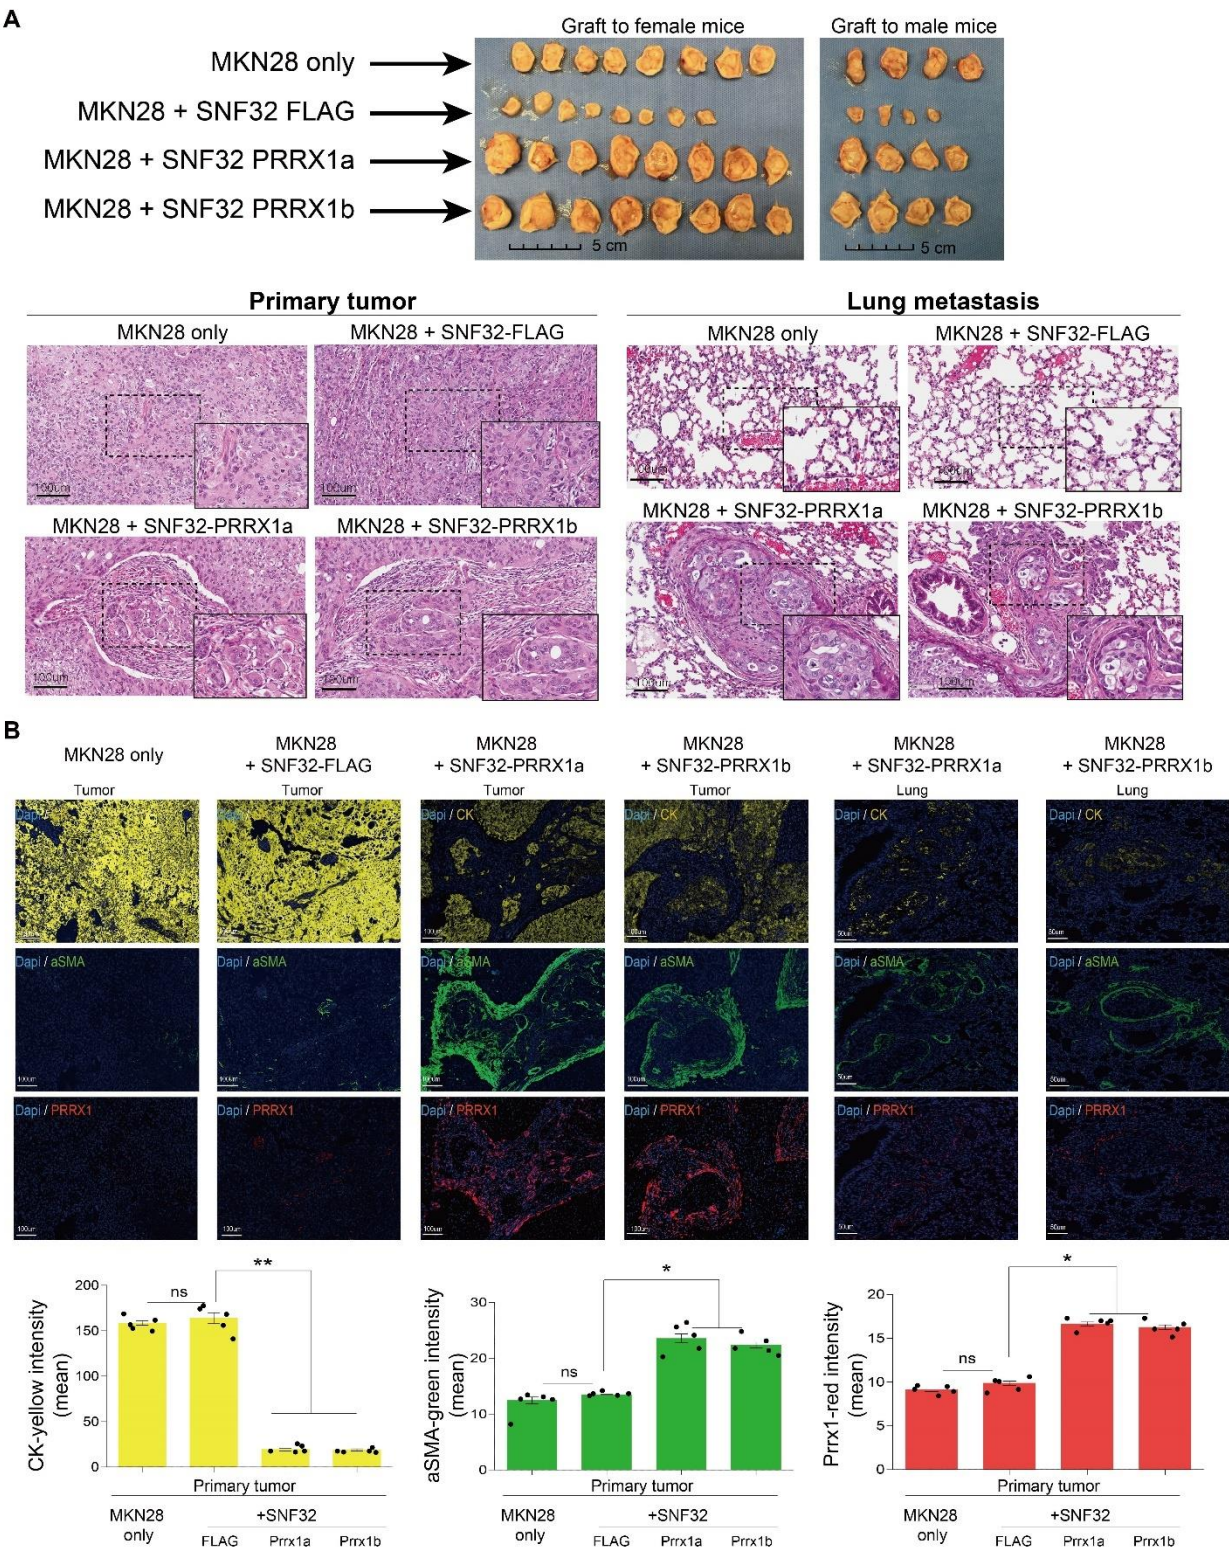

**Supplementary Figure 5. Prrx1 status in fibroblasts alters tumor progression in various co-graft mice models.** (A) MKN28 human stomach cancer cells alone or mixed with SNF32 (human stomach normal fibroblasts)-FLAG (control) or SNF32 overexpressing Prrx1a or Prrx1b were co-injected subcutaneously into both flanks of six NSG mice. n = 8 tumors per group in female mice, n=4 tumors per group in male mice (see Figure 1G-1I). Representative H&E images of primary tumor and lung metastasis are shown. (B) Immunohistochemical (IHC) staining of a representative primary tumor and lung metastasis. Visualization of IHC staining using ImageJ Fiji [DAPI (heamatoxylin)-blue,  $\alpha$ SMA-green, cytokeratin-yellow, Prrx1-red] are shown. Primary tumor images: scale bar, 100  $\mu$ m. Lung metastasis images: scale bar, 50  $\mu$ m. Each intensity of IHC representing the expression level of each gene was measured using ImageJ Fiji. Data are presented as the mean  $\pm$  SEM; n = 5 independent measurements (*p* value was calculated using two tailed t-test: \**p* < 0.05; \*\**p* < 0.001). Source data and exact p values are provided as a Source Data file.

Supplementary Fig. 6

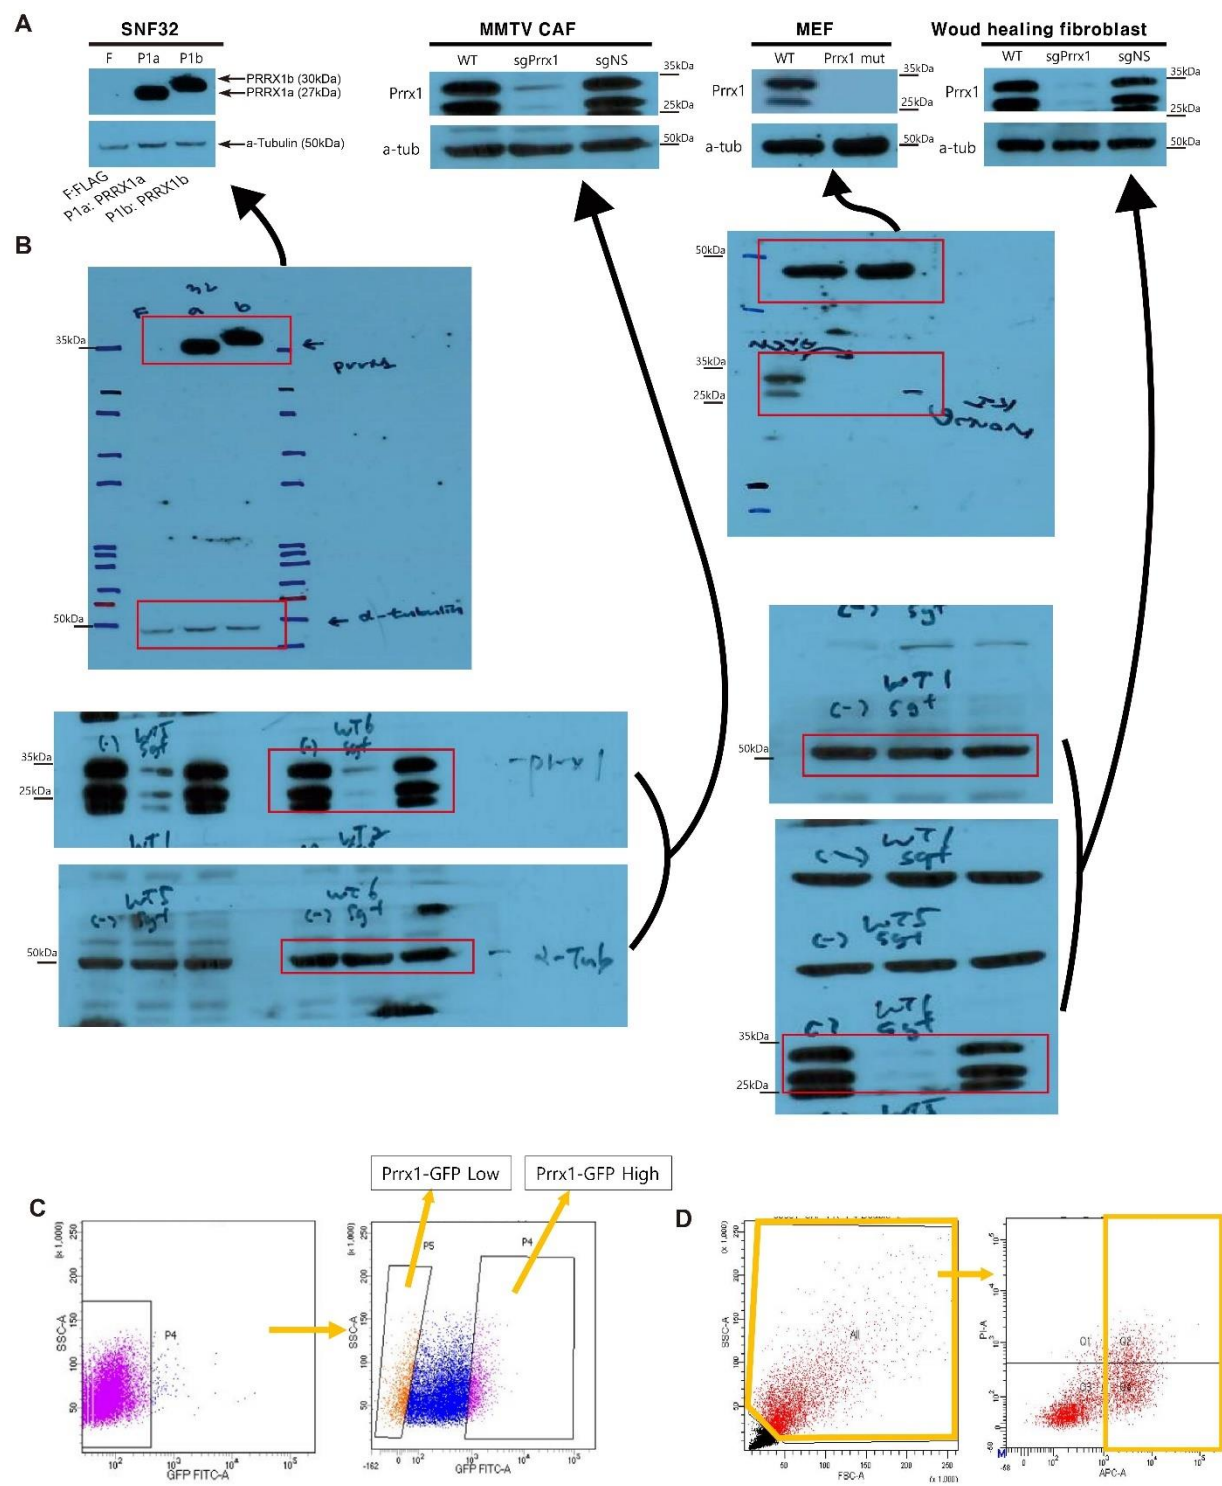

**Supplementary Figure 6. Uncropped images of western blots corresponding to the indicated blots and FACS sorting/gating strategy.** (A) Western blot analysis of endogenous Prrx1 isoforms and exogenous Prrx1 expression. Whole cell lysates were subjected to western blotting for Prrx1 and  $\alpha$ -Tubulin (related to figure 1G and figure 3A). (B) Uncropped Western blot images are shown that correspond to Supplementary Figure 6A. Cropped images are marked with a red box. (C) CAF cells were infected lentivirus containing prrx1 promoter-GFP reporter. FACS sorting was performed to isolate FITC population (GFP high and GFP low) in experiments including figure 3B. (D) Annexin V<sup>+</sup> / Propidium Iodide<sup>-</sup> or <sup>+</sup> cell analysis by FACS: Analysis strategy shown above was used to determine the apoptotic cell population in all experiments.

Supplementary Fig. 7

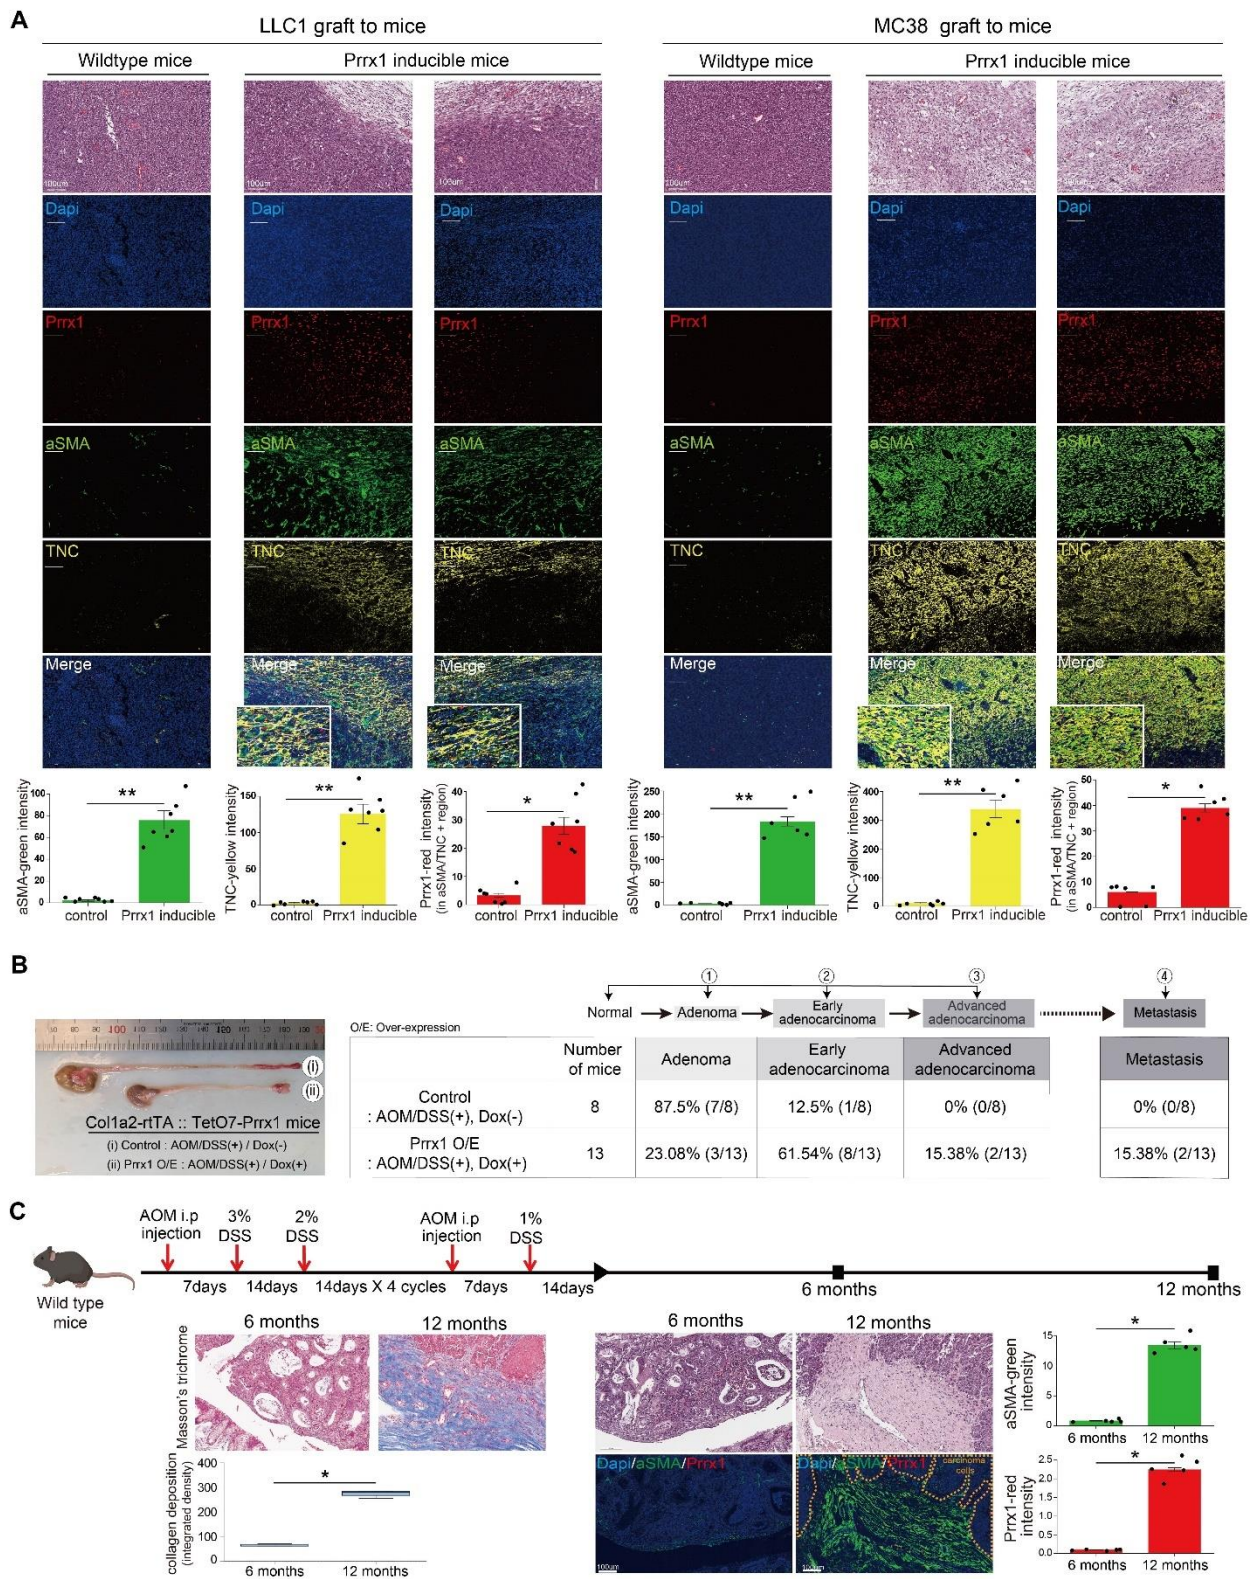

**Supplementary Figure 7. Prrx1 in fibroblasts is indispensable for tumor formation *in vivo* and is sufficient to promote metastasis.** (A) LLC1 tumors from WT and fibroblast-specific Prrx1-induced mice (Col1a2rtTA;TetO7-Prrx1Luc) (see Figure 2B). H&E and IHC staining images of representative LLC1 Luc-GFP primary tumor in each group. IHC staining images were visualized using ImageJ Fiji [DAPI (heamatoxylin)-blue,  $\alpha$ SMA-green, TNC-yellow, Prrx1-red]. Scale bar, 100  $\mu$ m. In Col1a2rtTA;TetO7-Prrx1Luc mice, Prrx1 was induced in fibroblasts after skin transplantation of mouse colon cancer cells MC38-Luc-GFP. In these mice, skin excision and tumor removal surgery were performed after tumor formation. Primary tumors in WT (-Dox) control and Prrx1-inducible (+Dox) mice (see Figure 2C). H&E and IHC staining images of representative MC38-Luc-GFP primary tumor in each group. IHC images were visualized using ImageJ Fiji [DAPI (heamatoxylin)-blue,  $\alpha$ SMA-green, TNC-yellow, Prrx1-red]. Scale bar, 100  $\mu$ m. Each intensity of IHC representing the expression level of each gene was measured using ImageJ Fiji. Data are presented as the mean  $\pm$  SEM; n = 6 independent measurements (*p* value was calculated using two tailed t-test: \**p*<0.0001, \*\**p*<0.0005). (B) Timeline for *in vivo* model of AOM/DSS-induced colorectal cancer (see Figure 2D). Comparison of the incidence rate of each stage ranging from adenoma to metastasis induced by AOM/DSS treatment in WT and fibroblast-specific Prrx1-inducible (Col1a2<sup>rtTA</sup>; TetO7-Prrx1<sup>Luc</sup>) mice. (C) Timeline for AOM/DSS-induced colorectal cancer *in vivo* model. One group was treated with AOM/DSS for 6 months to observe adenoma and early adenocarcinoma (early stage), while the other group was treated with AOM/DSS for 1 year to observe advanced adenocarcinoma (advanced stage). H&E, Masson's trichrome, and IHC staining images of representative colon tissue in each group. IHC staining images were visualized using ImageJ Fiji [DAPI (heamatoxylin)-blue,  $\alpha$ SMA-green, Prrx1-red] (n = 10 mice per group). Scale bar, 100  $\mu$ m. Each intensity of IHC representing the expression level of each gene was measured using ImageJ Fiji. Data are presented as the mean  $\pm$  SEM; n =5 independent measurements (*p* value was calculated using two tailed t-test: \**p*<0.0001). Source data and exact *p* values are provided as a Source Data file.

## Supplementary Fig. 8

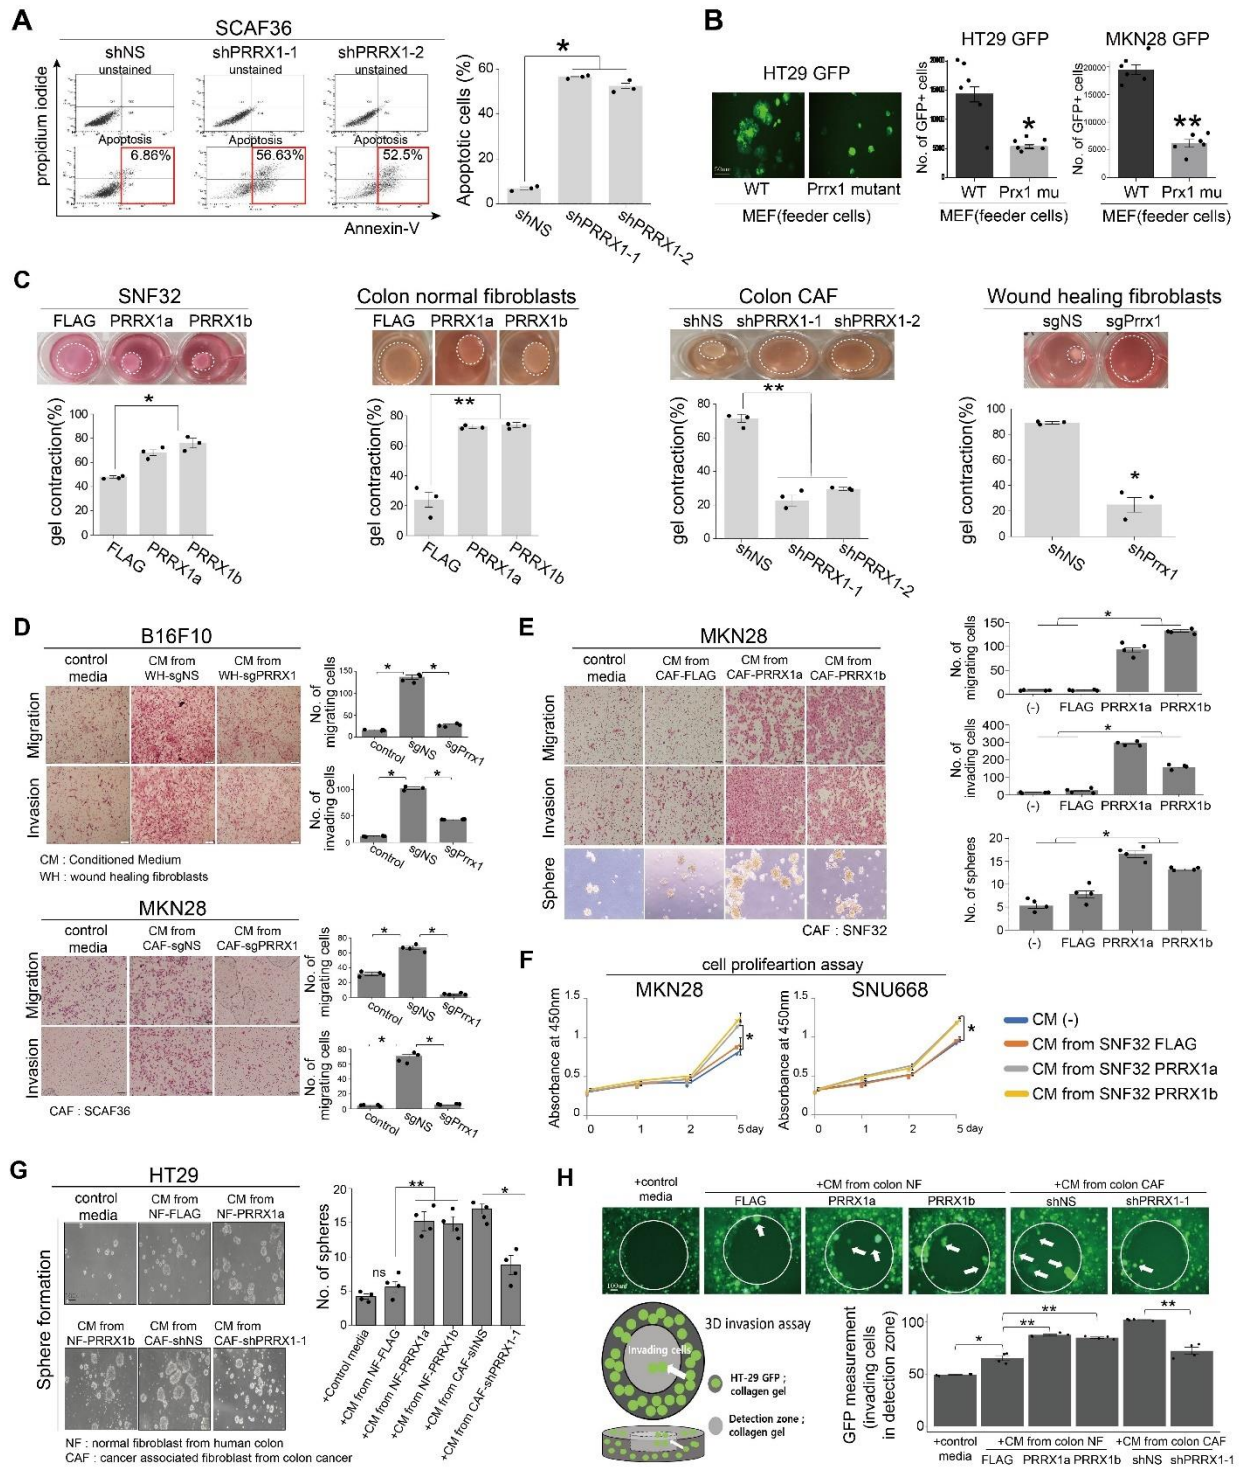

**Supplementary Figure 8. Prrx1 orchestrates various functions of CAFs that enhance tumor EMT and stemness.** (A) Apoptosis assay on human stomach CAF (SCAF36) after knockdown of *PRRX1*. The rate of cellular apoptosis increased significantly after knockdown of *PRRX1*. The FACS-based apoptosis assay was repeated in triplicate. Data are presented as the mean  $\pm$  SEM;  $n=3$  independent measurements ( $p$  value was calculated using two tailed t-test:  $*p<0.0001$ ). (B) WT or Prrx1 mutant MEFs (mouse embryonic fibroblasts) were treated with 10 mg/mL mitomycin C. HT29 human colon cancer cells and MKN28 human stomach cancer cells stably expressing GFP were seeded on top of MEFs (feeder cells) and allowed to grow for 3–4 days, after which cancer cells were trypsinized and quantified using flow cytometry. Representative image of GFP<sup>+</sup> HT29 cell growth on top of MEFs. The mean of independent measurements( $n=6$ ) is shown. Error bars, SEM;  $p$  value was calculated using two tailed t-test:  $*p < 0.05$ ,  $**p < 0.001$ . (C) Contraction assay: *PRRX1* overexpression in various normal fibroblasts improved contraction ability. Knockdown of Prrx1 in various activated fibroblasts (mouse wound healing fibroblasts and human colon CAFs) reduced contraction ability. The gel contraction assay was repeated in triplicate. Data are presented as the mean  $\pm$  SEM;  $n=3$  independent experiments ( $p$  value was calculated using two tailed t-test:  $*p<0.01$ ,  $**p<0.001$ ). (D, E) B16F10 mouse melanoma cells were cultured alone (-) or with CM of mouse wound healing fibroblasts SgNS or SgPrrx1 (Prrx1 deleted). The same experiments with MKN28 and SCAF36 (human stomach CAFs) ShNS or ShPRRX1. The abilities of proliferation, migration invasion, sphere formation of cancer cells (MKN28, SNU668) were significantly enhanced after incubation with CM derived from PRRX1<sup>+</sup> fibroblasts (mouse wound healing fibroblast SgNS and SCAF36 ShNS), but these increased abilities disappeared when cultured with CM from Prrx1-deficient fibroblasts (mouse wound healing fibroblasts SgPrrx1 and SCAF36 ShPRRX1). For D and E : Data are presented as the mean  $\pm$  SEM;  $n=4$  independent experiments ( $p$  value was calculated using two tailed t-test:  $*p<0.001$ ). (F) In addition, these abilities of cancer cells (MKN28 and SNU668) were greatly increased when cultured with CM from SNF32 overexpressing Prrx1a or Prrx1b. This experiment was measured in four replicates. Error bars, SEM;  $p$  value was calculated using two tailed t-test:  $*p<0.0001$ . (G, H) The abilities of sphere formation (left, ) and invasion (right, ) of HT29 cancer cells were enhanced when cultured with CM from PRRX1<sup>+</sup> fibroblasts (colon NF overexpressing PRRX1a or PRRX1b, colon CAF ShNS). For G : Data are presented as the mean  $\pm$  SEM;  $n=5$  independent experiments. For H : Data are presented as the mean  $\pm$  SEM;  $n=4$  independent experiments.  $p$  value was calculated using two tailed t-test:  $*p<0.001$ ,  $**p<0.0001$ . Source data and exact  $p$  values are provided as a Source Data file.

## Supplementary Fig. 9

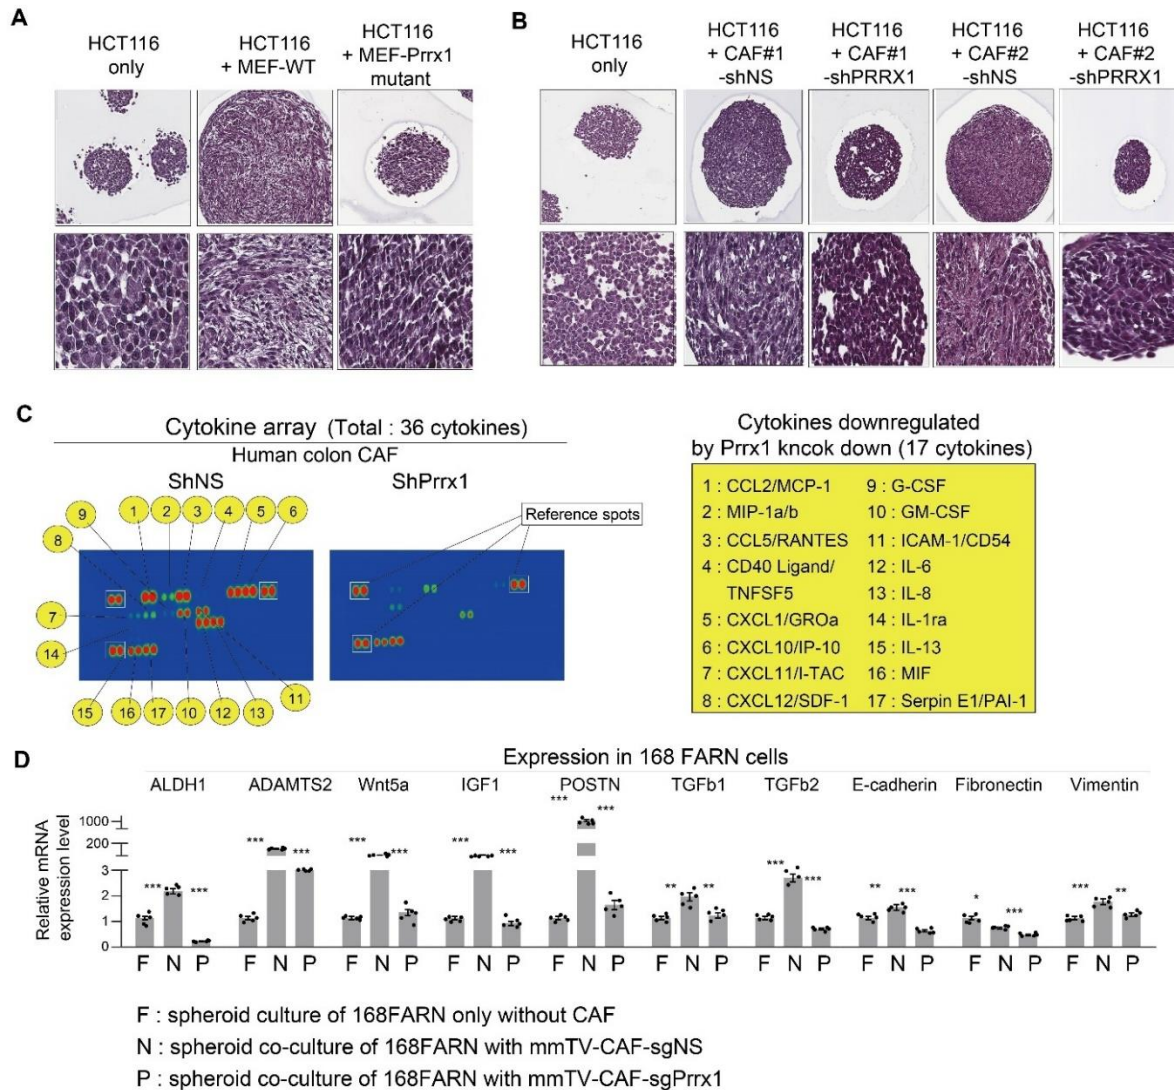

**Supplementary Figure 9. Prrx1 orchestrates various functions of CAFs that enhance tumor EMT and stemness. (A-B)** Hanging drop direct spheroids co-culture system. The spheroid size was increased in the group formed by cancer cells and PRRX1<sup>+</sup> fibroblasts (WT MEFs and colon CAF ShNS) and cancer cells in this group showed a more spindle-shaped phenotype, as if EMT was induced compare to the other groups. This spheroid experiment was independently repeated three times with similar results. **(C)** Cytokine array was performed using conditioned media. After knockdown of *PRRX1* in colon CAFs, various secreted proteins that can affect cancer cells were significantly reduced. **(D)** The RNA-Seq results shown in Figure 3G were confirmed using qPCR for several genes representing changes in EMT, stemness, metastasis, and proliferation of cancer cells. Error bars, SEM; n = 5 experiments, *p* value was calculated using two tailed t-test: \**p* < 0.05; \*\**p* < 0.005; \*\*\**p* < 0.001. Source data and exact *p* values are provided as a Source Data file.

Supplementary Fig. 10

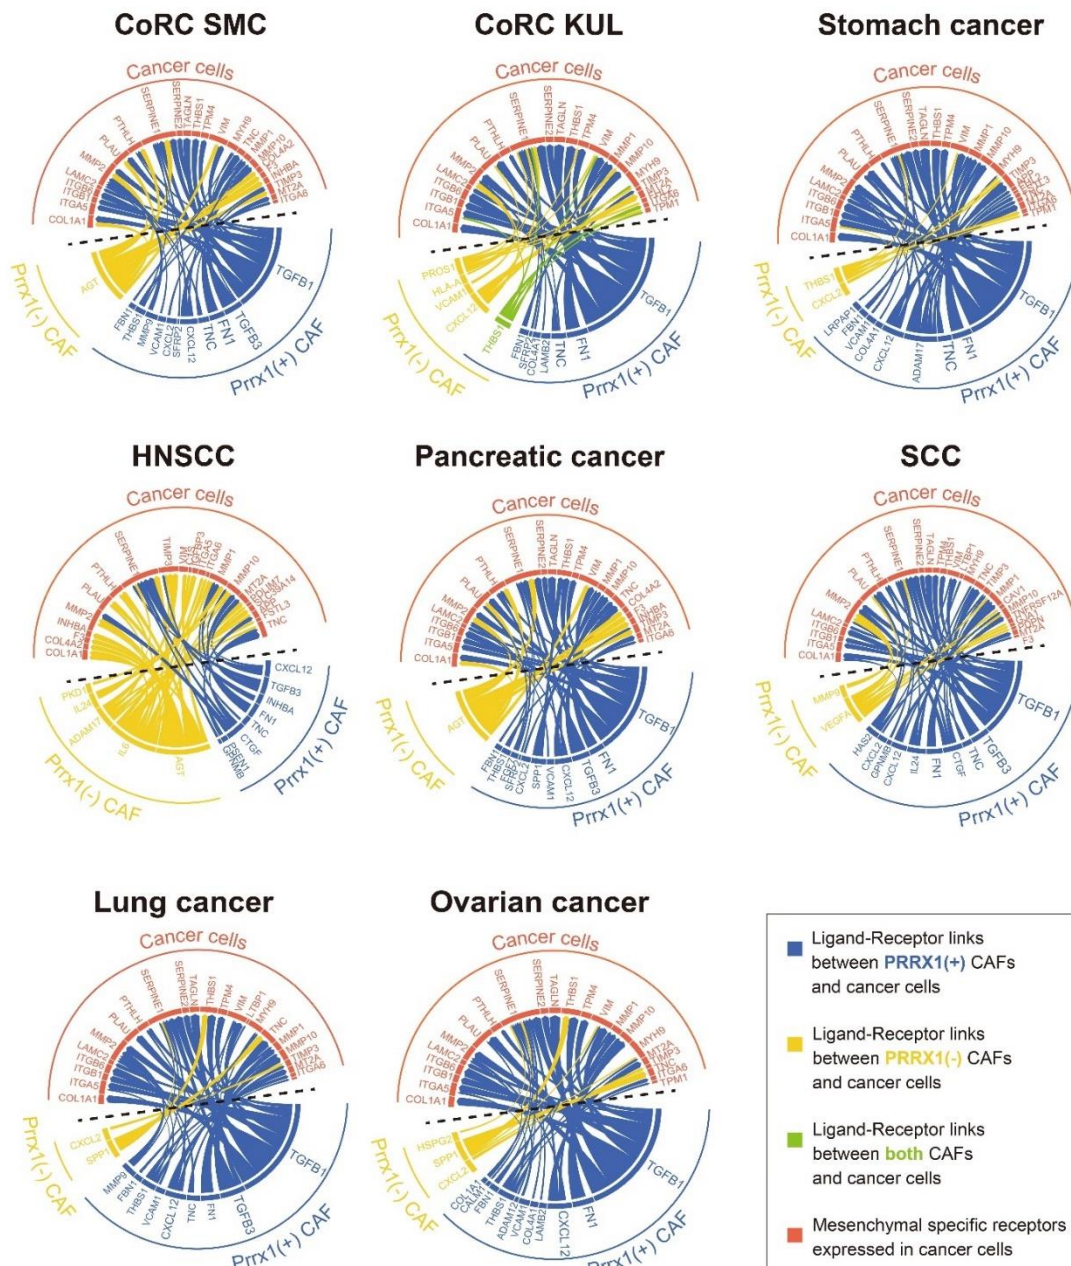

**Supplementary Figure 10. Inference on interactions between EMT-like cancer cells and CAFs shows that high PRRX1-expressing CAFs interacted more with EMT-like cancer cells.** Circus plots show inferred ligand-receptor links between EMT-associated receptors in cancer cells (red) and high PRRX1-expressing (blue) and low PRRX1-expressing (yellow) CAFs. Common links of both CAFs are shown in green. The bar plots show the number of links in the circus plots. Source data are provided as a Source Data file.

Supplementary Fig. 11

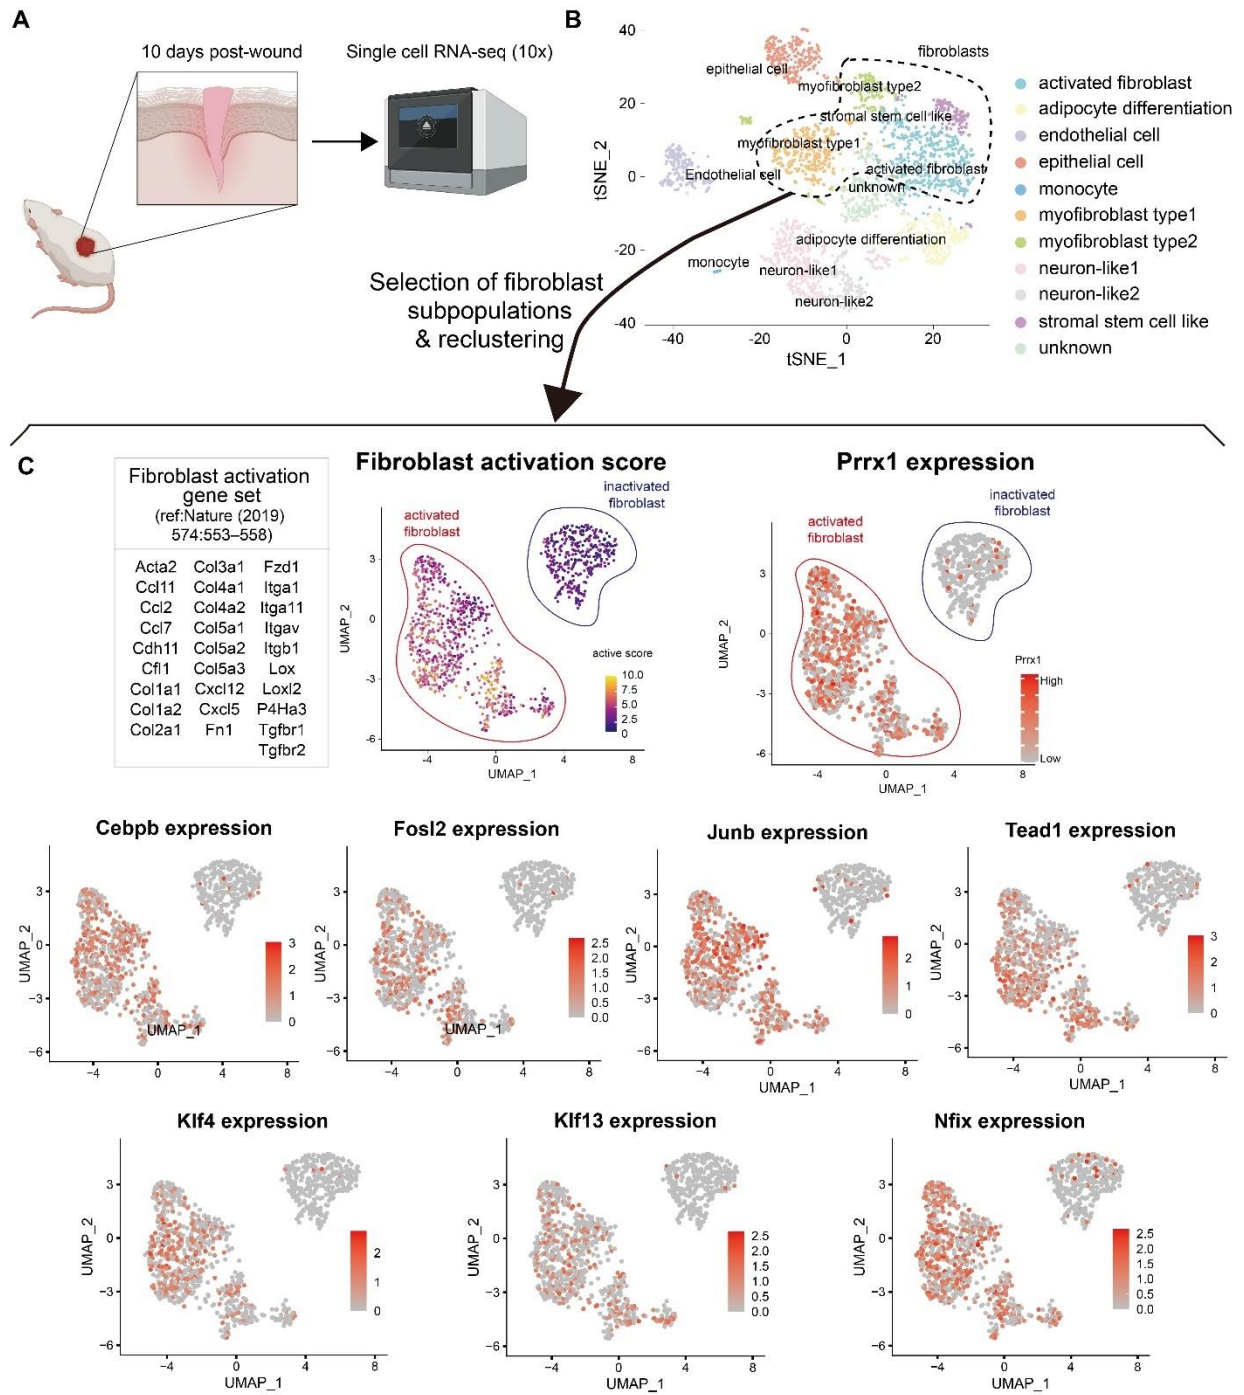

**Supplementary Figure 11. Single-cell RNA-seq (scRNA-seq) from 10 days post-wound tissues revealed that the master TFs including Prrx1 were highly expressed in activated fibroblast.** (A) Schematic diagram of scRNA-seq of 10 days post wound tissue from C57BL/6 mouse. (B) Uniform Manifold Approximation and Projection (UMAP) plot shows 11 cell types identified by clustering analysis with previously reported signatures. Then, fibroblasts clusters (myofibroblast types1, 2, stromal stem cell-like cell, and activated fibroblast) were isolated. (C) Using fibroblast activation gene set, we calculated fibroblast activation score. UMAP visualized the expression of fibroblast activation score and expressions of eight murine common CRC TFs. These TFs were highly expressed in the activated fibroblast cluster. CRC, core-regulatory circuitry; TF, transcription factor.

**Supplementary Fig. 12**

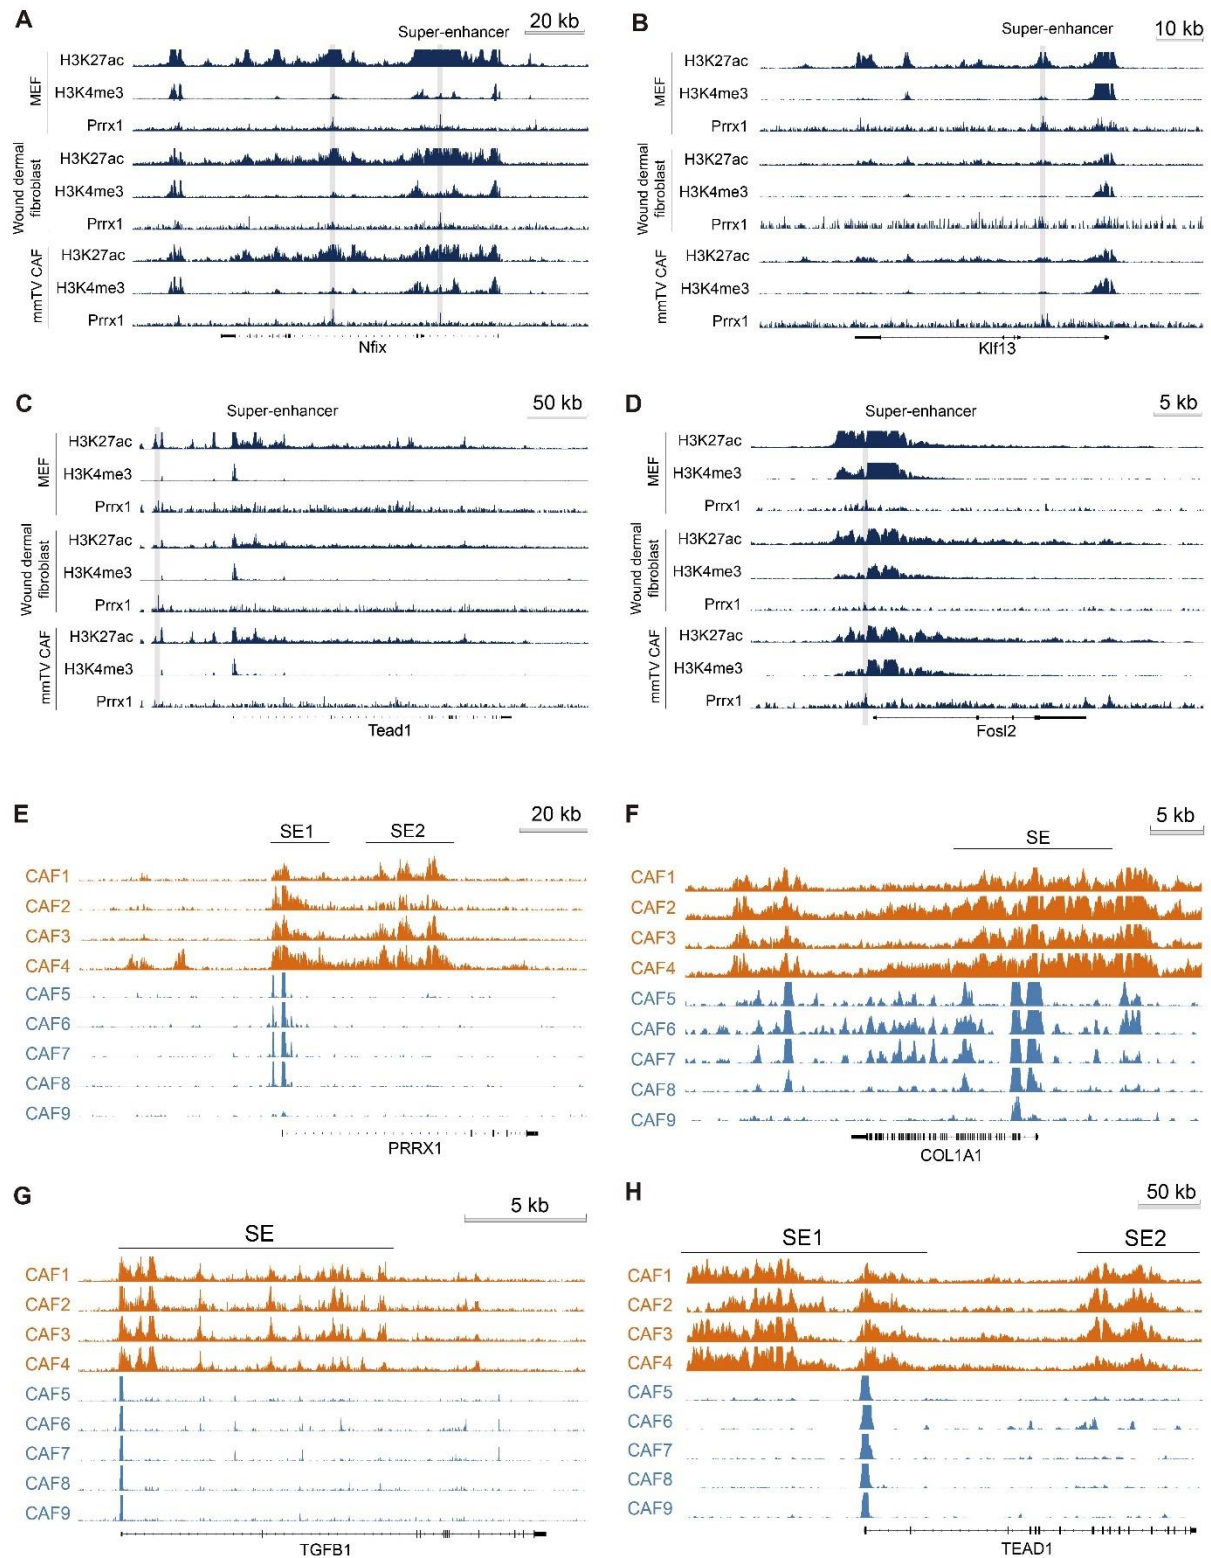

**Supplementary Figure 12. H3K27ac ChIP-seq, H3K4me3 ChIP-seq, and Prrx1 ChIP-seq profiles of representative myofibroblast-specific genes for murine fibroblast and all nine CAFs. (A-D)** H3K27ac ChIP-seq, H3K4me3 ChIP-seq, and Prrx1 ChIP-seq profiles of representative CRC TFs of activated murine fibroblasts. **(E-H)** H3K27ac ChIP-seq profiles of genes related to phenotypes of myofibroblastic CAFs such as *COL3A1* (major extracellular matrix component), *TGFB1* (TGF- $\beta$  signaling), *TEAD1* (activated fibroblast and contractile) are shown for all nine CAFs. The super-enhancer regions are indicated at the top by bars. CRC, core-regulatory circuitry; TF, transcription factor.

Supplementary Fig. 13

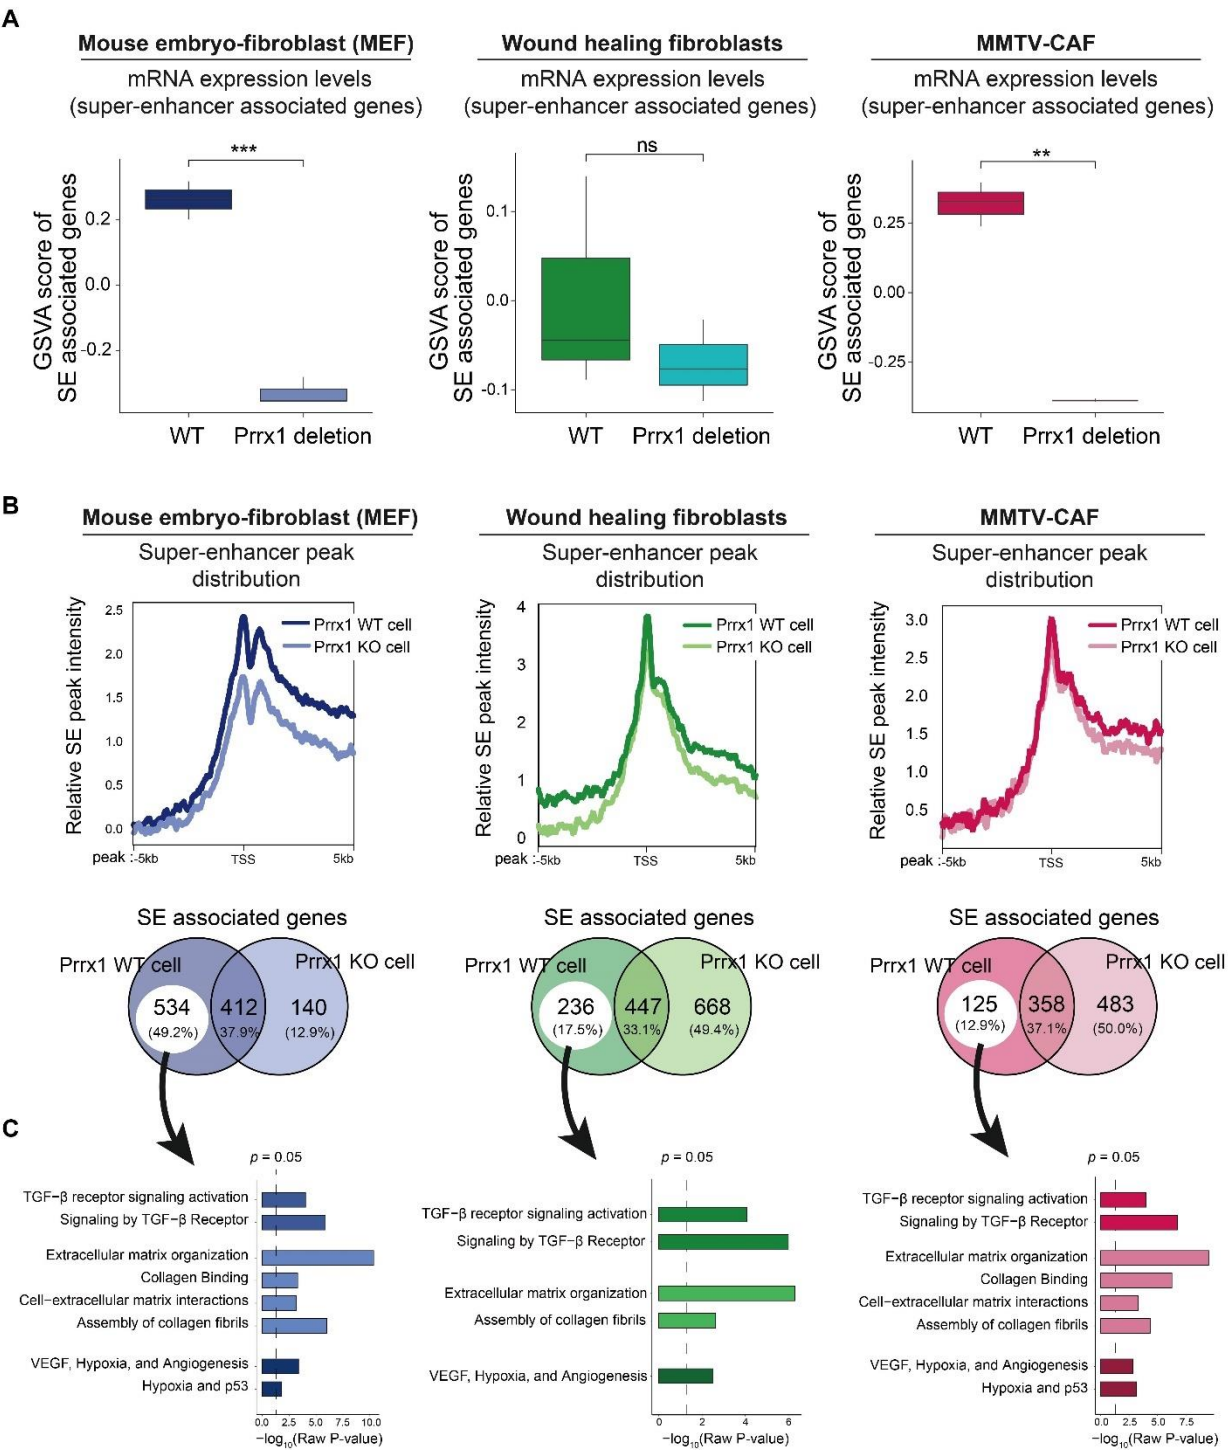

**Supplementary Figure 13. Validations of super-enhancer using RNA-seq and illustration of super-enhancer of three types of WT Prrx1 or Prrx1 mutant fibroblasts.** (A) Boxplots show that significant association of GSVA scores of super-enhancer (SE) associated genes according to WT Prrx1 and Prrx1 mutant fibroblasts. These SE associated genes are enriched in Prrx1 WT murine fibroblasts ( $p$  value was calculated using two-sided Wilcoxon rank-sum test: ns : not significant, \*\*  $p < 1e-2$ , \*\*\*  $p < 1e-3$ ). (B) Super-enhancer peak distribution plots of three types of WT Prrx1 and mutant Prrx1 (top). Venn diagram shows the inclusion of SE-related genes in WT Prrx1 and Prrx1 mutant (bottom). (C) GO analysis show that SE associated genes specific to WT Prrx1 murine fibroblasts are enriched in activated fibroblast phenotypes such as Extracellular organization, TGF- $\beta$  signaling, angiogenesis, and hypoxia. Source data and exact  $p$  values are provided as a Source Data file.

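Super-enhancer (SE) genes were taken as the protein-coding genes with the start site nearest to each super-enhancer of the WT fibroblasts listed in Supplementary Data 2, in the Gencode M1 annotation of the same genome build. MEF had 1024 super-enhancers near 955 genes, wound-healing fibroblasts 703 near 683 and MMTV-CAF 517 near 487. A start site lay inside the super-enhancer in 56.8, 73.3 and 64.2% of cases. After removal of genes with low counts, 865, 633 and 455 genes were scored. The SE score of MEF was 0.189 ± 0.0300 in WT (SD, n = 3) and −0.171 ± 0.0696 in Prrx1 mutant cultures (SD, n = 3). MMTV-CAF scored 0.238 ± 0.0854 in WT (SD, n = 3) and −0.267 ± 0.0407 in sgPrrx1 cultures (SD, n = 3). These were differences of −0.36 and −0.50, with every mutant or sgPrrx1 culture below every WT culture (2-sided exact permutation test, p = 0.1 in each). In wound-healing fibroblasts, the SE score was −0.0543 ± 0.0611 in WT (SD, n = 3) and 0.0579 ± 0.0351 in sgPrrx1 cultures (SD, n = 3). The difference of 0.11 was in the other direction (2-sided exact permutation test, p = 0.1). Per gene, the mean log2 fold change of SE genes was −0.41 in mutant MEF (camera adjusted p = 0.00786, 3.8e-06 to 0.0493 over the alternatives) and −0.32 in MMTV-CAF (camera adjusted p = 0.000613, 2.21e-06 to 0.132). In wound-healing fibroblasts it was −0.01 (camera adjusted p = 0.406, 0.0101 to 0.799).

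**Figure D3:**
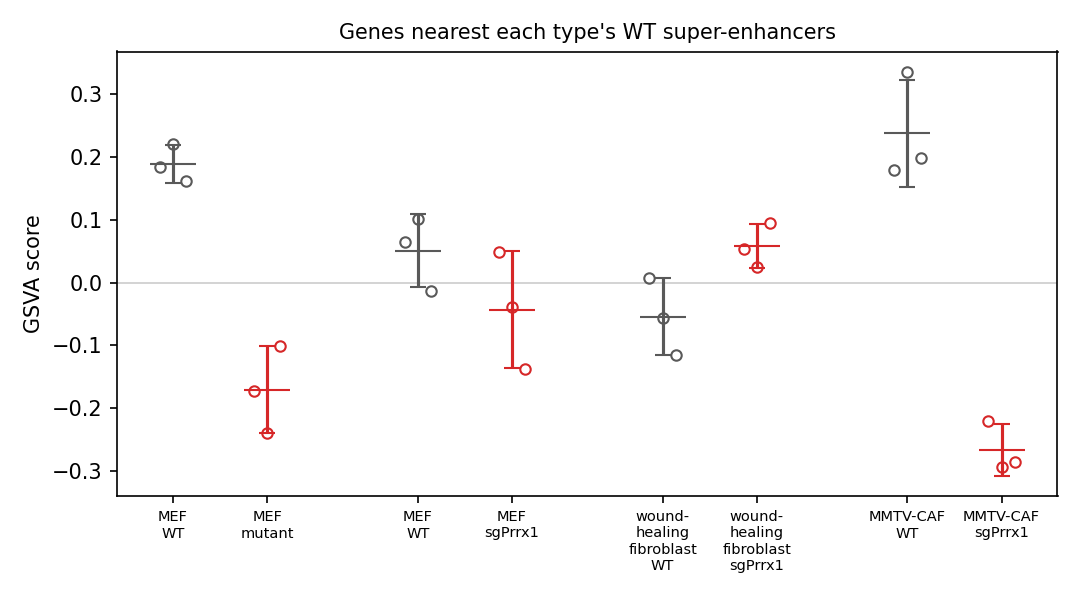
GSVA score of the genes nearest to WT super-enhancers in each culture by fibroblast type and genotype, computed within each comparison. Circles are cultures, bars are means with SD (n = 3), grey for WT and red for mutant or sgPrrx1 cultures; in wound-healing fibroblasts the red circles lie between 0.0252 and 0.0950, above the grey circles.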

Supplementary Fig. 14

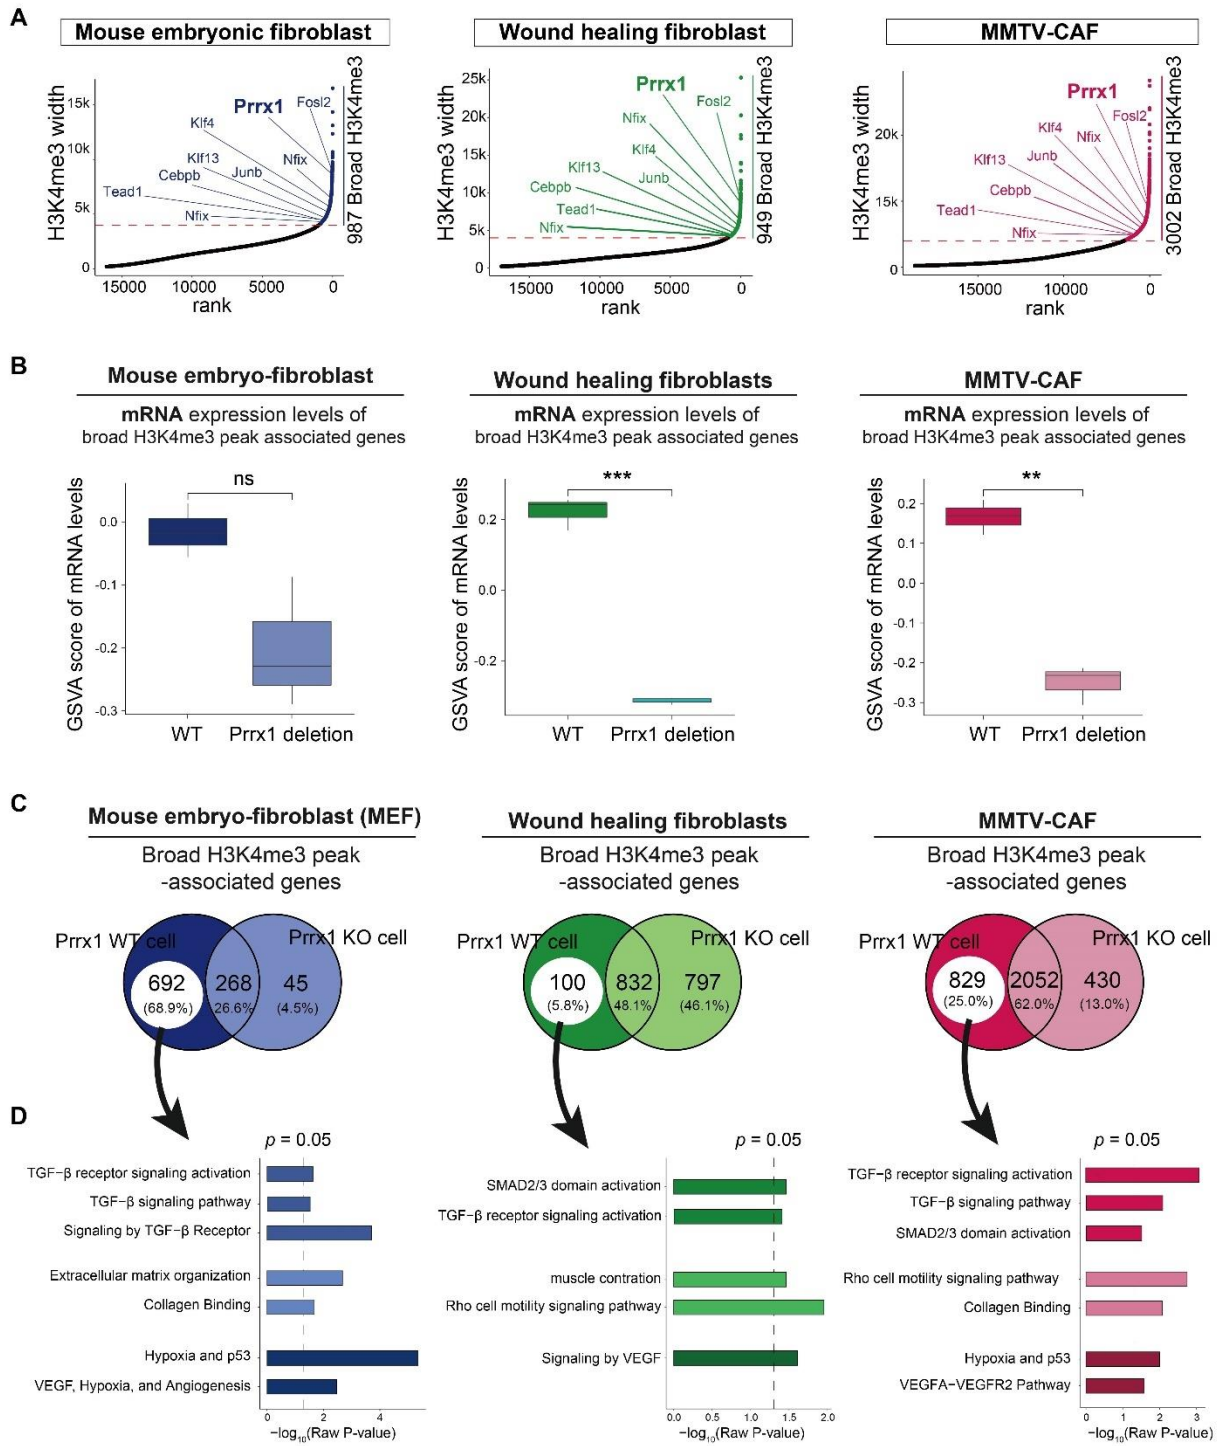

**Supplementary Figure 14. Broad H3K4me3 peaks in three types of mouse fibroblasts and molecular functions associated with these peaks.** (A) Distribution of H3K4me3 breadth in three types of fibroblasts, with a subset of exceptionally broad H3K4me3 peaks, which is more wider than 4 kb. (B) Significant association of GSVA scores for broad H3K4me3 specific genes according to WT Prrx1 and Prrx1 mutant fibroblasts. The Broad H3K4me3 associated genes are also enriched in WT Prrx1 murine fibroblasts ( $p$  value was calculated using two-sided Wilcoxon rank-sum test: ns : not significant, \*\*  $p < 1e-2$ , \*\*\*  $p < 1e-3$ ). (C, D) GO analysis show that broad H3K4me3 associated genes specific of WT Prrx1 murine fibroblasts are enriched in activated fibroblast phenotypes such as Extracellular organization, TGF- $\beta$  signaling, angiogenesis, and hypoxia. Source data and exact  $p$  values are provided as a Source Data file.

## Supplementary Fig. 15

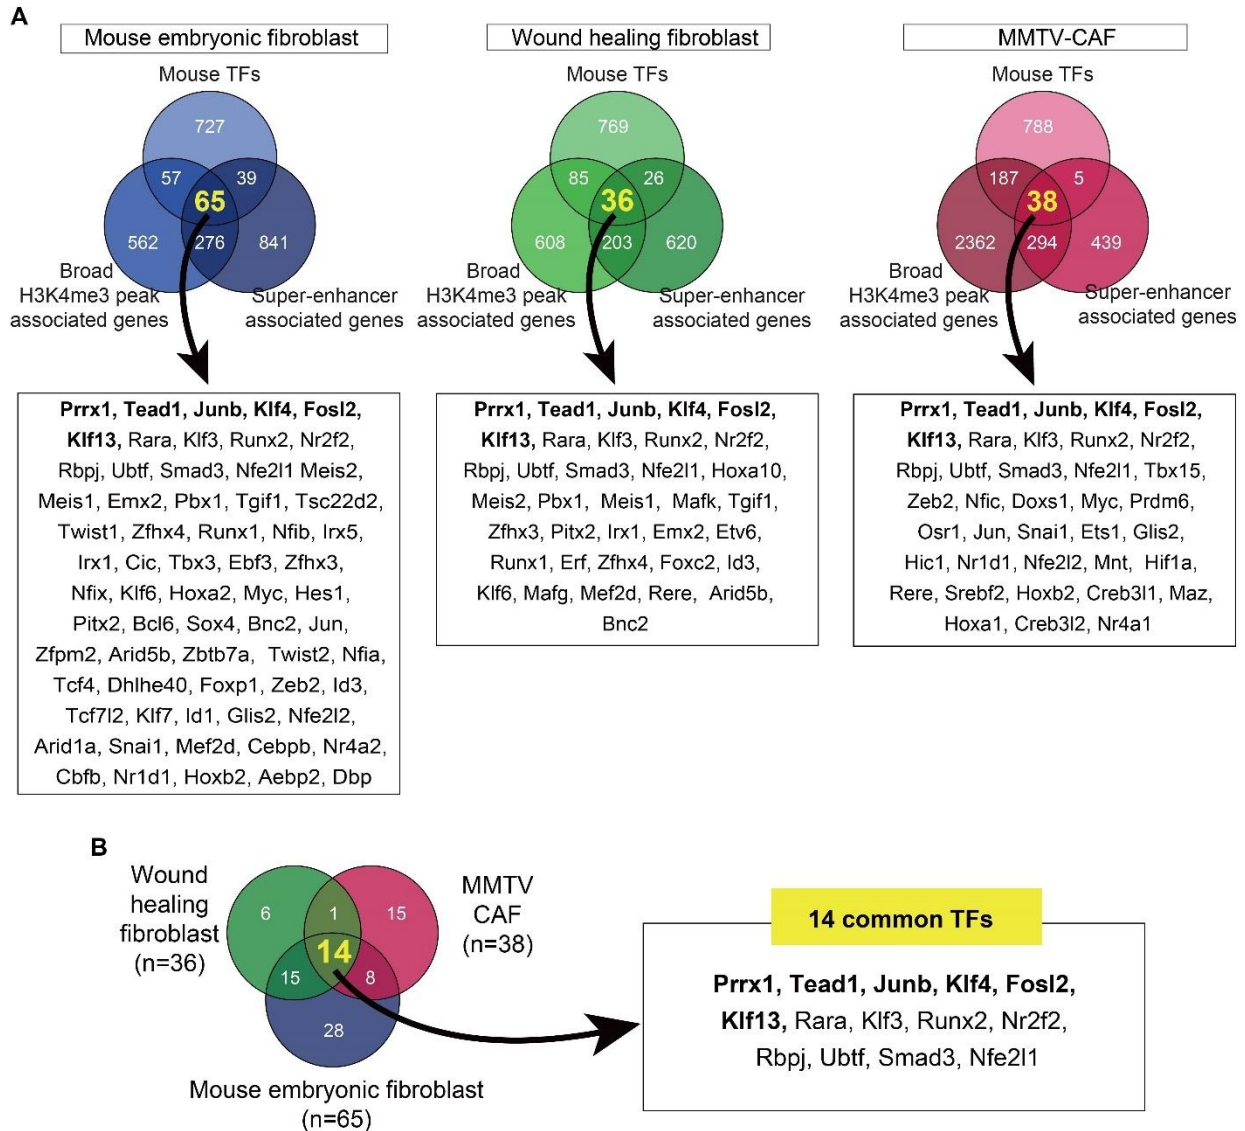

**Supplementary Figure 15. Venn diagram of super-enhancer and broad H3K4me3 associated TFs in three types of murine fibroblasts. (A)** Venn diagrams show that shared TFs associated with super-enhancer and broad H3K4me3. In mouse embryonic fibroblast (left), wound healing fibroblast (middle), and MMTV-CAF (right), 65, 36, and 38 shared TFs associated with broad H3K4me3 and super-enhancer were identified, respectively. **(B)** 14 TFs were commonly overlapped in three types of murine fibroblasts. Among these TFs, six TRs (Prrx1, Tead1, Junb, Klf4, Fosl2, and Klf13) were included in common CRC of murine activated fibroblasts. (These TFs list related to Figure 4C).

Supplementary Fig. 16

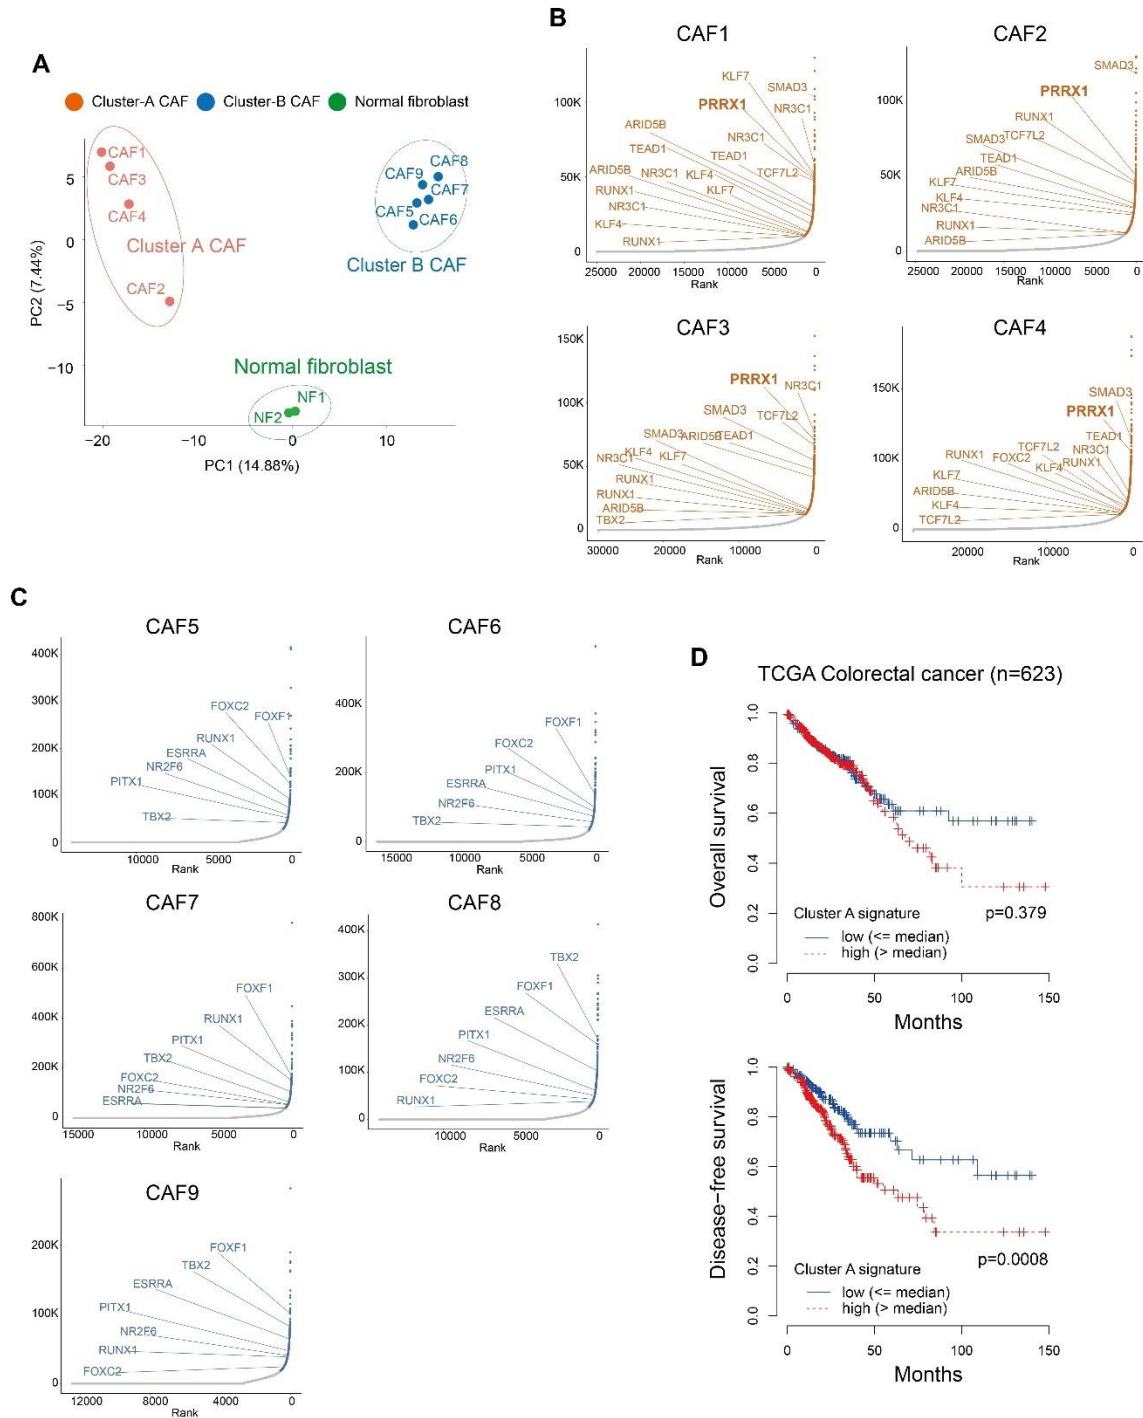

**Supplementary Figure 16. Illustration of Super-enhancers of nine human colorectal CAF and normal human colorectal fibroblast.** (A) Principal component analysis (PCA) using SEs for the nine colorectal CAFs and normal human colorectal fibroblast discovered three distinct clusters of the colorectal CAFs into the ‘Cluster-A’ and ‘Cluster-B’ and normal fibroblast. (B, C) Hockey-stick plot shows signal intensity of enhancers. Based on this plot, super-enhancers were defined (slope was greater than one in the hockey-stick plot) in nine human colorectal CAFs. Identified ‘Cluster-A’ and ‘Cluster-B’ master TFs belong to the super-enhancer (Related to Figure 6C right). (D) Cluster-A signature was obtained by GSVA using the 463 target genes of SE for Cluster-A group in each bulk RNA-seq data from TCGA colorectal cancer set. The patient group with high “Cluster-A” signature had a poorer prognosis (log-rank test). Source data are provided as a Source Data file.

## Supplementary Fig. 17

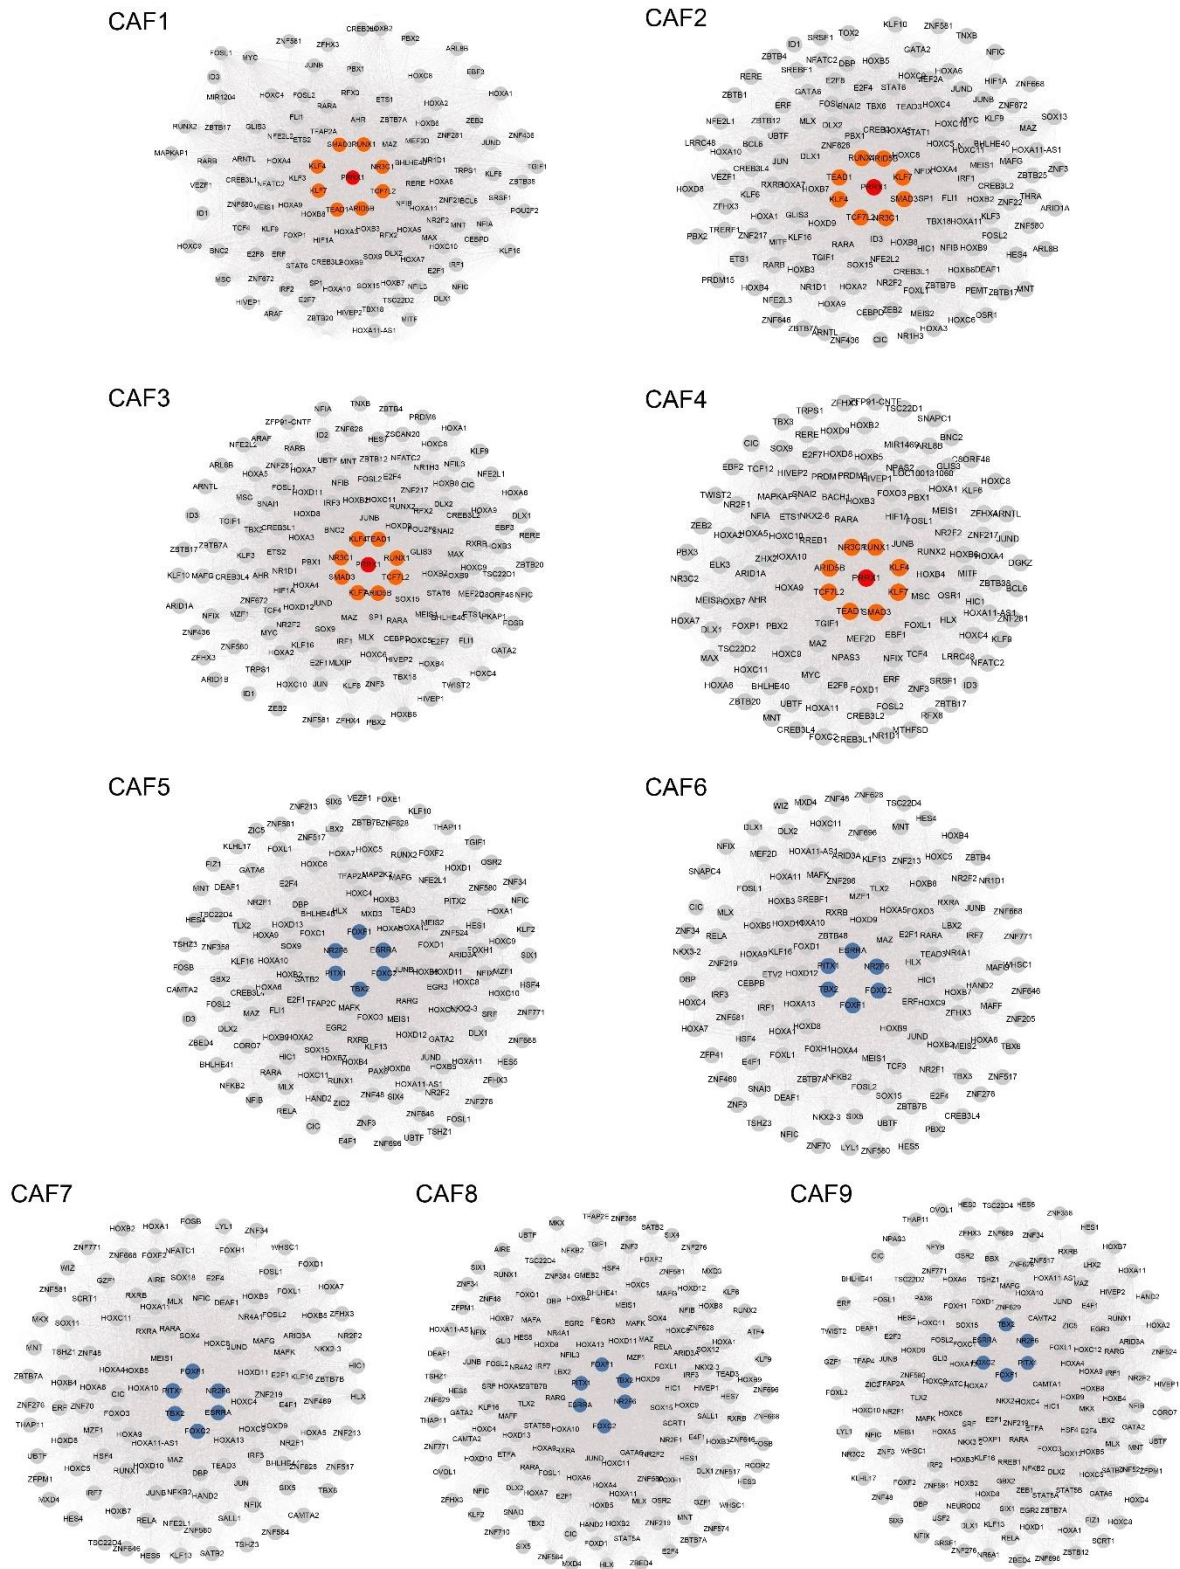

**Supplementary Figure 17. Coltron established the Core Regulatory Circuitries (CRCs) of nine colon cancer CAFs to identify TF connectivity.** In the center of the extended super-enhancer circuitries, the common CRCs of ‘Cluster-A’ and ‘Cluster-B’ CAFs are shown, respectively. In these networks, *PRRX1* appeared in all extended super-enhancer circuitries of only ‘Cluster-A’ CAFs group. These structures of extended super-enhancer circuitries were used for calculating network structural similarity (see Supplementary Methods for the more details). The calculated scores were shown in Figure 7D.

Supplementary Fig. 18

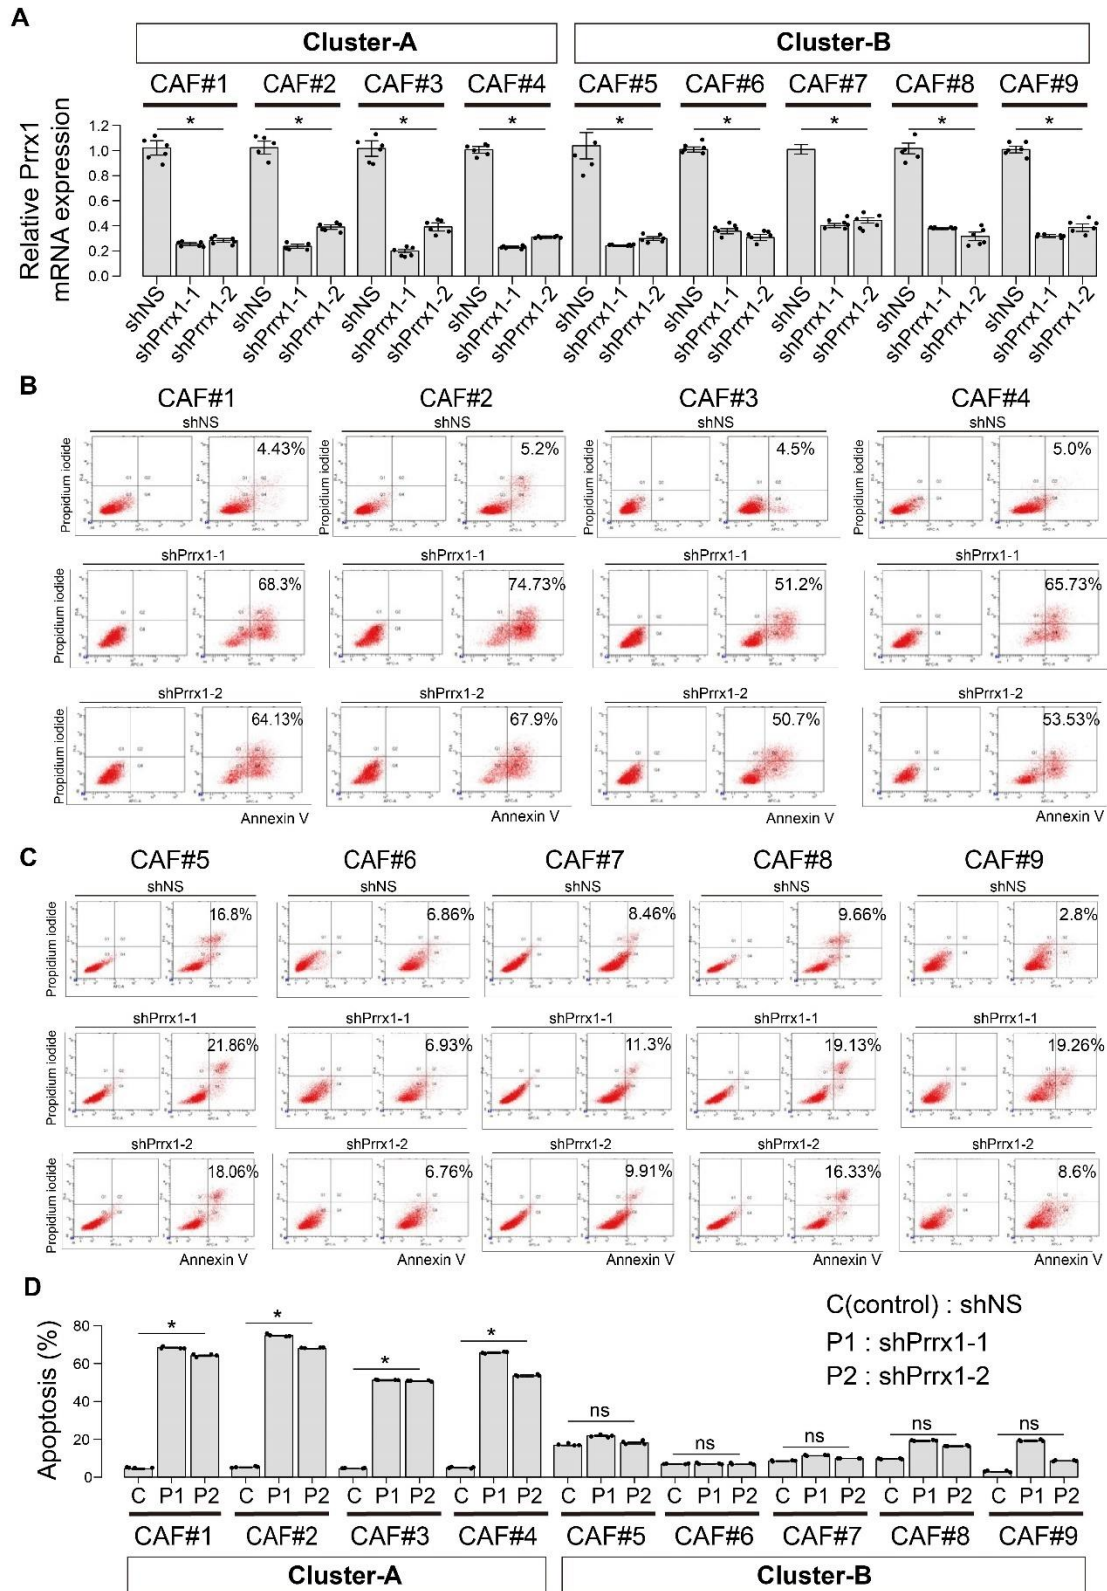

**Supplementary Figure 18. Expression of *PRRX1* in Human CAFs and apoptotic capability.**

**(A)** Confirmation of *PRRX1* mRNA expression level after knockdown of *PRRX1* in 9 CAFs. Data are presented as the mean  $\pm$  SEM; n =6 independent experiments (*p* value was calculated using two tailed t-test:  $*p<0.0001$ ). **(B, C)** ShRNA-mediated depletion of *PRRX1* significantly increased massive apoptosis within the initial period (4-5 days after knockdown) in Cluster-A CAFs, but not in Cluster-B CAFs. **(D)** Quantification of the above cell apoptosis assay. The apoptosis assay was performed in 3 replicates. Data are presented as the mean  $\pm$  SEM; n =3 independent experiments (*p* value was calculated using two tailed t-test:  $*p<0.0001$ ). Source data and exact p values are provided as a Source Data file.

Supplementary Fig. 19

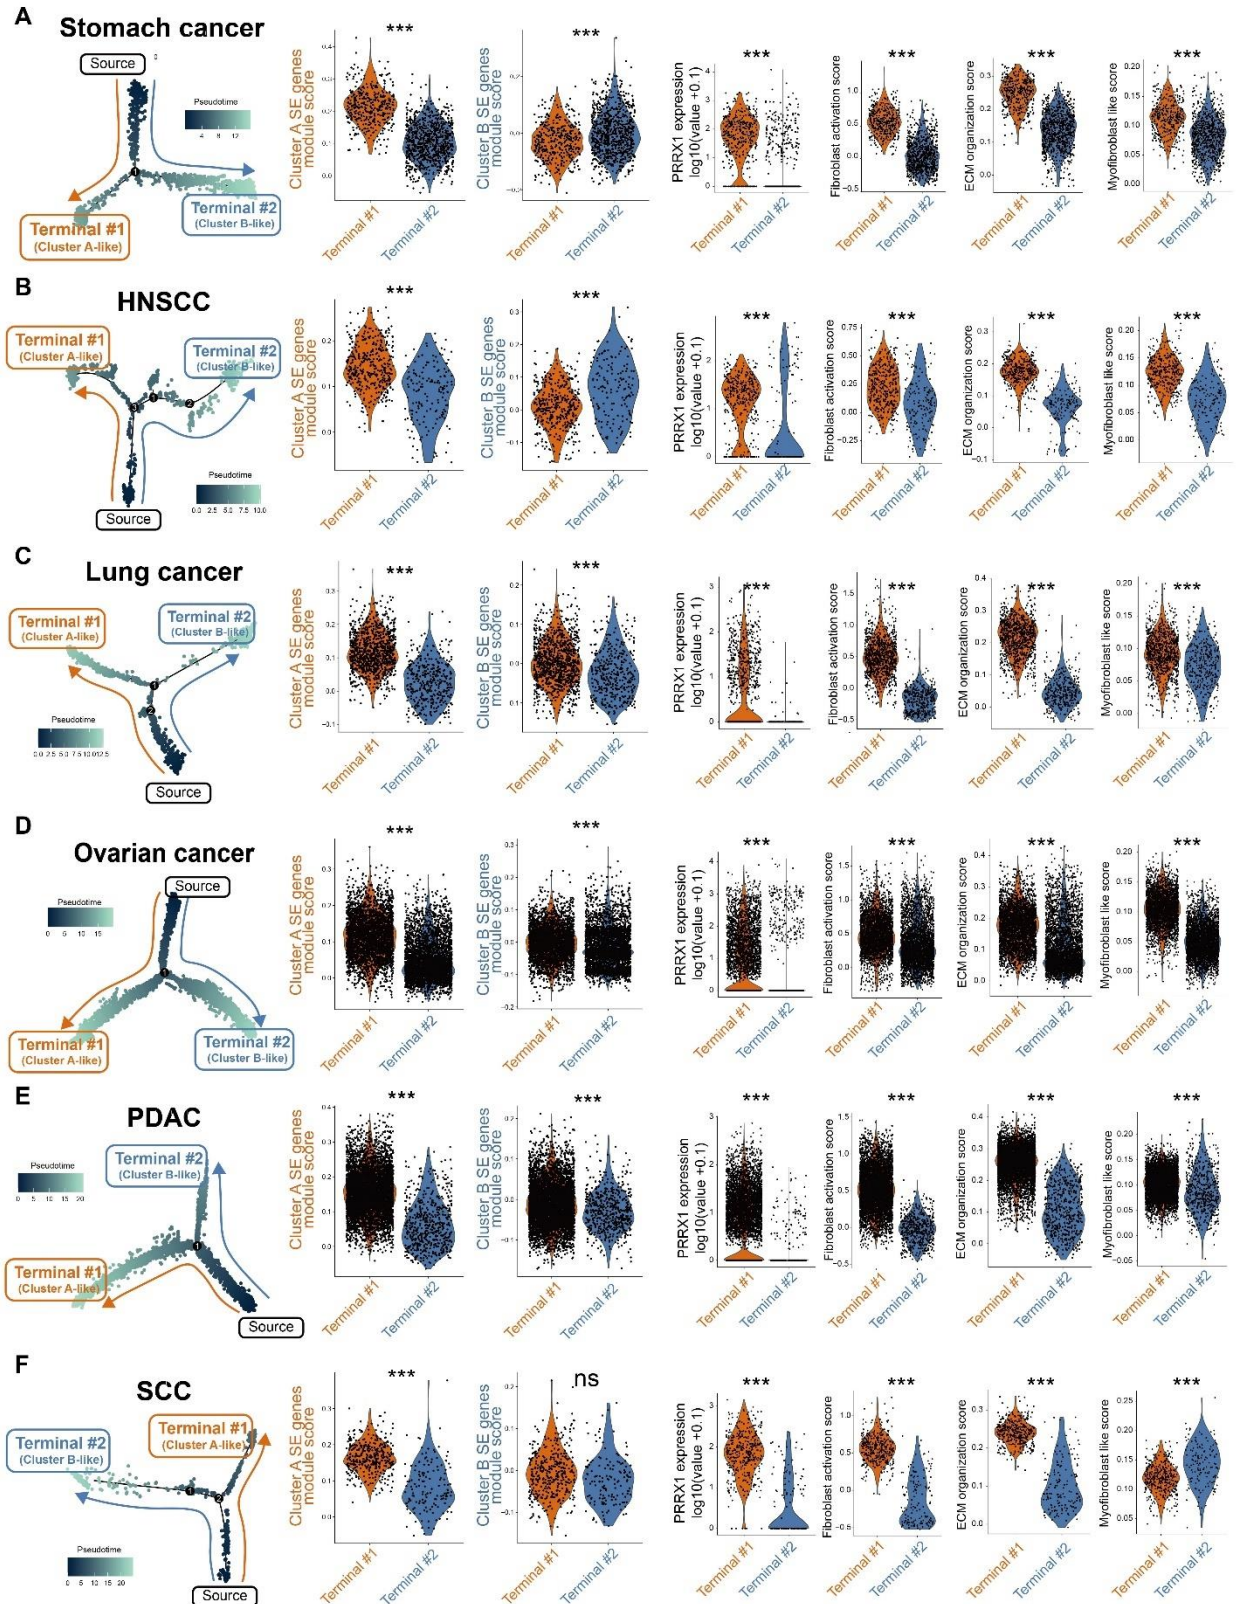

**Supplementary Figure 19. Human CAFs with high *PRRX1* expression show different gene expression signatures from those with low *PRRX1* expression (related to Figure. 7I). (A-F)**

Pseudo-time trajectory analysis of human CAFs from six cancer tissue scRNA-seq data was performed using differentially expressed genes between the high- and low-*PRRX1* groups as ordering genes. Each pseudo-time trajectory of human CAFs from six cancer tissues was divided into the two terminal branches (First column). Violin plots show expression levels of genes associated with super-enhancers of Cluster-A and Cluster-B for each terminal in pseudo-time trajectory (Second column). Violin plots of human CAFs from each of six cancer tissues presented four different gene expression signatures between two terminal branches. *PRRX1* expression level is showed as color gradient with logarithmic scale (fourth column). Fibroblast activation score is the average expression level of genes associated with fibroblast activation (fifth column). ECM organization score is the average expression level of genes in Go Extracellular Matrix (sixth column). Myofibroblast-like score is the average expression level of genes in Go Regulation of Supramolecular Fiber Organization (seventh column). The Cluster A-like terminal branch shows higher *PRRX1* expression levels, fibroblast activation score, ECM organization score, and myofibroblast-like score than the Cluster B-like terminal branch. These different gene expression signatures between the two branches support that *PRRX1* is the master TF of human myofibroblastic CAFs (two-sided Wilcoxon rank-sum test, \*\*\*  $p < 2e-16$ ).

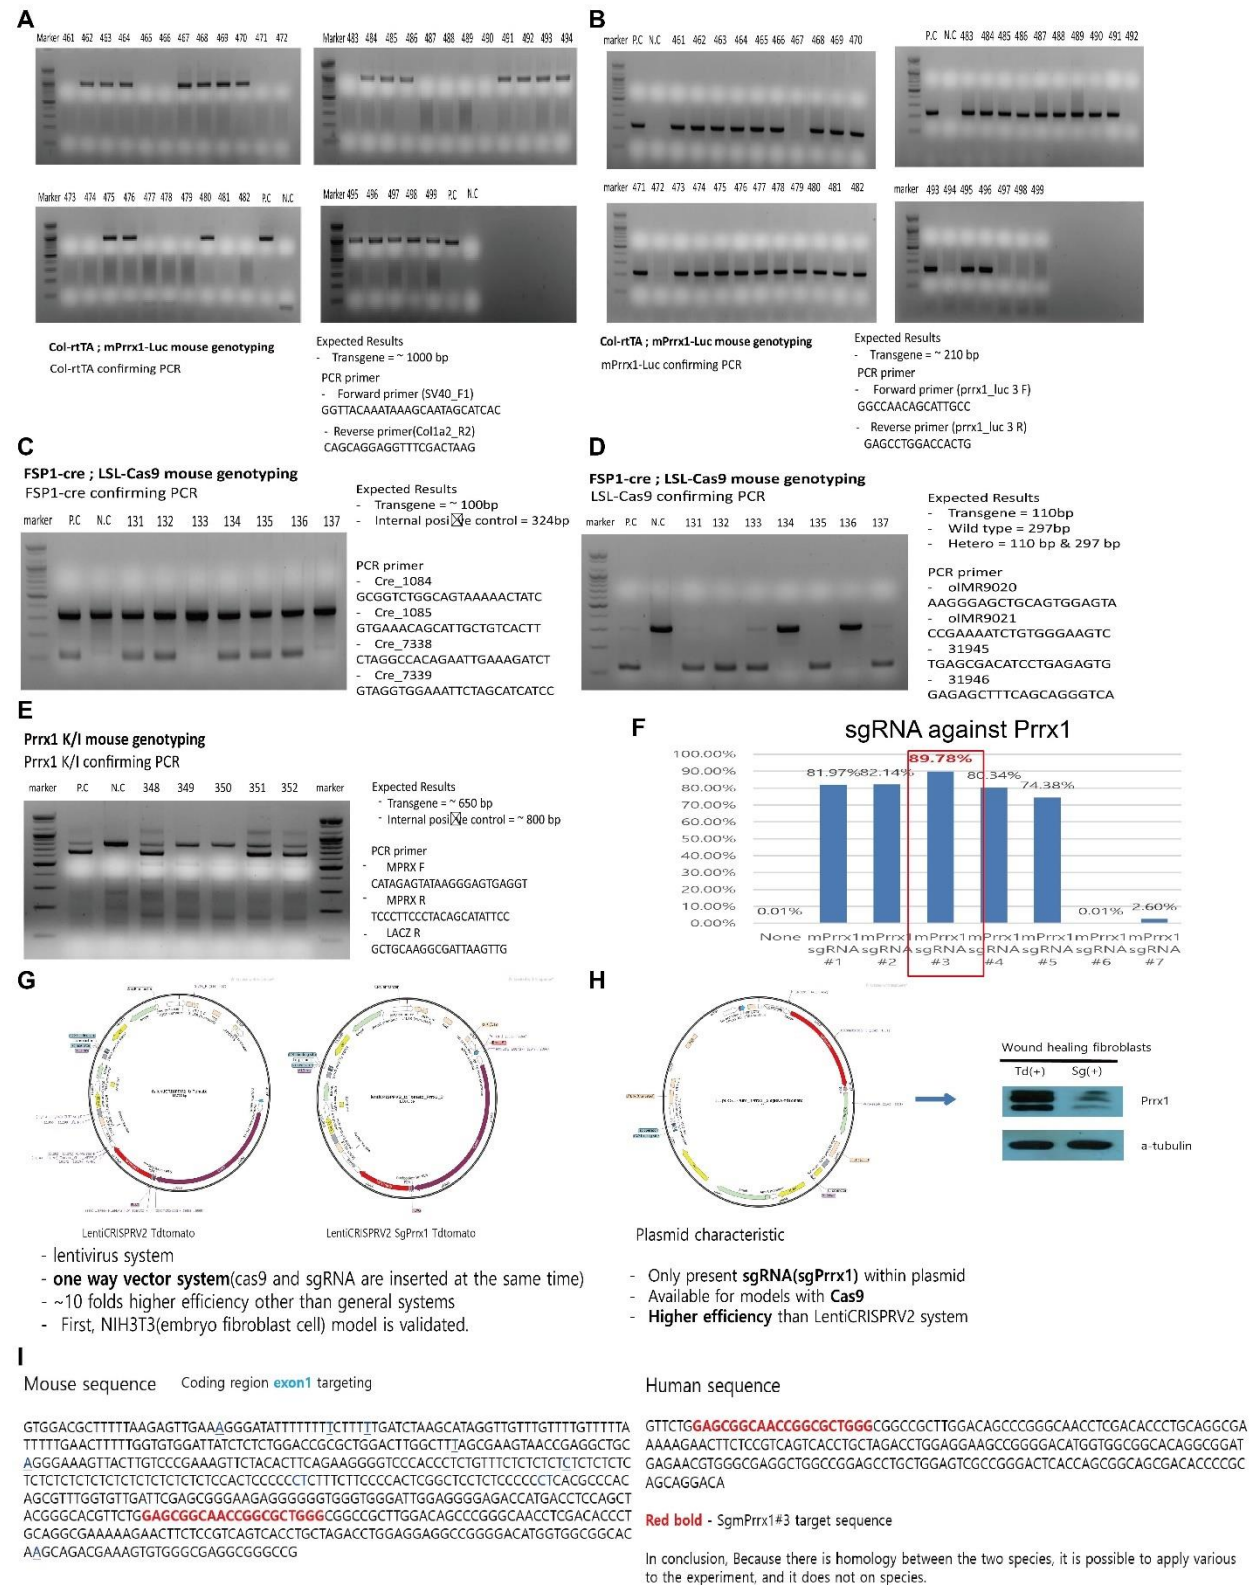

**Supplementary Figure 20. Genetic validation of models used for *in vivo* and *in vitro* experiments.** (A, B) Representative genotyping gel showing Col1a2<sup>rtTA</sup>;TetO7-Prrx1<sup>Luc</sup> mice using DNA primers specific for collagen type 1 alpha 2 and Prrx1. Primers and product size are listed below the gel pictures. (C, D) Representative genotyping gel showing FSP1<sup>cre</sup>;CAS9<sup>EGFP</sup> mice using DNA primers specific for Cre recombinase and CAS9. Primers and product size are listed below the gel pictures. (E) Prrx1 K/I mice genotyping was performed using DNA primers; specific regions for MPRX F and R are presented before and after, respectively, exon 2 of *Prrx1*. LACZ R is located in the knocked-in LacZ gene. Primers were used to detect both Prrx1 wt (800 bp) and Prrx1 mutant (550 bp). (F) Efficiency validation of sgRNA against Prrx1 clones. (G) Diagram of the LentiCRISPRV2\_Tdtomato and LentiCRISPRV2\_sgPrrx1\_Tdtomato lentiviral vectors. (H) Schematic map of the pLKO.1\_Puro\_sgPrrx1 plasmid, and validation of Prrx1 efficiency using western blot. (I) Generation of plasmids targeting human and mouse Prrx1 exon 1-coding region simultaneously.

## Supplementary Fig. 21

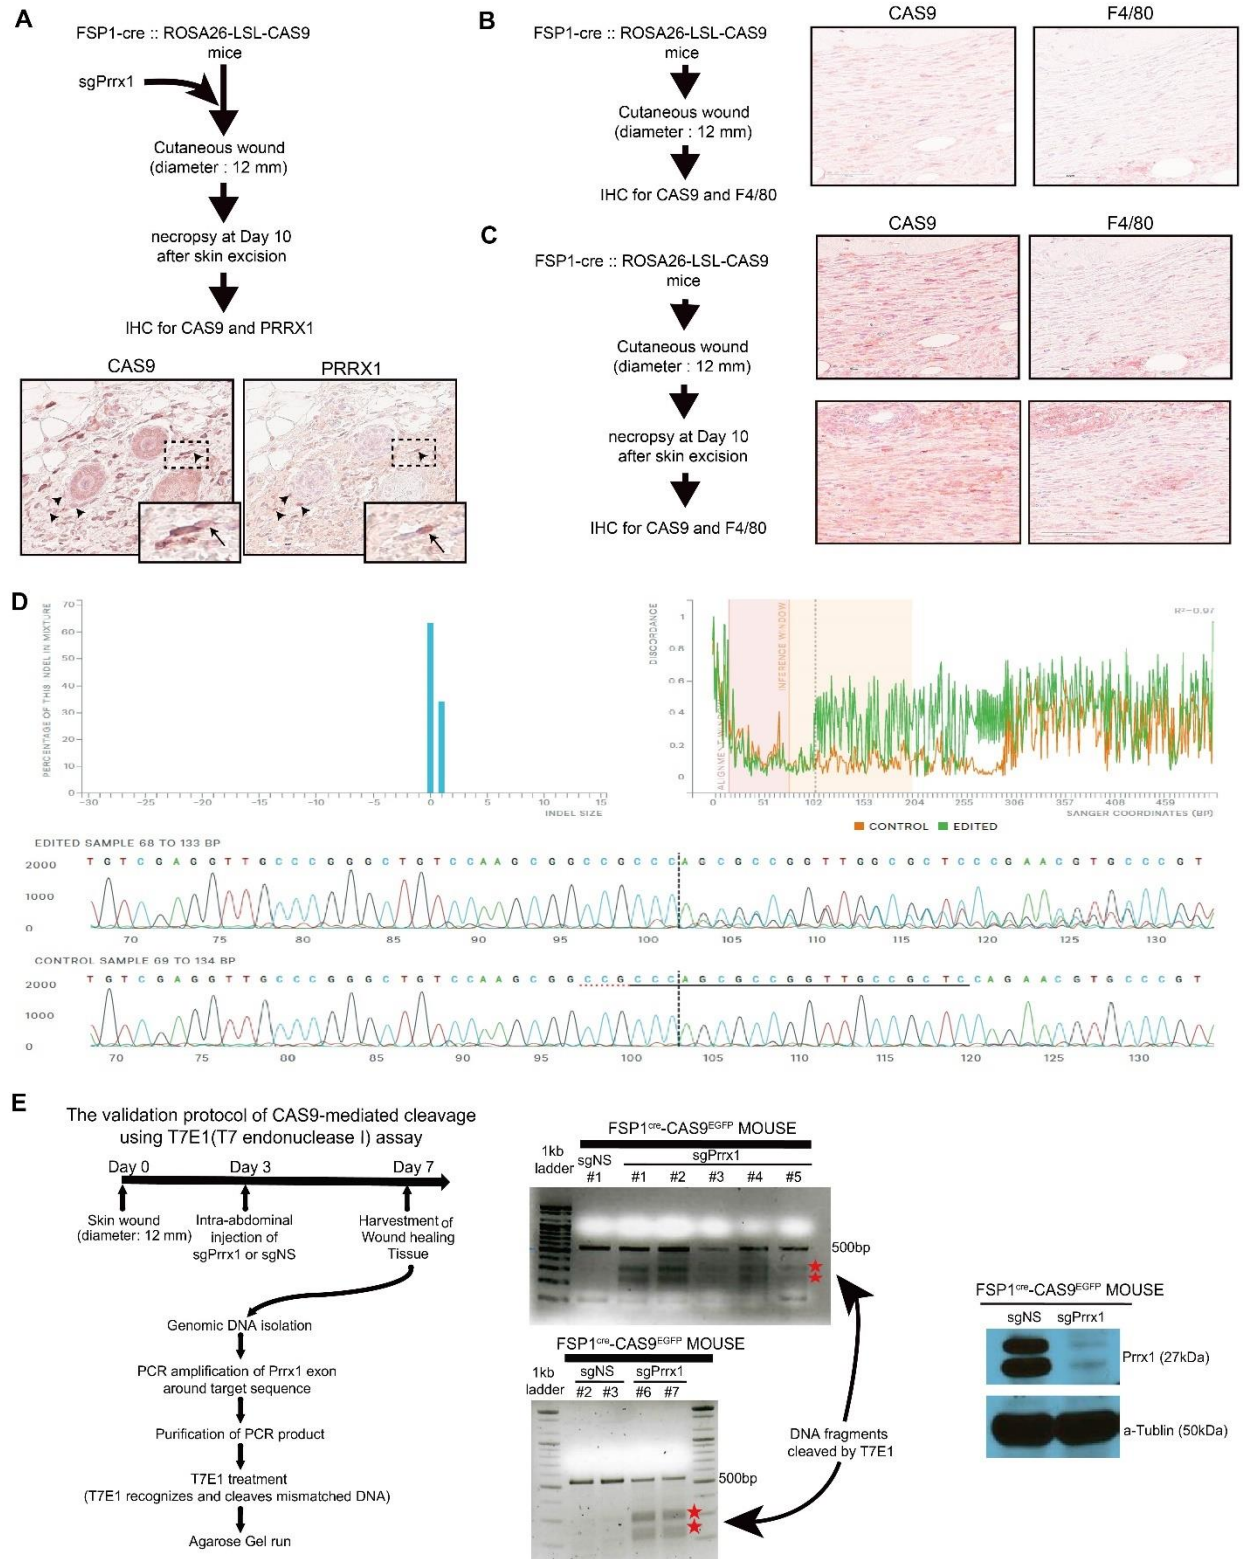

**Supplementary Figure 21. Validation for the fibroblast-specific knock-out of Prrx1 in vivo.**

(A) Schematic illustration of skin wound-healing experiments for tissue processing and immunohistochemical staining images of CAS9 and Prrx1 in each group. (B, C) Representative immunohistochemical staining images for CAS9 and F4/80. Images are representative of three tissue samples. (D) Synthego ICE analysis of mutations found in each target tissue. Edited sites are shown in the peak graph. (E) The validation protocol of CAS9-mediated cleavage using T7E1 assay (sgNS n=3, sgPrrx1 n=7). Representative gel images of T7E1-treated PCR products amplified from target site of Prrx1 exon-1 in each group. Western blotting images of sgRNA-treated tissue. This experiment was independently repeated three times with similar results.

Supplementary Fig. 22

A

LLC1 + WT Prrx1 wound healing fibroblast (SgNS)

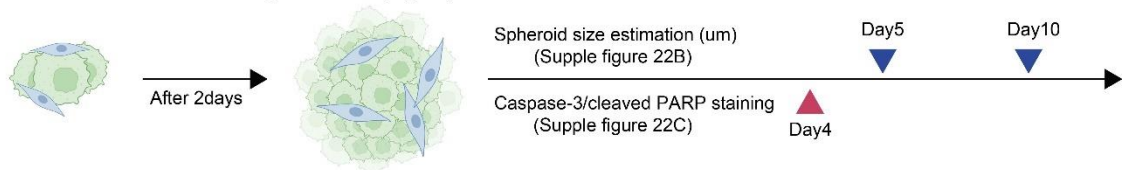

LLC1 + Prrx1 deletion wound healing fibroblast (SgPrrx1)

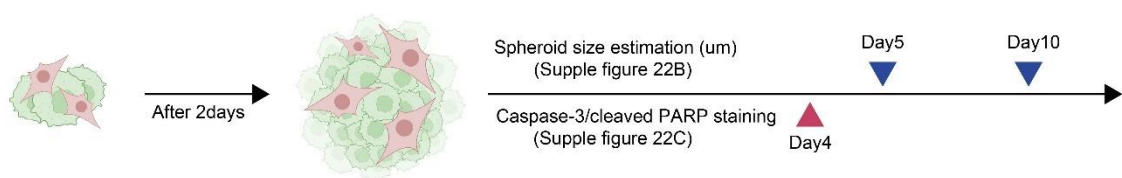

B

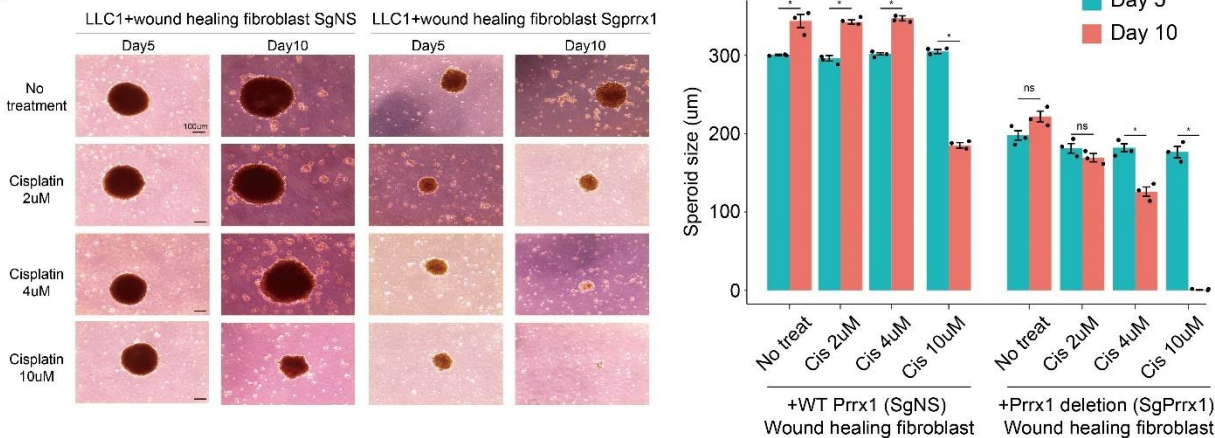

C

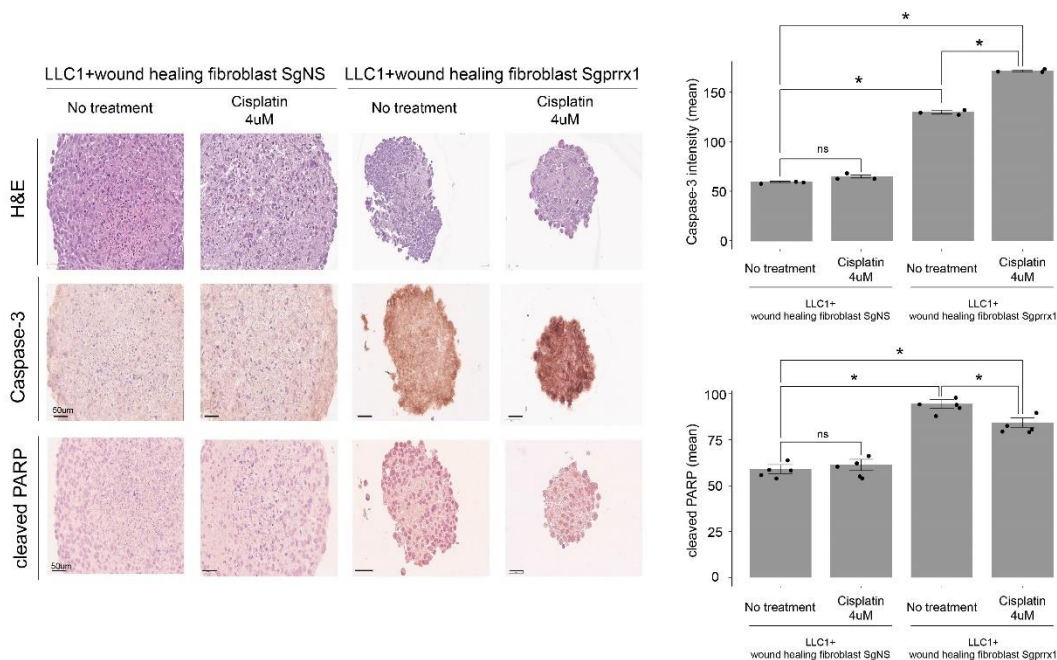

**Supplementary Figure 22. Combination treatment of cisplatin with sgPrrx1 induced fibroblast specific Prrx1 deletion resulted in tumor cell death in an in vitro co-culture system.**

(A) Establishment of a hanging drop direct 3D spheroid co-culture system to mimic the in vivo mouse model used in Figure 9. (B) Combination treatment of cisplatin and sgPrrx1 resulted in inhibition of spheroid growth. (n =3 independent measurements,  $p$  value was calculated using two tailed t-test: \* $p<0.0001$ ). (C) Representative H&E images of spheroids of each group and immunohistochemical staining images for caspase3. Combination treatment of cisplatin and sgPrrx1 resulted in massive cell death, suggesting a certain synergistic effect between them. Quantification of caspase3 and cleaved-PARP intensity (mean) was determined using ImageJ Fiji. (n =3 independent measurements,  $p$  value was calculated using two tailed t-test: \* $p<0.05$ ). Source data and exact  $p$  values are provided as a Source Data file.

## Supplementary References

- 1     Akiyama, K. *et al.* Characterization of bone marrow derived mesenchymal stem cells in suspension. *Stem cell research & therapy* **3**, 40, doi:10.1186/scrt131 (2012).
- 2     Lambrechts, D. *et al.* Phenotype molding of stromal cells in the lung tumor microenvironment. *Nature medicine* **24**, 1277-1289, doi:10.1038/s41591-018-0096-5 (2018).
- 3     Qian, J. *et al.* A pan-cancer blueprint of the heterogeneous tumor microenvironment revealed by single-cell profiling. *Cell research* **30**, 745-762, doi:10.1038/s41422-020-0355-0 (2020).
- 4     Ji, A. L. *et al.* Multimodal Analysis of Composition and Spatial Architecture in Human Squamous Cell Carcinoma. *Cell* **182**, 497-514.e422, doi:10.1016/j.cell.2020.05.039 (2020).
- 5     Sathe, A. *et al.* Single-Cell Genomic Characterization Reveals the Cellular Reprogramming of the Gastric Tumor Microenvironment. *Clinical cancer research : an official journal of the American Association for Cancer Research* **26**, 2640-2653, doi:10.1158/1078-0432.Ccr-19-3231 (2020).
- 6     Peng, J. *et al.* Single-cell RNA-seq highlights intra-tumoral heterogeneity and malignant progression in pancreatic ductal adenocarcinoma. *Cell research* **29**, 725-738, doi:10.1038/s41422-019-0195-y (2019).
- 7     Puram, S. V. *et al.* Single-Cell Transcriptomic Analysis of Primary and Metastatic Tumor Ecosystems in Head and Neck Cancer. *Cell* **171**, 1611-1624.e1624, doi:10.1016/j.cell.2017.10.044 (2017).
- 8     Zhao, T. *et al.* Single-Cell RNA-Seq Reveals Dynamic Early Embryonic-like Programs during Chemical Reprogramming. *Cell stem cell* **23**, 31-45.e37, doi:10.1016/j.stem.2018.05.025 (2018).
- 9     Guerrero-Juarez, C. F. *et al.* Single-cell analysis reveals fibroblast heterogeneity and myeloid-derived adipocyte progenitors in murine skin wounds. *Nature communications* **10**, 650, doi:10.1038/s41467-018-08247-x (2019).
- 10    Hosein, A. N. *et al.* Cellular heterogeneity during mouse pancreatic ductal adenocarcinoma progression at single-cell resolution. *JCI insight* **5**, doi:10.1172/jci.insight.129212 (2019).
- 11    Yeo, S. Y. *et al.* A positive feedback loop bi-stably activates fibroblasts. *Nature communications* **9**, 3016, doi:10.1038/s41467-018-05274-6 (2018).
- 12    Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120, doi:10.1093/bioinformatics/btu170 (2014).
- 13    Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biology* **10**, R25, doi:10.1186/gb-2009-10-3-r25 (2009).

- 14 Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome biology* **9**, R137, doi:10.1186/gb-2008-9-9-r137 (2008).
- 15 Whyte, W. A. *et al.* Master transcription factors and mediator establish super-enhancers at key cell identity genes. *Cell* **153**, 307-319, doi:10.1016/j.cell.2013.03.035 (2013).
- 16 Lin, C. Y. *et al.* Active medulloblastoma enhancers reveal subgroup-specific cellular origins. *Nature* **530**, 57-62, doi:10.1038/nature16546 (2016).
- 17 Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-2079, doi:10.1093/bioinformatics/btp352 (2009).
- 18 Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-842, doi:10.1093/bioinformatics/btq033 (2010).
- 19 Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular cell* **38**, 576-589, doi:10.1016/j.molcel.2010.05.004 (2010).
- 20 Robinson, J. T. *et al.* Integrative genomics viewer. *Nat Biotechnol* **29**, 24-26, doi:10.1038/nbt.1754 (2011).
- 21 Ramírez, F. *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic acids research* **44**, W160-165, doi:10.1093/nar/gkw257 (2016).
- 22 Kuleshov, M. V. *et al.* Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic acids research* **44**, W90-97, doi:10.1093/nar/gkw377 (2016).
- 23 Ross-Innes, C. S. *et al.* Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature* **481**, 389-393, doi:10.1038/nature10730 (2012).
- 24 Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21, doi:10.1093/bioinformatics/bts635 (2013).
- 25 Anders, S., Pyl, P. T. & Huber, W. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166-169, doi:10.1093/bioinformatics/btu638 (2015).
- 26 Sergushichev, A. A. An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. 060012, doi:10.1101/060012 %J bioRxiv (2016).
- 27 Hänzelmann, S., Castelo, R. & Guinney, J. GSEA: gene set variation analysis for microarray and RNA-seq data. *BMC bioinformatics* **14**, 7, doi:10.1186/1471-2105-14-7 (2013).
- 28 Zheng, G. X. *et al.* Massively parallel digital transcriptional profiling of single cells. *Nature communications* **8**, 14049, doi:10.1038/ncomms14049 (2017).
- 29 Hao, Y. *et al.* Integrated analysis of multimodal single-cell data. *Cell* **184**, 3573-3587.e3529, doi:10.1016/j.cell.2021.04.048 (2021).
- 30 Zhang, A. W. *et al.* Probabilistic cell-type assignment of single-cell RNA-seq for tumor microenvironment profiling. *Nature methods* **16**, 1007-1015, doi:10.1038/s41592-019-0529-1 (2019).

- 31 Browaeys, R., Saelens, W. & Saeys, Y. NicheNet: modeling intercellular communication by linking ligands to target genes. *Nature methods* **17**, 159-162, doi:10.1038/s41592-019-0667-5 (2020).
- 32 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* **15**, 550, doi:10.1186/s13059-014-0550-8 (2014).
- 33 Stuart, T. *et al.* Comprehensive Integration of Single-Cell Data. *Cell* **177**, 1888-1902.e1821, doi:10.1016/j.cell.2019.05.031 (2019).
- 34 Racle, J., de Jonge, K., Baumgaertner, P., Speiser, D. E. & Gfeller, D. Simultaneous enumeration of cancer and immune cell types from bulk tumor gene expression data. *eLife* **6**, doi:10.7554/eLife.26476 (2017).
- 35 Qiu, X. *et al.* Single-cell mRNA quantification and differential analysis with Census. *Nature methods* **14**, 309-315, doi:10.1038/nmeth.4150 (2017).
- 36 Mahmoudi, S. *et al.* Heterogeneity in old fibroblasts is linked to variability in reprogramming and wound healing. *Nature* **574**, 553-558, doi:10.1038/s41586-019-1658-5 (2019).
- 37 Liberzon, A. *et al.* Molecular signatures database (MSigDB) 3.0. *Bioinformatics* **27**, 1739-1740, doi:10.1093/bioinformatics/btr260 (2011).
- 38 Gao, R. *et al.* Delineating copy number and clonal substructure in human tumors from single-cell transcriptomes. *Nat Biotechnol* **39**, 599-608, doi:10.1038/s41587-020-00795-2 (2021).
- 39 Zhang, Y., Parmigiani, G. & Johnson, W. E. ComBat-seq: batch effect adjustment for RNA-seq count data. *NAR genomics and bioinformatics* **2**, lqaa078, doi:10.1093/nargab/lqaa078 (2020).
- 40 Hothorn, T., Lausen, B. J. C. S. & Analysis, D. On the exact distribution of maximally selected rank statistics. **43**, 121-137 (2003).

# Supplementary material for: PRRX1 is a master transcription factor of stromal fibroblasts for myofibroblastic lineage progression
**Source:** Nat Commun. 2022 May 19;13:2793. doi: 10.1038/s41467-022-30484-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Associations between Prrx1 expression and clinicopathologic variables in three cancer tissues. The high Prrx1 expression levels in three types of cancer tissue (colon, stomach, and esophageal cancer) were significantly correlated with advanced TNM stage, advanced T classification, and tumor size.

File Name: Supplementary Data 2

Description: Enhancers and super-enhancers from three types of murine fibroblasts and nine human cancer-associated fibroblasts.

File Name: Supplementary Data 3

Description: Correlation of ATAC-seq (Assay for Transposase-Accessible Chromatin sequencing) and Chip-seq in nine CAFs.

File Name: Supplementary Data 4

Description: Transcription factors (TFs) that make up core regulatory circuits (CRCs) originated from three types of murine fibroblasts and nine human CAFs.

# Supplementary material for: PRRX1 is a master transcription factor of stromal fibroblasts for myofibroblastic lineage progression
**Source:** Nat Commun. 2022 May 19;13:2793. doi: 10.1038/s41467-022-30484-4
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

DESeq2 Love et. al., 2014 <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>  
R 4.0.3 N/A <https://www.r-project.org/>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession number for ChIP, RNA, and single cell RNA sequencing data reported in this paper are available on the NCBI Gene Expression Omnibus (GEO) database under the accession codes such as GSE169725 (Super-series), GSE169703 (Three types of murine fibroblasts RNA-seq), GSE169723 (Three types of murine fibroblasts ChIP-seq), GSE169697 (RNA-seq data of Co-cultures of cancer spheroid with fibroblasts), GSE169720 (Human cancer associated fibroblasts RNA-seq), GSE169601 (Human cancer associated fibroblasts ChIP-seq), GSE169704 (Single cell RNA-seq from murine wound tissue). The authors declare that all the data supporting the results of this study are available within the article and its supplementary information files and from the corresponding authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

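The authors deposited a table of counts per gene for each fibroblast type, with 1 column per culture. The deposited unit is the count, a whole number of reads per gene without normalization. The authors state that reads were trimmed with Trimmomatic, aligned to mm10 with STAR, sorted with samtools and counted with HTSeq. ComBat-seq, a correction for batch effects, is named after the paragraph on human CAFs, and its use on the mouse counts is not stated. All 21 columns were used, and 0 columns were left without a sample. The columns of wound-healing fibroblasts name the genotype and number but not the cell type, which was assigned by elimination. The columns of MMTV-CAF name theirs, and those of MEF do not but include the only knock-in group.

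The GSVA score and the p-value are not among the deposited values; both were computed from the deposited counts. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group, scaled by TMM, and tested with glmQLFit and glmQLFTest at a Benjamini-Hochberg adjusted p under 0.05. Only the 6 cultures of a comparison entered its model. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. The difference between fibroblast types was tested with the interaction of type and Prrx1 loss over the 3 comparisons of Fig. 3A.

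The Reactome set came from the mouse collection bundled with fgsea 1.28.0. Its Entrez identifiers were matched to the gene names in the counts through a reference table of GRCm38.p6. The tests on chromosomes and the subtraction of chromosome medians took gene positions from the same table. Sets with 15 to 500 tested genes were tested with camera of limma 3.58.1, and p-values were adjusted over those sets. The p-values of collagen genes and of super-enhancer genes were adjusted together, over the 8 tests of these sets in the 4 comparisons with WT under one setting (4 tests for genes overlapping super-enhancers). This adjustment was added after the values had been seen. GSVA scores were computed in Python 3.11.15 with gseapy 1.3.1 from log2 CPM with a prior count of 2, and groups were compared by exact permutation. Genes were assigned to super-enhancers, and the guide was located, in NCBIM37 with the Gencode M1 annotation, the build of Supplementary Data 2. Positions were not carried over to the mm10 build of the counts. Tables were handled with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

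The pairing in the replicate block comes from the replicate numbers in the sample labels. The paper does not state that same-numbered cultures were handled together. Replicate numbers are the only batch that the labels give. Each number occurs once in every group, so a replicate is confounded with no condition.

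Tests, samples, gene sets and alternatives were chosen before the data were examined, apart from the super-enhancer results, the counts divided by 2 and the tests named in the closing section as chosen later. The genes named in the text follow a rule written at the same time. It takes Prrx1, every gene the paper names for these fibroblasts (38 in all), and the 5 lower and 5 higher genes with the largest change common to the 3 types. It adds the 3 lower and 3 higher genes with the largest change in sgPrrx1 MEF and in the comparison of sgPrrx1 with mutant MEF. It also adds the 5 genes with the smallest interaction p, and the 3 set members with the largest fall and the 3 with the largest rise in each set. The text names part of the genes this rule takes, and the others are not reported here. Kdm5d, Ddx3y, Eif2s3y, Uty, Xist, the Hox genes, the genes at near-matches of the guide and the genes lost in more than 1 comparison are outside this rule and were chosen after values had been seen.

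Alternatives were DESeq2 1.42.0 with its size factors, RLE and upper-quartile scaling, no filter on low counts, a filter of at least 10 counts in every culture, the replicate block, a threshold of at least a 2-fold change, all 9 MEF cultures in one model, and each replicate left out in turn. For gene sets, limma's fry and an inter-gene correlation estimated from the data were tried. For GSVA, library totals alone, a prior count of 0.5, no filter, a Poisson kernel on raw counts and all 9 MEF cultures scored together were tried.

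The steps were tested on simulated data with 200 genes changed by 1.5 on the log2 scale in 24532 genes. edgeR called 95.5% of them, and 4.02% of its calls were on unchanged genes. With the replicate block these were 95.0 and 4.04%, and with DESeq2 94.5 and 10.0%. With no gene changed, 0 of 13464 genes were called. The interaction test called 98.0% of the genes changed in one type and 0% of those changed alike in all types. Of the genes lowered in all 3 types, 95.0% were found, with 0 others. Camera called a set shifted by 0.5, and 0 of 20 random sets passed the threshold. GSVA gave a difference of −1.04 for a shifted set, with an exact p of 0.1, and 0.0333 for a random set. The simulated genes were drawn independently at a dispersion of 0.02, and far fewer of them changed than in the real comparisons. The simulation therefore does not show how scaling, error rates or camera behave with so many changed or correlated genes.

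Human CAF RNA-seq, single-cell RNA-seq, ChIP-seq and the Gene Ontology and Hallmark sets of Fig. 3A were not analysed here.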

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

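Of the tests in this part, the one with WT cultures that the MEF comparisons do not share was chosen only after the result was seen. The test on Hox genes was prompted by a value already seen, that of Hoxa11, and its prediction was written before the other Hox genes were tested.

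The change in mutant or sgPrrx1 cultures differed between fibroblast types in 12314 of 15049 genes (edgeR interaction test, adjusted p under 0.05), 177 of them among the 199 ECM organization genes tested. Of 11172 genes that differed and were tested in each type, 6416 passed the threshold in opposite directions in different types. The count was 12214 after correction for GC content and gene length, and again 12214 after thinning all libraries to the same depth. Of 40 splits of the cultures that part as many same-numbered pairs, 3 gave as many genes, the real one included. The other splits with as many reversed every label of MMTV-CAF (12329 genes), or of both MMTV-CAF and wound-healing fibroblasts (12475), and so keep WT and sgPrrx1 cultures apart within each type. The largest count among drawn splits that mix them was 9324. The 3 of 40 thus come from reversed types and not from mixed cultures. As a share, 3 of 40 is not under 0.05, so this count does not exclude an accidental grouping, while no drawn split that mixes cultures reached the real count. Among the 3 comparisons, the MEF carry a germline insertion and the others an edited gene, so type and kind of loss cannot be told apart in them. With sgPrrx1 MEF in place of mutant MEF the count was 11990, and 11329 genes differed between wound-healing fibroblasts and MMTV-CAF, both edited. A candidate explanation that remains is a response to Prrx1 loss that depends on the fibroblast type. Another is differences between the individual culture lines that are unrelated to Prrx1, which 1 line per group would not separate.

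Among the genes named in this text by the rule set beforehand, 15 passed the threshold in opposite directions in different types, with interaction adjusted p-values from 8.3e-19 (Igfbp4 and Slc1a3) to 3.6e-05 (Hmga1b). Of the 15, Igfbp4, Slc1a3, Hlf, Krt19 and Col12a1 entered the rule by their interaction p, so the count and the smallest p partly reflect this choice. Kdm5d and Ddx3y, outside that rule, also did and are described under the other observations. For the 15, each direction held under RLE scaling, upper-quartile scaling and DESeq2. Several genes rose in MMTV-CAF and fell in mutant MEF. These were Dcn (log2 fold change 4.16 and −8.39), Igfbp4 (4.32 and −2.68), Serpina3g (4.53 and −5.13), Pdgfra (0.95 and −2.91) and Prrx2 (0.70 and −0.49). Hlf (3.39 and −4.72), Slc1a3 (1.25 and −4.64) and Cxcl12 (1.30 and −1.53) rose in MMTV-CAF and fell in wound-healing fibroblasts. Ccl5 rose by 1.72 in wound-healing fibroblasts and changed by −4.76 in mutant MEF. Pitx1 rose by 0.14 in wound-healing fibroblasts and had 0 counts in mutant MEF, at least 511-fold below WT. In MMTV-CAF it had 0 counts in every WT culture and 16, 11 and 18 in sgPrrx1 cultures, at least 4.97-fold more, which was too few to be tested. Fn1 rose by 0.53 in wound-healing fibroblasts and changed by −0.94 in MMTV-CAF. Krt19 (4.12 and −8.18), Col12a1 (1.70 and −3.13) and Hmga1b (3.36 and −0.95) rose in mutant MEF and fell in MMTV-CAF, and Lipo3 (1.46 and −1.03) rose in mutant MEF and fell in wound-healing fibroblasts. Hmga1b varied widely between MEF replicates, with 208 ± 99.7 CPM (SD, n = 3) in mutant and 214 ± 220 in sgPrrx1 cultures (SD, n = 3). Lipo3, Serpina3g and Hmga1b belong to families with similar copies, and the sharing of reads between copies was not tested.

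In wound-healing fibroblasts, the GSVA score of super-enhancer genes was higher in sgPrrx1 cultures by 0.11, with every sgPrrx1 culture above every WT culture, while in MMTV-CAF and mutant MEF every sgPrrx1 or mutant culture was below every WT culture. The difference between types was not tested. With library totals alone the value was 0.03 (exact permutation p from 0.1 to 0.6 over the alternatives). The mean log2 fold change of these genes was −0.01, which 1 of the 4 splits of the cultures equalled or exceeded in size, the real one. No biological explanation was tested.

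The paper does not report on the sgPrrx1 MEF cultures. Against WT MEF, 5764 of 13372 genes changed (3051 lower and 2713 higher), the ECM organization set had a mean log2 fold change of −1.04 (camera adjusted p = 8.93e-10, 8.19e-10 to 0.101 over the alternatives, rank 2 of 671 sets, of which 267 passed the threshold) and collagen genes −1.58 (camera adjusted p = 1.05e-08, 9.89e-09 to 0.132). The GSVA difference was −0.71, with all 3 sgPrrx1 cultures below all 3 WT cultures (exact permutation p = 0.1). For super-enhancer genes the GSVA difference was −0.09, with the groups overlapping (exact permutation p = 0.2, 0.1 to 0.3 over the alternatives), and the mean log2 fold change was −0.15 (camera adjusted p = 0.340, 2.85e-05 to 0.799 over the alternatives). Prrx1 itself changed least in this comparison, by −0.60 (standard error 0.14, edgeR adjusted p = 0.0145), to 68.7, 52.1 and 77.1% of the WT mean. An edit that shifts the reading frame can remove the protein and leave part of the transcript, and the protein was not analysed here. After correction for GC content and gene length, 6107 genes changed and the set mean was −0.94. After thinning to equal depth, 5718 genes changed and the mean was −0.99. The mean was −1.04 without the 20 largest genes and −1.05 after subtraction of chromosome medians. Only 4 of the 10 splits of the 6 cultures part all same-numbered pairs, and the other splits put a same-numbered pair on one side. The real split was the 1 of the 4 with as many changed genes, with the set mean as far from 0 and with the collagen mean as far from 0. Of the other splits, 3 gave 0 changed genes. No share under 0.05 can come from 4 splits, so an accidental grouping of the cultures cannot be excluded by this test. Changes in sgPrrx1 and mutant MEF correlated across genes at 0.364 (Spearman 0.436), and at 0.237 or more with WT cultures that the comparisons do not share, so the shared WT cultures alone may not account for the relation. Between sgPrrx1 and mutant MEF, a difference in the set (mean −0.51) or in collagen genes (−1.43) beyond that of other genes did not pass the threshold once adjusted, with camera p-values of 0.274 and 0.0210 before adjustment over 4 tests of this kind and 0.366 and 0.0838 after it. No MEF culture is labelled as carrying another guide, so an effect of Prrx1 loss cannot be told apart from one of the guide's delivery.

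Between sgPrrx1 and mutant MEF, 7513 of 13379 genes differed (3798 lower and 3715 higher in sgPrrx1). The real split was the 1 of 4 with as many, and the others gave 0, 0 and 1 genes. Sall1 and Fndc3c1 had 0 counts in every sgPrrx1 and WT culture, and were at least 1262-fold and at least 1174-fold higher in mutant than in sgPrrx1 MEF, as was Hoxa11 at least 824-fold. Pitx1 had 0 counts in every mutant culture and was at least 709-fold higher in sgPrrx1 MEF. The origin of the mutant cultures may differ from that of the others. Hox genes other than Hoxa11 changed more than lists of genes with similar expression in mutant MEF (share of lists as large 0.0002) and not in sgPrrx1 MEF (share 0.167). Germline loss of Prrx1 during development is another explanation, and the design cannot separate them.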

How the results depend on the processing

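The super-enhancer results and their alternatives, and the alternative with all counts divided by 2, were chosen after seeing the data. The comparisons below are the numbers of changed genes, the genes changed alike in all 3 types, the gene sets and the GSVA scores. Over the alternatives other than leaving out a replicate, 171 results for comparisons kept their direction and their side of the threshold, or stayed within 1.5 times the count or 1 SD of the score. The rest were 11 that moved, 6 that weakened, 6 that strengthened and 3 that reversed.

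The threshold of at least a 2-fold change moved each number of changed genes it was applied to. It left 3283 genes in Prrx1 mutant MEF, 1411 in sgPrrx1 MEF, 2179 in wound-healing fibroblasts, 3377 in MMTV-CAF and 2838 between sgPrrx1 and mutant MEF. In sgPrrx1 MEF, 1200 of the 1411 were lower, against 3051 of 5764 without that threshold. The other alternatives left these counts within 1.5 times the reported ones. DESeq2 called 8121 of the 8155 genes of mutant MEF, 5754 of the 5764 of sgPrrx1 MEF, 10478 of the 10811 of wound-healing fibroblasts and 11314 of the 11552 of MMTV-CAF, and 0 of them in the other direction. Upper-quartile scaling moved the median of all genes by −0.04 at most, in sgPrrx1 against mutant MEF.

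The replicate block gave 10519 changed genes in wound-healing fibroblasts and 11320 in MMTV-CAF, where same-numbered cultures correlated at −0.0375 and 0.00536 on average. Of these, 10436 and 11222 were also called without the block. In sgPrrx1 MEF (mean correlation 0.0861), it gave 6629 genes, of which 5581 were among the 5764. Between sgPrrx1 and mutant MEF (mean correlation −0.212), it gave 5268, of which 5259 were among the 7513, and the interaction count was 11598. It gave 698 genes lower and 458 higher in all 3 types.

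Gene-set results depended on how correlation between genes was treated. With fry, which asks only whether the set itself changed, p fell under 0.05 for the ECM organization set in mutant MEF (mean −0.63, adjusted p = 0.000367) and wound-healing fibroblasts (−0.47, adjusted p = 2.7e-06). It also did so for collagen genes in mutant MEF (−0.41, adjusted p = 0.00786) and super-enhancer genes in sgPrrx1 MEF (−0.15, adjusted p = 2.85e-05) and wound-healing fibroblasts (−0.0143, adjusted p = 0.0101). With the correlation estimated from the data, p rose above 0.05 for the ECM organization set in sgPrrx1 MEF (−1.04, adjusted p = 0.101) and MMTV-CAF (−1.16, adjusted p = 0.241). The same happened for collagen genes in sgPrrx1 MEF (−1.58, adjusted p = 0.132), wound-healing fibroblasts (−0.66, adjusted p = 0.140) and MMTV-CAF (−1.34, adjusted p = 0.288), and for super-enhancer genes in MMTV-CAF (−0.32, adjusted p = 0.132). The filter of at least 10 counts in every culture moved the means of the ECM organization and collagen genes towards 0, partly by construction, since it drops genes that fell to few counts in one group. They went from −1.16 to −0.57 for the ECM organization set in MMTV-CAF, from −1.34 to −0.66 for collagen genes there, and from −1.04 to −0.54 and from −1.58 to −0.78 for the same sets in sgPrrx1 MEF. Without that filter, the medians of the same sets were −0.641 and −0.940 in MMTV-CAF and −0.495 and −0.819 in sgPrrx1 MEF. Fry and the estimated correlation change p and not the mean, and over the alternatives the adjusted p of each of these results ranged at least from under 0.05 with fry to above 0.1 with the estimated correlation. With at least 10 counts in every culture, the adjusted p of collagen genes in MMTV-CAF was 0.0627, and 0.0392 before adjustment. The counts of results at the top of this part use p before adjustment for collagen and super-enhancer genes, which made a difference in this case only. With no filter on low counts, the ECM organization set in wound-healing fibroblasts passed the threshold (−0.45, adjusted p = 0.0475, 2.7e-06 to 0.381 over the alternatives). The mean of super-enhancer genes in wound-healing fibroblasts, close to 0, reversed with no filter (0.005464), with at least 10 counts in every culture (0.008189) and with genes overlapping the super-enhancers (0.006542). The cause was not tested.

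GSVA differences moved by more than 1 SD in 6 cases. Scoring all 9 MEF cultures together gave −0.51 for mutant and −0.77 for sgPrrx1 MEF. Library totals alone gave −0.51 for the ECM organization set and 0.026 for super-enhancer genes in wound-healing fibroblasts, and −0.68 and −0.58 in MMTV-CAF. The cause was not tested. The exact p is 0.1 at best under every unpaired alternative and 0.25 under the paired one, so these p-values show no stability.

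Leaving out replicates moved 5 results for comparisons and left 154. The number of changed genes ranged from 3830 to 6340 in sgPrrx1 MEF over 6 fits. Genes lower in all 3 types ranged from 505 to 777 and genes higher from 266 to 532 over 3 fits that left out the same number everywhere, and the GSVA difference of wound-healing fibroblasts ranged from −0.38 to −0.30. Other ranges were 6647 to 8177 genes in mutant MEF, 10341 to 10520 in wound-healing fibroblasts, 11233 to 11474 in MMTV-CAF, 6215 to 7579 between sgPrrx1 and mutant MEF, and 10297 to 11848 for the interaction. Leaving out replicate 2 of both groups at once kept 4343 of the 8155 changed genes of mutant MEF, 1635 of the 5764 of sgPrrx1 MEF and 3975 of the 7513 between sgPrrx1 and mutant MEF. Without replicate 1 or 3 of both groups, from 4157 to 7359 were kept in these comparisons, and in wound-healing fibroblasts and MMTV-CAF from 9695 to 10869 over all such fits. With sgPrrx1 in place of mutant MEF, 703 genes were lower and 410 higher in all 3 types, and 11990 differed between types.

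Of the results for named genes, 754 held under the alternatives and 3 weakened, and 621 held with a replicate left out, while 7 weakened, 1 strengthened and 1 reversed. The reversal was Il6 in mutant MEF, at −0.11 without mutant replicate 2, in a range of −0.11 to 0.47 over the fits with a replicate left out. Its counts there were 12, 27 and 12, and the depth limits what can be said of it.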

Differences from the paper's values

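For the ECM organization set, the paper's Source Data for Fig. 3A give a GSVA difference between sgPrrx1 and WT cultures of −0.460 in wound-healing fibroblasts, the paper's value, against −0.32 here. None of the alternatives set before the data were examined closed the gap. Library totals alone gave −0.51, a Poisson kernel on raw counts −0.37, no filter −0.34, and the fits with a replicate left out −0.38 to −0.30. In MMTV-CAF, the paper's value is −0.673 against −0.58 here. With library totals alone in place of TMM, the difference was −0.68, within 1 SD of the paper's value, taking the SD of the replicate scores here (0.0387). The Poisson kernel (−0.61), no filter (−0.55), a prior count of 0.5 (−0.58) and the fits with a replicate left out (−0.59 to −0.54) did not close the gap.

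For super-enhancer genes, Supplementary Fig. 13A, read by eye, shows a GSVA difference of about −0.60 in MEF, about −0.04 in wound-healing fibroblasts and about −0.72 in MMTV-CAF. The values here were −0.36, 0.11 and −0.50. These results were added later, so no alternative set before the data were examined bears on them. Alternatives chosen after seeing the values ranged from −0.38 to −0.36 in mutant MEF, from 0.03 to 0.11 in wound-healing fibroblasts and from −0.58 to −0.50 in MMTV-CAF, and none closed a gap. The paper names ChIPseeker with UCSC gene models for the target genes of super-enhancers, and the R package GSVA for scores. Neither was run here, so the gene lists and the scoring may differ from the paper's. This holds for the scoring of the ECM organization set as well.

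The paper states that the genes near super-enhancers are enriched in WT cultures. In wound-healing fibroblasts, every sgPrrx1 culture scored above every WT culture, and the camera adjusted p of these genes was 0.406 (0.0101 to 0.799 over the alternatives). The legend of Supplementary Fig. 13A gives p-value marks of a 2-sided Wilcoxon rank-sum test, including a mark for not significant. With 3 cultures against 3, the exact 2-sided permutation p was 0.1, the smallest possible, for MEF and MMTV-CAF.

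The paper states that Prrx1 knockdown significantly lowered a group of myofibroblast genes that the 3 kinds of cells have in common. For the ECM organization set, the camera adjusted p passed 0.05 in MMTV-CAF (0.000187, 5.04e-07 to 0.241 over the alternatives) and not in mutant MEF (0.161, 0.000367 to 0.744) or wound-healing fibroblasts (0.0642, 2.7e-06 to 0.381). Before adjustment, camera's p was 0.0036 in mutant MEF and 0.0121 in wound-healing fibroblasts. The set was chosen beforehand, and adjustment over all Reactome sets is strict for such a set. With fry, the set passed in all 3 types, and with no filter on low counts it passed in wound-healing fibroblasts. Other gene sets of Fig. 3A were not analysed here.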

Other observations

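Tests in this part on chromosomes 6 and 18, on Y-linked genes and Xist, and on one library counted more than once were chosen only after the results were seen. The tests on genes lost in several cultures and on Hox genes were prompted by genes with large changes already seen, and their predictions were written before those tests were run.

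ECM organization genes fell in each type under every correction run for technical effects. After correction for GC content and gene length, the mean log2 fold change was −0.48 in Prrx1 mutant MEF, −0.61 in wound-healing fibroblasts and −1.01 in MMTV-CAF. After thinning to equal depth it was −0.62, −0.44 and −1.16, without the 20 largest genes −0.64, −0.48 and −1.17, and after subtraction of each chromosome's median −0.64, −0.46 and −1.17. The correction for GC content and gene length moved the mean of collagen genes from −0.41 to −0.14 in mutant MEF. In wound-healing fibroblasts it moved that mean from −0.66 to −0.94, and in MMTV-CAF from −1.34 to −1.06. It used 93.4 to 94.1% of the genes and all ECM organization genes. In each comparison, the real split of the cultures was the 1 of 4 with as many changed genes, and the same 1 of 4 held for the means of the ECM organization, collagen and super-enhancer genes. Other splits gave from 0 to 4 changed genes. A share of 1 in 4 cannot exclude an accidental grouping of the cultures. Over the 197 genes of the set tested for this difference, the mean change was lower in MMTV-CAF than in wound-healing fibroblasts by 0.73. Camera did not separate this from the difference of the other genes (p-value of 0.0670 before and 0.134 after adjustment over 4 tests).

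Genes changed alike in all 3 types were set against other splits. Of 100 drawn splits, 1 gave as many genes lower in all 3 types and 1 as many higher, each time the real one. Among all 256 combinations there were 2, the other being the one with every label of wound-healing fibroblasts reversed, which gave 895 genes one way and 987 the other way against 859 and 608 in the real one. For all genes together, then, the types shared no more changes in the real orientation than in that one. For ECM organization genes, the counts favoured the real orientation. In it, 44 were lower and 3 higher in all types. With wound-healing fibroblasts reversed these were 22 and 8, with MMTV-CAF reversed 8 and 7, and with both reversed 5 and 12. The set fell in each type on its own, which favours the real orientation even if the types changed independently. The counts therefore do not show that the types changed the same genes of the set. Within the set, changes of mutant MEF correlated with those of wound-healing fibroblasts at 0.11 and with those of MMTV-CAF at 0.17. Between wound-healing fibroblasts and MMTV-CAF this was 0.03. Across genes, which are not independent, changes of wound-healing fibroblasts correlated with those of mutant MEF at 0.0358 (Spearman 0.00498) and with those of MMTV-CAF at 0.0442 (Spearman −0.0679), and 49.1 and 45.7% of genes had the same direction. For mutant MEF and MMTV-CAF these were 0.173 (Spearman 0.204) and 57.7%. Splits that mix WT and other cultures within a type left at most 4 changed genes in that type, so they had next to no genes to share, and the 1 of 100 says little about sharing between types.

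Chromosome 6 genes were higher in mutant MEF, with a median log2 fold change of 0.54 (adjusted p = 0.0393 over 20 chromosomes and 4 comparisons, from the smallest p that rotating the changes along the genome can give). The median was 0.53 after correction for GC content and gene length, and 0.38 in the part of the chromosome, divided in the middle of its genes, that moved less. An extra copy of the chromosome in these cultures is a candidate explanation. Chromosome 13 in wound-healing fibroblasts (−0.33) and chromosome 3 in MMTV-CAF (0.42) reached the same p. After the correction these medians were −0.27 and 0.41, and in the part that moved less −0.30 and 0.42. A changed number of copies is open for these chromosomes as well. Chromosome 18 genes had a median of −0.47 in MMTV-CAF without passing (adjusted p = 0.207), at −0.48 after the correction and −0.39 in the part that moved less. DNA copy number was not analysed here.

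MMTV-CAF had 0 counts for Ddx3y, Eif2s3y, Kdm5d and Uty in every culture and 421 ± 36.1 (WT) and 364 ± 25.3 (sgPrrx1) CPM of Xist (SD, n = 3 each). MEF and wound-healing fibroblasts had counts for Y-linked genes and at most 11 counts of Xist. In sgPrrx1 wound-healing fibroblasts, Ddx3y changed by −3.37 (175, 183 and 164 counts against 1878, 1622 and 1923 in WT). Loss of the Y chromosome is not the explanation, since 0 of the other 3 Y-linked genes were lower past the threshold. An admixture of female cells is unlikely as well, with Xist at 0.0110% of its level in WT MMTV-CAF. Kdm5d fell from 808, 744 and 923 counts in WT MEF to 0, 3 and 0 in mutant MEF, at least 249-fold, with 0 of the other 3 lower and Eif2s3y higher by 2.53. Loss of the Y chromosome does not explain this either. Breeding of the mutant mice from another strain, with another Y chromosome, was not tested.

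Genes with at least 100 counts in every culture of one group and at most 3 in every culture of the other were counted. From WT to mutant or sgPrrx1 cultures, 48 genes were lost and 27 gained in mutant MEF, 10 and 0 in sgPrrx1 MEF, 11 and 5 in wound-healing fibroblasts, and 99 and 34 in MMTV-CAF. Of 10624 genes expressed in the WT cultures of all 3 types, 0 were lost in all 3. Between wound-healing fibroblasts and MMTV-CAF, 0 genes were lost in both (0.0276 expected from 5 and 61 genes), which has little power to differ from chance. The pair of mutant MEF and MMTV-CAF shared Cd55, Il31ra and Pcdhac2 (0.0896 expected, Fisher's exact adjusted p = 0.000537), sgPrrx1 MEF and MMTV-CAF shared Dok5 and Kif1a (0.0422 expected, exact adjusted p = 0.00225), and both MEF groups shared Eln (exact adjusted p = 0.0837). Most of the genes lost were thus lost in one group, and 1 to 4 of them per comparison were ECM organization genes. This was partly fixed beforehand, since many of them were not expressed in the WT cultures of the other types. Of the 48 lost in mutant MEF, 17 were expressed in WT MMTV-CAF, and of the 99 lost in MMTV-CAF, 57 in WT MEF. Of the 11 lost in wound-healing fibroblasts, 5 were expressed in WT MMTV-CAF and 2 in WT MEF. The test set for different genes in each culture, unrelated to Prrx1, was the 0 shared genes of wound-healing fibroblasts and MMTV-CAF, which were close to fixed beforehand and decide nothing. Sharing in the pairs of MEF groups with MMTV-CAF goes against a wholly separate list in each culture. The design cannot separate lines from fibroblast types.

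Hox genes, whose expression in fibroblasts follows the position in the body they come from, were tested because Hoxa11 was among the genes on in mutant MEF and off in sgPrrx1 MEF. Hoxa11 was left out, since its value had been seen. In mutant MEF, 21 of the other 35 Hox genes tested were lower and 8 higher past the threshold, with a median absolute log2 fold change of 1.83, against 0.76 in lists of as many genes with similar expression. Of 10000 such lists, a share of 0.0002 reached as large a median. In sgPrrx1 MEF the median over 31 Hox genes was 0.56 (share 0.167), in wound-healing fibroblasts 0.51 over 34 (share 0.277) and in MMTV-CAF 0.57 over 32 (share 0.529). The difference between these medians was not itself tested, and Hox genes lie in clusters and are not independent. A candidate explanation is that the WT and mutant MEF cultures came from different parts of the embryo or from different mixtures of cells. An effect of the germline loss of Prrx1 on the developing embryo would give the same pattern. These cannot be told apart here. The first would put part of the 8155 changed genes of mutant MEF down to the origin of the cultures, and sgPrrx1 MEF, set against the same WT cultures, do not share the pattern.

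Replicates of a group were close to each other without being copies. Over genes, pairs of replicates differed by 13.6 to 211 times the variance of counting noise, and the pair at 13.6 (sgPrrx1 wound-healing fibroblasts 1 and 3) is above what one library counted more than once would give. Among genes with 20 to 200 counts in a pair, the ratio was 2.84 to 5.55. Values from 1 to 20 were even in 52.1 to 58.2% of cases per group. The ratios to counting noise take each count as an independent read, which this excess of even values leaves open.

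In the genes at the guide's sites with 3 mismatches, Ptpn2 changed by 0.71 (edgeR adjusted p = 0.00341) in sgPrrx1 MEF, 0.08 (adjusted p = 0.0138) in wound-healing fibroblasts and 0.30 (adjusted p = 1.5e-05) in MMTV-CAF. Myt1l and 1810046K07Rik had too few counts to be tested.

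Of the 38 genes named before the data were examined, 23 of 35 tested changed in mutant MEF (13 lower and 10 higher), 26 of 35 in sgPrrx1 MEF (21 and 5), 35 of 38 in wound-healing fibroblasts (17 and 18) and 34 of 36 in MMTV-CAF (21 and 13). Adjusted over the list alone, the counts were 23, 27, 35 and 35. Il6 changed by 0.28 in mutant MEF (edgeR adjusted p = 0.575), 0.19 in wound-healing fibroblasts (0.281) and 1.21 in MMTV-CAF, and fell to 0 counts in sgPrrx1 MEF, at least 4.07-fold below WT. In sgPrrx1 MEF, Acta2 changed by −1.05, Col1a1 by −0.83, Col1a2 by −0.72, Col3a1 by −0.95, Fn1 by −0.47, Tnc by −1.26, Pdgfra by −3.11, Pdgfrb by −0.83, Ccl5 by −0.78, Cxcl12 by −1.37 and Prrx2 by −0.38. Pdgfrb changed by −0.53, −2.56 and −2.10 in mutant MEF, wound-healing fibroblasts and MMTV-CAF. The largest rises in sgPrrx1 MEF were Kcnip1 (3.49), Hmga1b (3.44) and H2-M1 (3.14), and the largest falls were to 0 counts, at least 124-fold for Fbln7, at least 95.6-fold for Serpina3g and at least 71.3-fold for Lipo3. Of the named genes with the largest rises common to the 3 types, Ano1 (−0.16, adjusted p = 0.35) and Cxcl1 (−1.40) did not rise in sgPrrx1 MEF, and Vnn1 (0 counts in every sgPrrx1 culture) and Rnf43 (0, 5 and 3 counts) had too few counts there to be tested.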
